# The circadian clock gene BMAL1 modulates autoimmunity features in lupus

**DOI:** 10.3389/fimmu.2024.1465185

**Published:** 2024-11-27

**Authors:** Shuichiro Nakabo, Donavon Sandoval-Heglund, Norio Hanata, Stephen Brooks, Victoria Hoffmann, Mingzeng Zhang, William G. Ambler, Zerai Manna, Elaine Poncio, Sarfaraz Hasni, Shamima Islam, Stefania Dell’Orso, Mariana J. Kaplan

**Keywords:** systemic lupus erythematosus, neutrophils, autoantibody, clock gene, Bmal1, April

## Abstract

**Objectives:**

An important pathogenic role for neutrophils in systemic lupus erythematosus (SLE) has been proposed. Neutrophils that lack brain and muscle aryl hydrocarbon receptor nuclear translocator-like 1 (*Bmal1*), one of the clock genes, are defective in aging and proinflammatory responses. We assessed the role of *Bmal1* in clinical and immunologic manifestations of murine lupus and in human SLE neutrophils.

**Methods:**

Myeloid-conditional *Bmal1* knockout mice (*Bmal1^Mye−/−^*) and wild type (WT) were treated with epicutaneous TLR7/8 agonist (imiquimod; IMQ) for 6 weeks to induce a lupus phenotype. Upon euthanasia, immune responses, autoantibodies and renal manifestations were evaluated. NET formation and gene expression of bone marrow (BM)-derived murine neutrophils were evaluated. *BMAL1* expression was quantified in SLE neutrophils and compared with clinical disease.

**Results:**

IMQ-treated *Bmal1^Mye−/−^* and WT displayed comparable systemic inflammation. While renal function did not differ, serum anti-dsDNA levels and renal immune complex deposition were significantly increased in *Bmal1^Mye−/−^*. While no differences were observed in NET formation, expression levels of *April* in BM neutrophils were significantly higher in *Bmal1^Mye−/−^*. Bulk RNA-sequence data showed that BM neutrophils in IMQ-treated *Bmal1^Mye−/−^* were relatively immature when compared with IMQ-treated WT. BM showed an enhanced April protein expression in *Bmal1^Mye−/−^* mice. *BMAL1* levels in human SLE peripheral blood neutrophils correlated positively with serum C3 and negatively with serum anti-dsDNA levels.

**Conclusion:**

*Bmal1* is associated with lower disease activity in SLE. These results indicate that perturbation in the circadian rhythm of neutrophils can have pathogenic consequences in SLE.

## 1 Introduction

Systemic lupus erythematosus (SLE) is an autoimmune syndrome of unclear etiology that affects multiple organs and systems, including kidney, the vasculature, and the skin. Recent evidence supports a role for neutrophil dysregulation in lupus pathogenesis. Part of this evidence comes from the observation of perturbed neutrophil extracellular trap (NET) formation and clearance in SLE. NET formation is characterized by the extrusion of neutrophil nucleic acids and antibacterial components to the extracellular space and represents a process of programmed cell death that can promote autoantigen externalization and modification as well as tissue damage (1). Neutrophils also synthesize various cytokines that have potential pathogenic impact in SLE, including type I interferons (IFNs), B-cell activating factor (BAFF), and a proliferation-inducing ligand (APRIL) (2).

Neutrophils differentiate in the bone marrow and egress into the circulation following a circadian rhythm pattern. Aging of peripheral neutrophils is influenced by one of the clock genes, brain and muscle aryl hydrocarbon receptor nuclear translocator-like 1 (*Bmal1*) (3). Neutrophil aging is induced by the C–X–C chemokine receptor (Cxcr) 2, whereas Bmal1 positively regulates the Cxcr2 pathway by driving C–X–C chemokine ligand (Cxcl) 2 expression. Therefore, neutrophils that lack Bmal1 display defects in aging. Because young neutrophils have higher migratory capabilities into inflammatory sites and mice that specifically lack Bmal1 in neutrophils are more resistant to infection (3), we hypothesized that lack of Bmal1 could result in worsening of lupus features by modulating neutrophil aging and enhance inflammatory responses.

While the roles of clock genes and the effects of disruption of circadian rhythms in SLE are largely unknown, immune responses are known to be modulated by circadian rhythms and many diseases, including inflammatory diseases, show circadian oscillation in their severity (4). In mice genetically prone to develop SLE-like manifestations, sleep deprivation induced earlier induction of autoantibodies (5), whereas several studies have suggested that shorter sleep duration is associated with SLE diagnosis (6, 7). While these findings suggest that disruption of circadian rhythms may be involved in SLE pathogenesis, a systematic assessment of the role of clock genes in SLE pathogenesis remains to be reported.

Here, we tested the hypothesis that disruptions in circadian rhythm through clock gene dysregulation could modulate lupus autoimmunity. We used an induced model of murine lupus triggered by epicutaneous administration of the TLR7/8 agonist imiquimod (IMQ) (8) and investigated lupus phenotype in wild type (WT) and Bmal1-myeloid conditional KO mice (*Bmal1^Mye−/−^*). We observed that lack of Bmal1 in the myeloid compartment associated with positive regulation of autoantibody production and immune complex deposition, in association with increases in *April* expression in bone marrow neutrophils. We also found an association between *BMAL1* expression in circulating neutrophils and clinical/serological parameters of disease activity in human SLE, supporting a role for circadian rhythm disturbances in autoimmunity development and perpetuation.

## 2 Materials and methods

### 2.1 Mice

Wild-type (WT; C57BL/6J) mice were purchased from the Jackson Laboratory. Breeding pairs of Bmal1-myeloid conditional knockout (*Bmal1^Mye−/−^*; Bmal1FloxP/FloxP;LysMCre) mice were created by breeding B6.129S4(Cg)-Bmal1^tm1Weit^/J (JAX007668) with B6.129P2-Lyz2^tm1(cre)Ifo^/J (JAX004781) and kept at the National Institute of Arthritis and Musculoskeletal and Skin Diseases (NIAMS) animal facility. In total, 74 WT and 70 *Bmal1^Mye−/−^* mice (all female) were used for the experiments. Each dot in the figures reporting animal experiments represents an individual. All mice were kept under specific pathogen-free conditions, and all procedures were performed in accordance with NIH guidelines and approved by the NIAMS Animal Care and Use Committee (ACUC) (protocol numbers are A019-05-03 and A022-08-04). All animals were euthanized in a CO_2_ chamber, followed by cervical dislocation once they stopped breathing. No anesthesia was used for the procedures.

### 2.2 TLR7/8-induced lupus model

Imiquimod (IMQ) cream (0.125 g of 5%; Fougera or Perrigo) was applied on the dorsal side of both ears of 8–10-week-old female mice, three times per week for 6 weeks, as previously described (8). The baseline body weight of the mice was around 20 g. Treatment was done in the evening (around Zeitgeber time (ZT) 11). Blinding or randomization for treatment was not performed. Peripheral blood, spleen, kidney, and ear skin samples were harvested at euthanasia. Mouse euthanasia was done in the morning (ZT 1–4) for all experiments. Animals who died before completing a 6-week treatment period were excluded from the analysis except for survival analysis.

### 2.3 Histological evaluation

Mouse kidney, ear pinna, and sternum bone marrow were harvested and fixed with 10% formalin at euthanasia. Samples were stored in 10% formalin until slides were prepared. Samples were stained with hematoxylin and eosin (H&E) for ear pinna or H&E and periodic acid–Schiff stain (PAS) for kidneys. The severity of inflammation was semiquantitatively scored by a veterinary pathologist (VH) blinded to background information and sample identity. The number of infiltrating neutrophils was counted on five randomly selected high-power fields of H&E-stained slides. Scoring was performed as follows: for kidneys, glomeruli ware scores on PAS-stained slides. The total scores were generated by adding up the severity and distribution score for hypercellularity, mesangial matrix expansion, and inflammation. The definition of distribution was as follows: 0 = <1%, 1 = 1%–25%, 2 = 25%–75%, 3 = >75%. The definition of severity was as follows: 0 = no significant findings (within normal limits), 1 = mild (focal segmental), 2 = moderate (multifocal segmental), 3 = severe (global) (9). The detailed explanation of each score was provided in **Supplementary Table 1**.

For ear pinna, the severity and distribution in the epidermis and dermis were scored. For epidermis, the score is as follows: 0 = normal, 1 = mild (hyperplasia two to three layers thick), 2 = moderate (acanthosis with an occasional increase in thickness of the granular layer), 3 = severe (dyskeratosis, diffuse increase in granular layer, hyperkeratosis rete peg formation). For dermis, the score is as follows: 0 = normal, 1 = mild (slight increase in cellularity; perivascular cuffs), 2 = moderate (definite increase in cellularity; fibrotic foci, folliculitis), 3 = severe (pustules; extensive fibrosis, vacuoles/clefting associated with basement membrane).

For bone marrow immunohistochemistry (IHC), slides were treated with H_2_O_2_ to block endogenous peroxidases and incubated with Polyclonal Rabbit anti−Human TNFSF13/APRIL Antibody (aa151−200) (LS Bio) at 10 μg/mL. April was visualized with anti-rabbit-HRP secondary antibody and 3,3′-diaminobenzidine (DAB). Finally, slides were counterstained with hematoxylin, dehydrated, and cleared in graded alcohols and xylene, respectively. Images were obtained with a NanoZoomer-XR digital slide scanner (Hamamatsu). Whole bone marrow images were exported as TIFF files, and April-positive area was quantified by ImageJ ver. 1.54i 03.

### 2.4 RNA extraction, cDNA synthesis, and quantitative PCR

Tissue specimens were put in RNAlater (Thermo Fisher Scientific) at euthanasia of mice and stored at −80°C until they were processed. They were frozen in liquid nitrogen, ground into a fine powder by pestle and mortar, and lysed by TRIzol reagent (Thermo Fisher Scientific). Cell samples were lysed by TRIzol reagent immediately after isolation and stored at −80°C. RNA was purified by using Direct-zol RNA kits (Zymo Research) following the manufacturer’s instructions and quantified by NanoDrop Microvolume Spectrophotometer (Thermo Fisher Scientific). The quality of RNA samples was evaluated by the ratio of absorbance at 260 to 280. cDNA was synthesized by iScript reverse transcription supermix (Bio-Rad). Quantitative PCR (qPCR) was performed on a CFX96 real-time PCR detection system (Bio-Rad) with TaqMan gene expression assays (Thermo Fisher Scientific). Expression of each gene was normalized to Gapdh, and fold change was calculated using the ΔΔCt method. *Cxcl1* and *Cxcl2* expression in ear skin were evaluated as they are known chemoattractants of neutrophils. *Irf7* and *Isg15* in kidney were evaluated as IFN-regulated genes and based on our previous reports using the same murine lupus model (10, 11). Bone marrow neutrophil *Baff*, *April*, and *Ifna4* were evaluated based on previous reports (2).

### 2.5 Isolation of bone marrow neutrophils and monocytes of mice

Mouse bone marrow cells were harvested from bilateral femurs and tibias. Neutrophils and monocytes were isolated from bone marrow cells using MACS-negative selection with a mouse neutrophil isolation kit and mouse monocyte isolation kit (BM) (Miltenyi Biotec), respectively. Purity of CD11b^+^Ly6G^+^ neutrophils was assessed using flow cytometry and was found to be higher than 95%.

### 2.6 Quantification of NETs

The NET-forming capacity of bone marrow neutrophils was assessed by the IncuCyte S3 Live-Cell Analysis System (Sartorius), as previously described (12, 13). In brief, nuclei of neutrophils were stained with NUCLEAR-ID Red DNA stain (Enzo), and 15,000/well of neutrophils were plated onto a 96-well tissue culture-treated plate (Corning). Cells were then incubated in serum-free RPMI-1640 media (Thermo Fisher Scientific) with 1:25,000 diluted SYTOX Green (Thermo Fisher Scientific) for 16 hours at 37֯°C with 5% CO_2_. For stimulation, 25 nM phorbol 12-myristate 13-acetate (PMA; MilliporeSigma) or 2.5 µM calcium ionophore A23187 (MilliporeSigma) was used. SYTOX Green-positive cells are defined as NET-forming neutrophils and percentage was assessed every 20 min by time-lapse imaging. In order to minimize the influence from inter-assay variability, equal numbers of samples from each group were included in the same plate and evaluated at the same time.

### 2.7 Immunofluorescent staining of NETs

Immunofluorescent staining of NETs was performed as we previously reported (14). Bone marrow neutrophils were seeded on poly-L-lysine–coated coverslip and incubated for 5 h in RPMI without serum at 37°C in a CO_2_ chamber. They were then fixed with 4% paraformaldehyde overnight at 4°C. Subsequently, coverslips were washed by PBS twice and blocked by 0.2% gelatin for 1 h at room temperature, incubated with 1:100 diluted rabbit polyclonal anti-histone H3 (citrulline R2 + R8 + R17) antibody (Abcam), washed three times, and stained with 1:400 diluted Alexa Fluor 555-conjugated donkey anti-Rabbit IgG (H+L) Antibody (Thermo Fisher Scientific). After washing, cells were counterstained with 1:1,000 diluted Hoechst (Thermo Fisher Scientific) and washed twice, and then visualized using a Leica DMI4000 B inverted microscope (Leica Microsystems). Specificity of the primary antibody was confirmed by staining only with the secondary antibody.

### 2.8 Quantification of serum NET complexes

Serum citrullinated histone H3-DNA and neutrophil elastase–DNA complex were measured by sandwich ELISA as previously described (15). In short, high-binding 96-well ELISA plates (Corning) were coated by either 75 µL/well of 2.5 μg/mL rabbit anti-citrullinated histone H3 antibody (Abcam) or rabbit anti-neutrophil elastase antibody (Abcam). After overnight incubation at 4°C, the plates were blocked by 100 μL/well of 1% BSA-PBS at room temperature for 1 h. Subsequently, mouse serum samples (1:100 diluted by 1% BSA-PBS) were applied to each well and incubated overnight at 4°C. Next, plates were washed by 200 μL/well PBS containing 0.05% Tween 20 (PBS-T) three times; they were incubated with mouse anti-ds DNA monoclonal antibody (100 μL/well, 1:100 diluted by 1% BSA-PBS; EMD Millipore) for 1 h at room temperature. The plates were washed three times with 200 μL/well PBS-T, and HRP-conjugated anti-mouse antibody (100 μL/well, 1:10,000 diluted by 1% BSA-PBS; Bio-Rad) was added to each well. Finally, the plates were washed five times with 200 μL/well PBS-T, and ELISA was visualized with tetramethylbenzidine and stop solution.

### 2.9 Assessment of NETs in skin lesion by immunofluorescent staining

Mouse ear pinna was snap frozen in an OCT compound (Tissue-Tek). Frozen sections were blocked with 1% BSA-PBS for 1 h at room temperature. Sections were incubated overnight at 4°C with rabbit polyclonal anti-histone H3 (citrulline R2 + R8 + R17) antibody (Abcam), which was 1:500 diluted using 1% BSA-PBS. After washing five times, they were stained with 1:400 diluted Alexa Fluor 555-conjugated donkey anti-Rabbit IgG (H+L) Antibody (Thermo Fisher Scientific) for 1 h at room temperature. Slides were then counterstained with Hoechst (Thermo Fisher Scientific) for 10 min at room temperature, washed, mounted by Prolong Gold (Thermo Fisher Scientific), and visualized using a Leica DMI4000 B inverted microscope (Leica Microsystems).

### 2.10 Assessment of immune complex deposition in kidney by immunofluorescent staining

Mouse kidney was snap-frozen in an OCT compound (Tissue-Tek). Frozen sections were fixed with cold acetone for 10 min at −20°C, washed, and blocked by 5% BSA-PBS at room temperature for 1 h. Subsequently, they were stained with Alexa Fluor 594-conjugated goat anti-mouse IgG (1:100 diluted by PBS; Thermo Fisher Scientific), FITC-conjugated goat anti-mouse C3 antibody (1:100 diluted by PBS; Immunology Consultants Laboratory), and Hoechst (1:1,000 diluted by PBS; Thermo Fisher Scientific) at room temperature for 1.5 h. After washing, they were mounted with Prolong Gold (Thermo Fisher Scientific) and visualized using a Leica DMI4000 B inverted microscope (Leica Microsystems).

For quantification of immune complex deposition, three photos per sample were taken to include four glomeruli. Integrated density was calculated by ImageJ 2.3.0. Average integrated density of three photos from each sample was compared.

### 2.11 Quantification of mouse serum autoantibodies, total IgG, April, cell-free DNA, and DNase I activity

Serum autoantibodies, total IgG, April, cell-free DNA, and DNase I activity were quantified by commercially available ELISAs or plate assay kits. Mouse serum anti-dsDNA, anti-RNP, and anti-SS-A/Ro antibodies were assessed by Mouse anti-dsDNA IgG-specific ELISA Kit, Mouse Anti-nRNP Igs (total (A+G+M)) ELISA Kit, and Mouse Anti-SSA/Ro60 Ig’s (total) ELISA Kit, respectively (all from Alpha Diagnostic). Total serum IgG concentrations were determined by IgG (Total) Mouse Uncoated ELISA Kit (Thermo Fisher Scientific). Serum April levels were tested by Mouse TNFSF13/APRIL ELISA Kit (LS Bio). Cell-free DNA in mouse peripheral blood was analyzed with the Circulating DNA Quantification Kit (Abcam). Serum DNase I activity was tested with the DNase I assay kit (Abcam).

### 2.12 Assessment of urine albumin and creatinine

Mouse urine samples were collected at euthanasia and frozen at −80°C until used. Urine albumin and creatinine were quantified by Albuwell M and the Creatinine Companion (both from Ethos Biosciences). The severity of proteinuria was assessed by dividing urine albumin level by urine creatinine level.

### 2.13 Flow cytometry

Splenocytes were harvested at euthanasia and immediately incubated with TruStain FcX (BioLegend) for 15 min at 4°C. Subsequently, fluorochrome-conjugated antibodies were added, and cells were incubated for 30 min in 4°C. Splenocytes were then washed with PBS and stained with LIVE/Dead Fixable Aqua (Thermo Fisher Scientific) for 30 min in the dark at room temperature, in accordance with the manufacturer’s instructions. After washing, they were promptly analyzed on a BD FACSCelesta flow cytometer (Becton, Dickinson & Company). Data were analyzed using FlowJo 10.8.1 (Becton, Dickinson & Company). Gating strategies were established based on previous reports (11, 16). The number of cells was counted using CountBright Plus Absolute Counting Beads (Thermo Fisher Scientific). A detailed information of antibodies and gating strategy used are provided in a **Supplementary Excel File**.

### 2.14 RNA sequencing

#### 2.14.1 Sequencing

For transcriptome analysis, Illumina RNA libraries were prepared with the NEBNext Ultra II RNA library preparation kit for Illumina (NEB #E7490) according to the manufacturer’s instructions. Briefly, 500 ng of total RNA was enriched for poly (A)+ mRNA and retrotranscribed. cDNAs were then fragmented and adapters added to each end of the fragments. The obtained libraries were amplified and size-selected prior to NGS analysis. All libraries were diluted to 3 nM and sequenced on an Illumina NovaSeq 6000 or Illumina NextSeq 550 using the following read length: 50 bp for Read1, 8 bp for I7 Index, and 50 bp for Read2.

#### 2.14.2 Analysis

For each sample, Read 1 was mapped to mm10 using TopHat 2.1.1 and then resultant BAM files were imported into Partek Genomics Suites 7.0. RPKM values were calculated, log2 transformed with a 0.1 RPKM offset, and ANOVA comparisons calculated using Partek GS.

Pathway analysis was performed using differentially expressed genes with 2- or −2-fold changes, using Enrichr with BioPlanet 2019 (17, 18). The gene set to assess neutrophil maturation was based on a previous report (19). Library quality was determined by looking at mapping efficiency (BAM alignment count/FastQ read count) of >90%. FastQC was performed, and sequencing quality was found to be consistently optimal.

### 2.15 Immature neutrophil score

The immature neutrophil score was calculated as previously described (20, 21) with some modifications. In brief, RPKM values of seven genes were used for calculation (*Mpo*, *Elane*, *Bpi*, *Ctsg*, *Prtn3*, *Camp*, and *Defa4*). *AZU1* was removed because this gene is not present in mice. The mean value of each gene in untreated WT was subtracted from each value of each gene in each sample. Each value was then divided by the standard deviation of each calculated gene by values in untreated WT. The immature neutrophil score of each sample was calculated by the addition of these numbers. The qPCR version of immature neutrophil score was calculated by the addition of geometric mean of relative expression level of each gene (fold change based on the ΔΔCt method).

### 2.16 Analysis of plasma cell survival in culture supernatant of neutrophil

Bone marrow neutrophils were isolated from IMQ-treated *Bmal1^Mye−/−^* and WT using the method explained above (MACS-negative selection). The neutrophils were resuspended in RPMI with 10% fetal bovine serum (FBS) at 10 million neutrophils/mL and incubated for 16 h at 37°C with 5% CO_2_. Then, culture supernatant was collected and stored in −80°C until they were used.

IgD^−^ Lin (TER-119, F4/80, CD8a, CD4)^−^ CD138^+^ plasma cells were sorted out using FACSAria Fusion (Becton, Dickinson & Company) from spleen cells of untreated WT mice. The gating strategy was decided by referencing a previous report (22). After the sorting, plasma cells were resuspended in RPMI with 10% FBS at 1 × 10^5^ cells/mL and mixed with SYTOX Green and Incucyte Nuclight Rapid Red (Sartorius). Then, 100 µL of the cell suspension was mixed with the same volume of culture supernatant of neutrophils and plated onto a 96-well plate (Corning) with or without 50 μg/mL of anti-mouse April antibody (Apry-1-1, AdipoGen Life Sciences), which selectively inhibits the binding of April to its receptors BCMA and TACI (23, 24). Cell death was quantified using the same method as the quantification of NETs explained above (12, 25).

### 2.17 Human peripheral neutrophils and peripheral blood mononuclear cells, and clinical and peripheral blood parameters

Patients were recruited at the Clinical Center, NIH, Bethesda, MD, with written informed consent. The study is in compliance with the Helsinki Declaration and was approved by the institutional review board of NIAMS (NIH 94-AR-0066). SLE patients fulfilled the ACR/EULAR 2019 classification criteria for SLE. All blood samples were harvested in the morning (7–11 am). Samples were immediately processed. Neutrophils and peripheral blood mononuclear cells (PBMCs) were isolated by Ficoll-Paque (GE) density gradient and dextran (Alfa Aesar) sedimentation (25). The expression of each gene was normalized to *GAPDH*, and fold change was calculated using the ΔΔCt method. SLE disease activity index (SLEDAI), anti-dsDNA antibody, and complement C3 and C4 were quantified on the same day when each sample was taken. The positivity of anti-RNP, Sm, SS-A/Ro, and SS-B/La antibodies was based on the medical record review. Plasma APRIL levels were tested by Human APRIL/TNFSF13 DuoSet ELISA kit (R&D Systems).

### 2.18 Statistical analysis

Statistical analysis was done, and graphs were drawn by GraphPad Prism version 9.3.1. To compare two groups, unpaired t-test and Mann–Whitney test were used for parametric and non-parametric parameters, respectively. Correlation was evaluated with Pearson correlation or Spearman’s rank correlation coefficient. Log-rank test with Kaplan–Meier curve was used for mouse survival analysis. Repeated measures two-way ANOVA was used for plasma cell survival analysis. Adjustment for multiple comparison was not performed except for plasma cell survival assay. In any statistical test, p<0.05 was considered significant.

## 3 Results

### 3.1 *Bmal1^Mye−/−^* mice display increased serum anti-dsDNA antibody levels and renal immune complex deposition

After 6 weeks of epicutaneous IMQ cream, WT and *Bmal1^Mye−/−^* mice displayed similar induction of splenomegaly, leukocytosis, anemia, thrombocytopenia, dermatitis, and mild glomerulonephritis as previously described for this model (**Figures 1A–D**). As in other studies using mice in C57BL6-background (10, 11), significant proteinuria was not observed (**Figure 1E**) and mortality rates were similar between groups during the treatment (**Figure 1F**).

**Figure 1:**
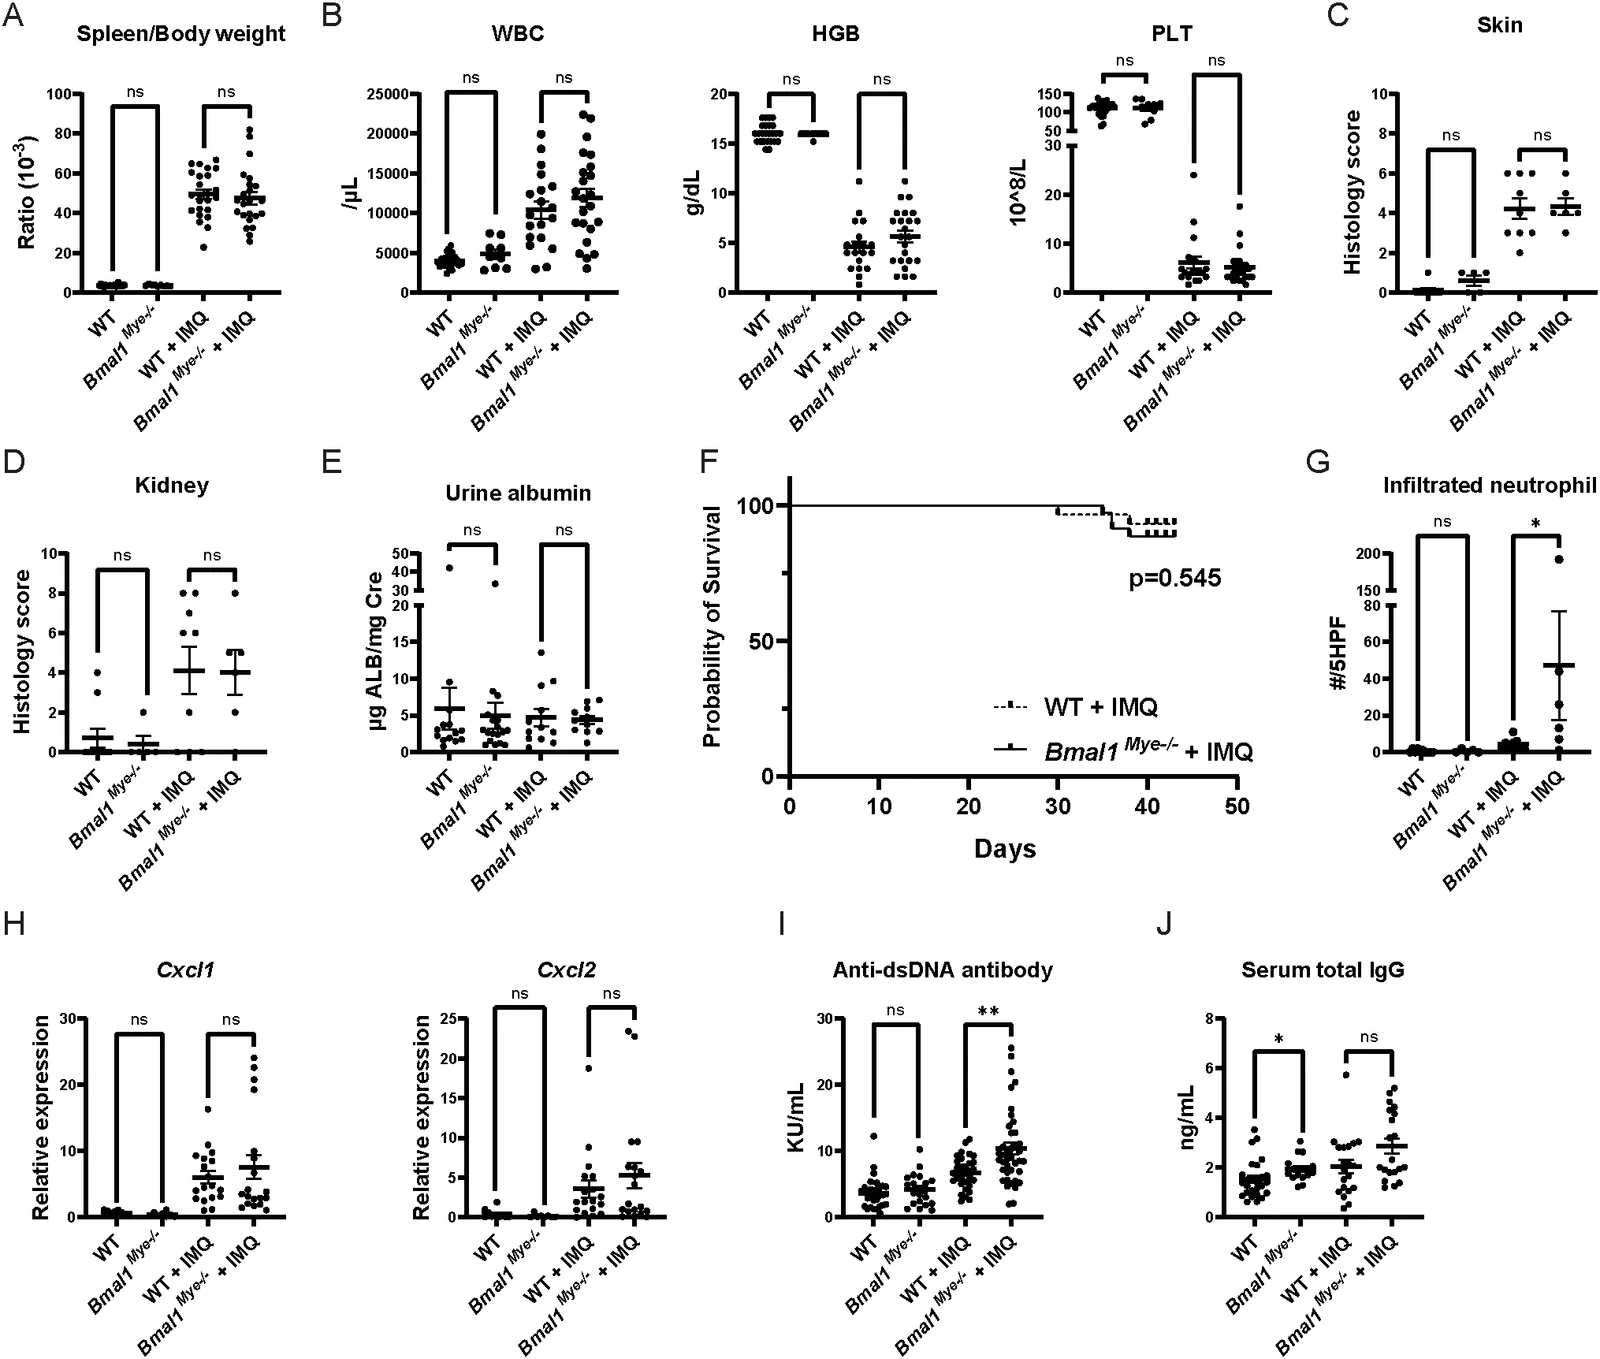
Lupus phenotype triggered by imiquimod in *Bmal1^Mye−/−^* and WT mice. **(A)** Spleen weight corrected by body weight in untreated and imiquimod (IMQ)-treated wild type (WT) and *Bmal1^Mye−/−^* mice. WT; n=25, *Bmal1^Mye−/−^*; n=9, WT + IMQ; n=24, *Bmal1^Mye−/−^* + IMQ; n=23. **(B)** Complete blood count (CBC) of peripheral blood. WT; n=25, *Bmal1^Mye−/−^*; n=9, WT + IMQ; n=24, *Bmal1^Mye−/−^* + IMQ; n=23. **(C, D)** Histology inflammation score in skin and kidney, respectively. WT; n=10, *Bmal1^Mye−/−^*; n=5, WT + IMQ; n=9, *Bmal1^Mye−/−^* + IMQ; n=6. **(E)** Urine albumin/creatinine ratio. WT; n=14, *Bmal1^Mye−/−^*; n=18, WT + IMQ; n=12, *Bmal1^Mye−/−^* + IMQ; n=11. **(F)** Survival rates analyzed by the Kaplan–Meier curve. WT + IMQ; n=29, *Bmal1^Mye−/−^* + IMQ; n=35. **(G)** Number of neutrophils per five high-power fields (HPF) of H&E staining in lesional skin. WT; n=10, *Bmal1^Mye−/−^*; n=5, WT + IMQ; n=9, *Bmal1^Mye−/−^* + IMQ; n=6. **(H)** Chemokine expression levels in skin (ear) lesion. Expression levels of the C–X–C motif chemokine ligand (Cxcl) 1 and Cxcl2 were assessed by qPCR. WT; n=10, *Bmal1^Mye−/−^*; n=8, WT + IMQ; n=18, *Bmal1^Mye−/−^* + IMQ; n=19. **(I, J)** Serum concentration of anti-ds DNA and total IgG, respectively. WT; n=25, *Bmal1^Mye−/−^*; n=16, WT + IMQ; n=20, *Bmal1^Mye−/−^* + IMQ; n=20. Bars in the graphs represent mean + SEM. The statistical analysis was done using unpaired t-test for spleen weight, CBC, urine albumin, and qPCR and Mann–Whitney test for histology score, infiltrated neutrophil count, anti-ds DNA antibody, total IgG. Log-rank test was used for survival rate analysis. *p<0.05, **p<0.01, ns, not significant. WBC, white blood cell; HGB, hemoglobin; PLT, platelet.

When assessing histology of the IMQ-treated local skin lesions, there was increased neutrophilic infiltration in the *Bmal1^Mye−/−^* mice compared with WT (**Figure 1G**), whereas there were similar degrees of skin inflammation (**Figure 1C**) and tissue chemokine levels (**Figure 1H**). This supports that Bmal1 regulates migratory capacity of myeloid cells in inflammatory milieus (3). Furthermore, IMQ-treated *Bmal1^Mye−/−^* mice displayed significantly higher levels of serum anti-dsDNA (**Figure 1I**) whereas serum total IgG (**Figure 1J**) and other autoantibodies (anti-RNP and anti-SS-A/Ro, **Supplementary Figure 1**) were not significantly different compared with IMQ-treated WT. Moreover, increased renal immune complex deposition was observed in IMQ-treated *Bmal1^Mye−/−^* compared with WT (**Figures 2A–C**). In contrast, expression levels of tissue type I interferon-stimulated genes (ISGs) did not significantly differ between both groups of mice (**Figures 2D, E**).

**Figure 2:**
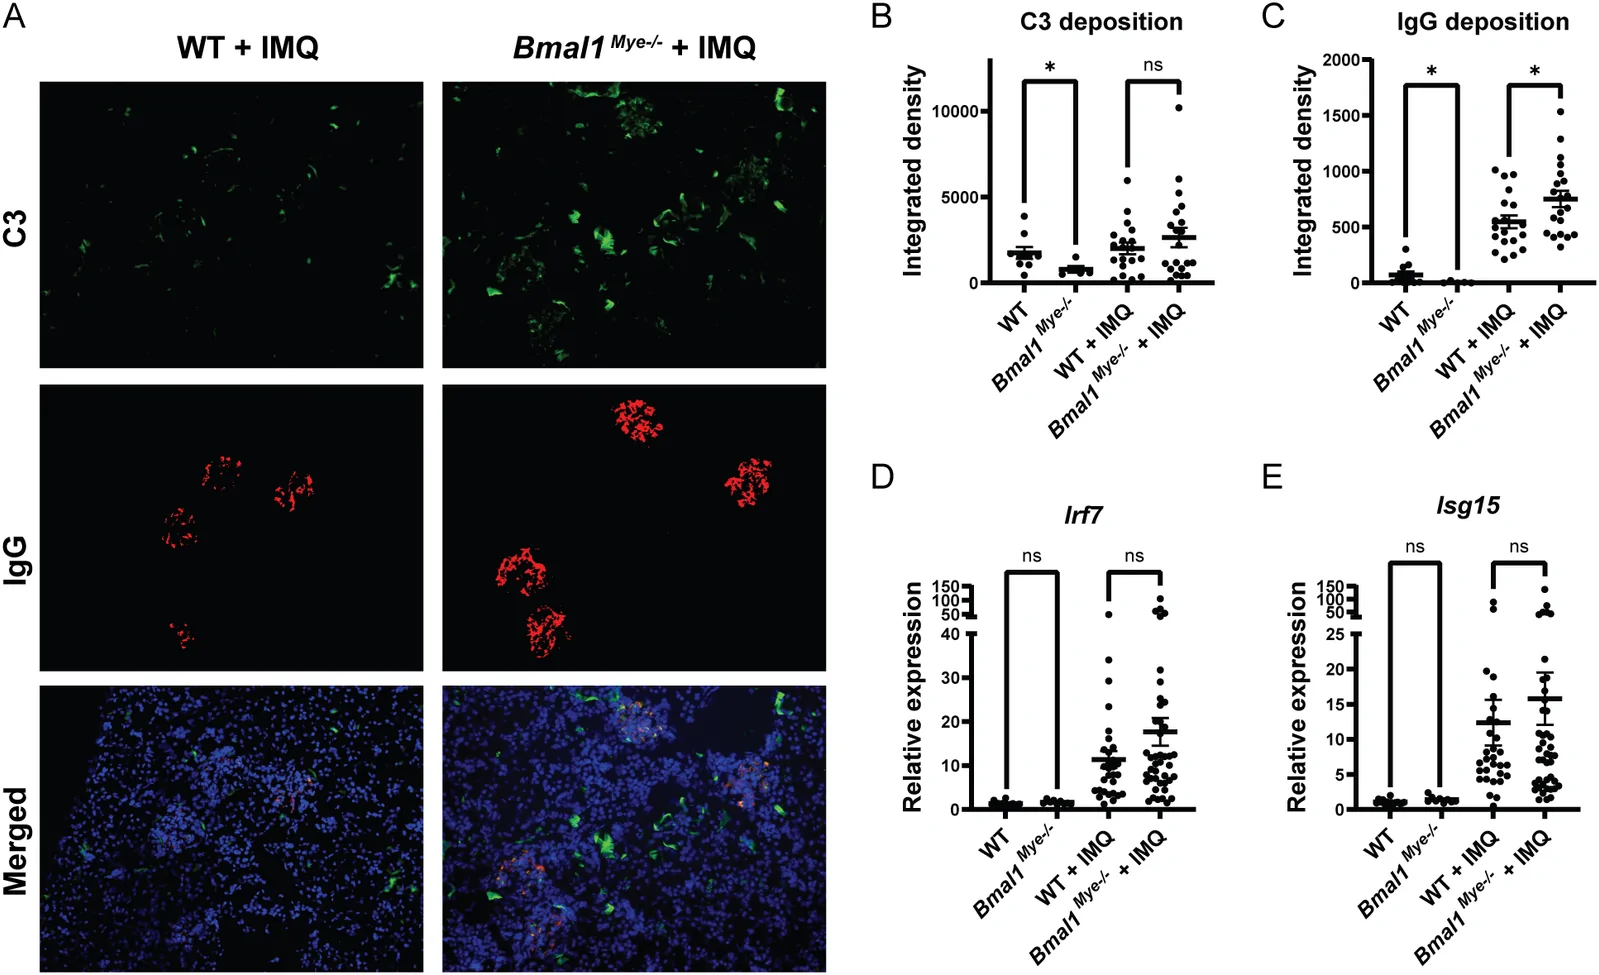
Immune complex deposition and inflammatory response in kidneys are modulated by Bmal1. **(A)** Representative images of kidney immunofluorescent staining of immune complex deposition. C3 (green), IgG (red), and Hoechst (blue). **(B, C)** Fluorescent intensity of C3 and IgG, respectively, quantified by ImageJ software. WT; n=9, *Bmal1^Mye−/−^*; n=5, WT + IMQ; n=19, *Bmal1^Mye−/−^* + IMQ; n=20. **(D, E)** Expression levels of interferon regulatory factor (Irf)7 **(D)** and interferon-stimulated gene (Isg)15 **(E)** were assessed by qPCR. WT; n=15, *Bmal1^Mye−/−^*; n=9, WT + IMQ; n=30, *Bmal1^Mye−/−^* + IMQ; n=43. Bar graphs represent mean + SEM. The statistical analysis was done using unpaired t-test for qPCR results, and Mann–Whitney test for immune complex deposition. *p<0.05, ns, not significant.

Next, we performed flow cytometry analysis of splenocytes to assess if Bmal1 regulates immune cell subsets. While no significant differences were found between WT and *Bmal1^Mye−/−^* in percentages of neutrophils, monocytes, conventional dendritic cells (cDCs), plasmacytoid DCs (pDCs), and CD4^+^ and CD8^+^ T cells (**Supplementary Figures 2A–F**), significant increases in the percentage of CD19^+^ B cells was observed in IMQ-treated *Bmal1^Mye−/−^* mice when compared with IMQ-treated WT mice (**Supplementary Figure 2G**), alongside a non-significant trend for increased splenic CD19^−^CD138^+^ plasma cells in *Bmal1^Mye−/−^* (**Supplementary Figure 2H**). There were no significant differences in follicular T helper cells (Tfh) and germinal center B cells (**Supplementary Figures 2I, J**). Furthermore, there were no differences in percentages of naïve CD19^+^ B cells, whereas marginal zone B cells were significantly lower in *Bmal1^Mye−/−^* (**Supplementary Figures 2K, L**). Since percentages of each cell fraction may not always reflect the actual expansion in cell numbers, we checked the total number of splenocytes, and found that it did not show any differences between WT and *Bmal1^Mye−/−^* mice (**Supplementary Figure 3**).

In summary, although the absence of Bmal1 in myeloid cells did not dramatically modify murine lupus symptoms during the 6 weeks of treatment, it led to increase anti-dsDNA antibody levels, renal immune complex deposition, and enhanced dermal tissue neutrophil infiltration.

### 3.2 Autoantigen generation is not altered in IMQ-treated *Bmal1^Mye−/−^*

We considered that increased autoantigen generation by neutrophils in *Bmal1^Mye−/−^* would contribute to increased autoantibody and immune complex formation. As higher numbers of neutrophils infiltrate, the IMQ-treated local skin lesions of *Bmal1^Mye−/−^* and this gene are known to modulate neutrophil biology (26), we assessed NET formation in the IMQ-treated local skin lesions. However, no significant differences in skin lesion NETs were detected by immunofluorescence (**Figure 3A**). While bone marrow neutrophils from IMQ-treated mice have enhanced spontaneous NET generation, no difference was observed between WT and *Bmal1^Mye−/−^* (**Figures 3B, C**). Responsiveness to PMA or to the A23187 calcium ionophore, both of which are inducers of NET formation, was not affected, although a non-statistically significant trend was seen for PMA-induced NETs (**Figures 3D, E**). Consistent with these findings, serum cell-free DNA and serum NET remnant levels, which can be used as surrogate markers of cell death and NET formation *in vivo*, were also similar between both groups of mice (**Figures 3F–H**). Since decreased serum DNase I activity has been reported and may contribute to increase autoantigen burden in human SLE patients (27), we tested serum DNase I activity in the mice. There was a statistically significant increase in DNase I activity in IMQ-treated *Bmal1^Mye−/−^* (**Figure 3I**), which may reduce autoantigen half-life in *Bmal1^Mye−/−^*. These results do not support that enhanced autoantibody and immune complex generation in *Bmal1^Mye−/−^* are the result of increased autoantigen generation.

**Figure 3:**
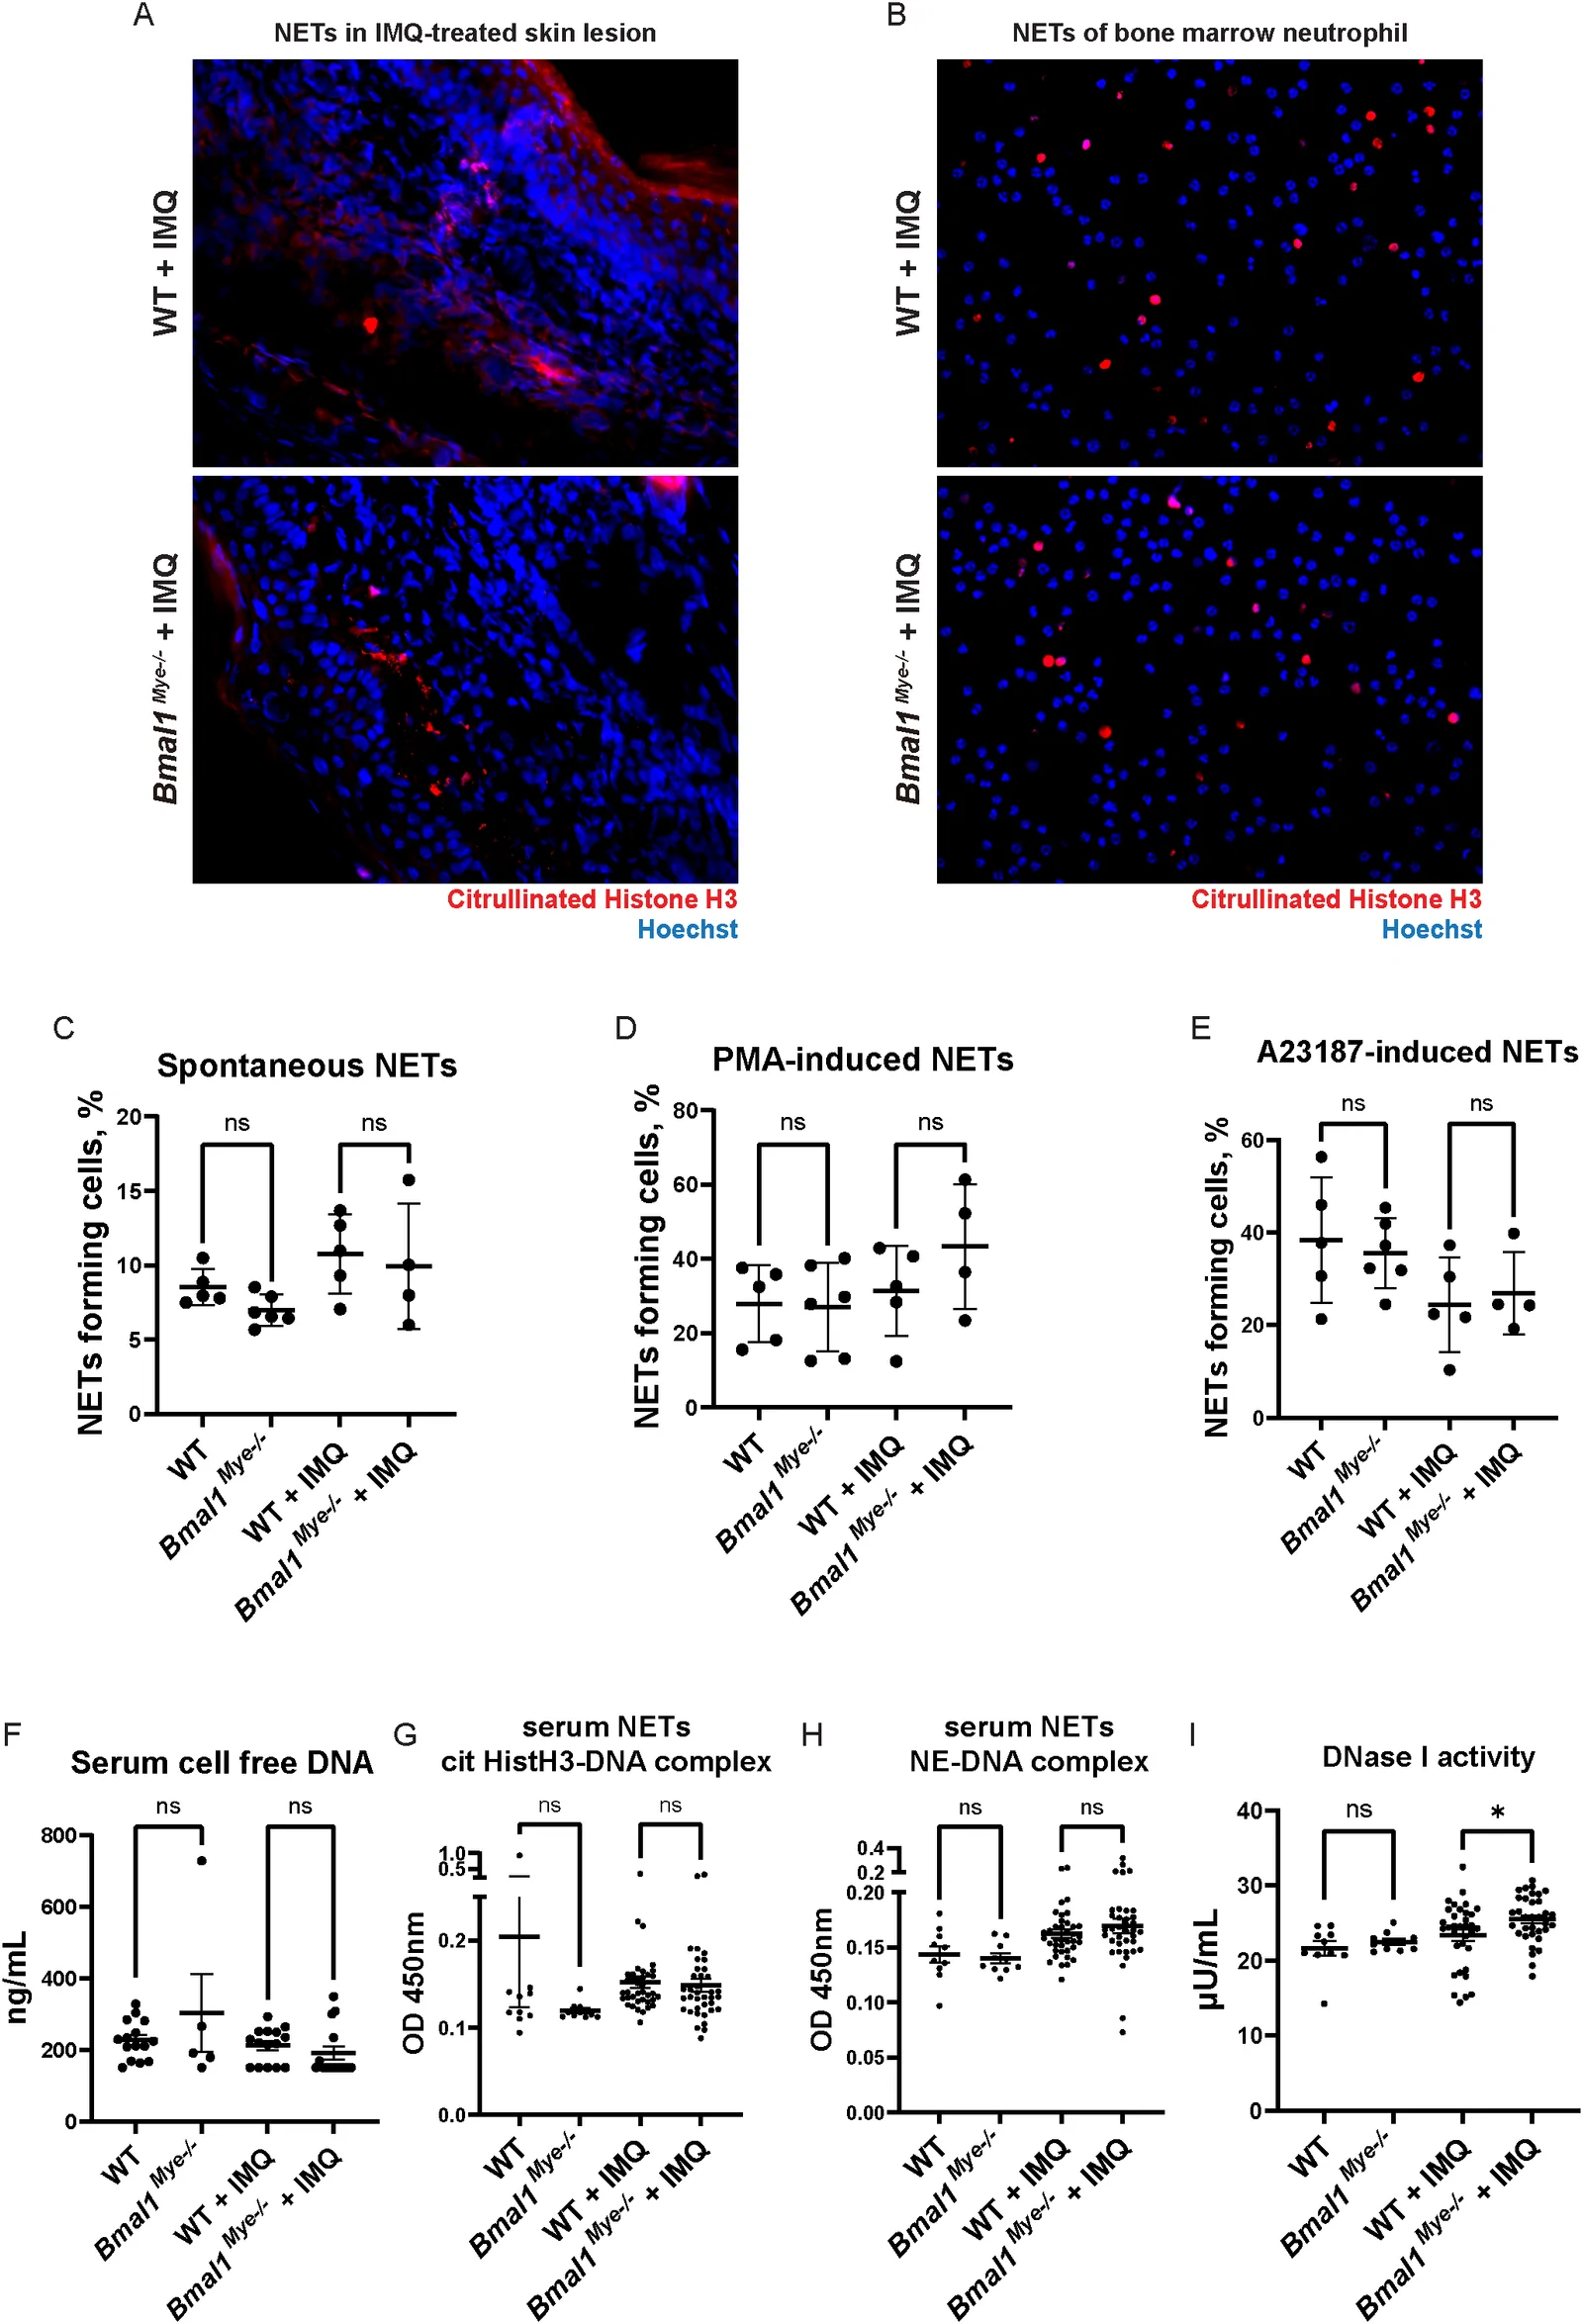
NET forming activity and DNA antigen levels are not regulated by Bmal1. **(A)** NETs in IMQ-treated local skin lesion. Frozen sections of imiquimod-treated ears were stained with anti-citrullinated histone H3 antibody (red) and Hoechst (blue). **(B)** Immunofluorescent staining of spontaneous NET formation of bone marrow neutrophils. Neutrophils were incubated on cover slips in serum-free RPMI media for 3h. NETs were stained with anti-citrullinated histone H3 antibody (red), and intra- and extracellular DNA was counterstained by Hoechst (blue). **(C–E)** Quantification of NETs with semi-automated live cell imaging method. Bone marrow neutrophils were incubated in serum-free RPMI media with or without stimulation. The percentage of cells externalizing NETs was calculated at 5 hours (C; spontaneous NETs, D; PMA-induced NETs) and 3 hours (E; A23187-induced NETs). WT; n=5, *Bmal1^Mye−/−^*; n=6, WT + IMQ; n=5, *Bmal1^Mye−/−^* + IMQ; n=4. **(F)** Cell-free DNA in mouse serum. WT; n=15, *Bmal1^Mye−/−^*; n=5, WT + IMQ; n=15, *Bmal1^Mye−/−^* + IMQ; n=15. **(G, H)** Serum NET complexes. cit HistH3-DNA complex **(G)** and NE-DNA complex **(H)** were quantified by sandwich ELISA. WT; n=10, *Bmal1^Mye−/−^*; n=10, WT + IMQ; n=38, *Bmal1^Mye−/−^* + IMQ; n=37. **(I)** Serum DNase I activity. WT; n=10, *Bmal1^Mye−/−^*; n=10, WT + IMQ; n=34, *Bmal1^Mye−/−^* + IMQ; n=34. Bars in the graphs represent mean + SEM. The statistical analysis was done using Mann–Whitney test. ns, not significant; WT, wild type; IMQ, imiquimod; NETs, neutrophil extracellular traps; PMA, phorbol-12-myristate-13-acetate; cit HistH3, citrullinated histone H3; NE, neutrophil elastase. *p<0.05.

### 3.3 Bone marrow neutrophil maturation is impaired in IMQ-treated *Bmal1^Mye−/−^* mice, in association with enhanced April production

As it has been reported that lupus bone marrow neutrophils can affect B-cell development through enhanced type I IFN, BAFF, and APRIL synthesis (2), we evaluated the expression of mRNAs encoding for these molecules in mouse bone marrow neutrophils. We found that *April* expression was significantly higher in IMQ-treated *Bmal1^Mye−/−^* neutrophils whereas there were no differences in *Baff* expression (**Figures 4A, B**). There was a non-significant trend for increased *Ifna4* in *Bmal1^Mye−/−^*, independent of IMQ treatment (**Supplementary Figure 4**). The neutrophil *April* expression level in the bone marrow was significantly associated with serum anti-dsDNA antibody levels in IMQ-treated mice (**Figure 4C**). Bulk RNA sequencing (RNA-seq) analysis of bone marrow neutrophils showed that the number of differentially expressed genes was small when the mice were not treated (**Supplementary Figure 5A**) but was enhanced when the mice were treated with IMQ (**Supplementary Figure 5B**). 

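Bone marrow neutrophils were isolated by magnetic negative selection from 4 groups of 5 female mice, WT and *Bmal1 Mye-/-*, each untreated or treated with IMQ (imiquimod, a Toll-like receptor agonist), of which 0.125 g of a 5% cream was applied 3 times per week for 6 weeks. The *Bmal1 Mye-/-* mice carry floxed *Bmal1*, which the files list as *Arntl*, and a Cre recombinase inserted at *Lyz2*, a gene of myeloid cells. By the paper's methods, WT mice were purchased, while the *Bmal1 Mye-/-* line was bred and kept at the authors' facility. The methods name no control with the Cre alone or the floxed gene alone. A difference between genotypes can therefore also reflect the source of the mice or the insertion at *Lyz2*. One poly(A) RNA library was sequenced per mouse. The authors aligned Read 1 to mm10 with TopHat, and the files give the number of reads counted on each gene, without normalization. The counting program, its annotation and its strand setting are not named in the paper's text. Reads counted on genes numbered 67652755 to 79689416 per library in untreated WT (median 69830477), 30782166 to 92613500 in untreated *Bmal1 Mye-/-* (median 66065470), 49455135 to 66124322 in IMQ-treated WT (median 56276663) and 41955911 to 82633516 in IMQ-treated *Bmal1 Mye-/-* (median 55916009). Counts were scaled with edgeR's TMM factors and are given as CPM, the counts of a gene scaled to a common library size, and the 14030 of 24421 genes with enough counts were compared in 1 model of the 4 groups. The targeted gene *Arntl* (chromosome 7 of mm10, 113178471 to 113314126) was at 1.35 ± 0.322 CPM (SD, n = 5) in untreated WT, with libraries from 0.895 to 1.71, and at 0.72 ± 0.240 (SD, n = 5) in untreated *Bmal1 Mye-/-*, with libraries from 0.468 to 1.1. With IMQ it was at 1.11 ± 0.474 CPM (SD, n = 5) in WT, from 0.561 to 1.87, and at 0.702 ± 0.477 (SD, n = 5) in *Bmal1 Mye-/-*, from 0.337 to 1.52. The log2 fold change of *Arntl* was −0.90 without IMQ (standard error 0.38, unadjusted p = 0.030 and adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −0.65 with IMQ (standard error 0.38, unadjusted p = 0.106 and adjusted p = 0.305 from the same test). In the 10 fits that each left out 1 IMQ-treated library, the latter ranged from −1.14 without *Bmal1 Mye-/-* IMQ replicate 1 to −0.38 without WT IMQ replicate 3. Each file holds a single count per gene, so reads from the floxed exon cannot be separated from those of the other exons.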

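At an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 29 genes differed between the untreated genotypes, 15 of them higher and 14 lower in *Bmal1 Mye-/-*. Between the IMQ-treated genotypes 41 genes differed, 26 higher and 15 lower in *Bmal1 Mye-/-*. Both comparisons shared 21 genes, all changed in the same direction, while 8 passed only without IMQ and 20 only with IMQ. Over all 14030 genes tested, 1.52% without IMQ and 1.07% with IMQ had no overlap between the CPM values of the 5 WT and the 5 *Bmal1 Mye-/-* libraries, which chance gives for 0.794%. Without adjustment, 307 genes had a p-value under 0.05 in the untreated comparison and 2789 in the IMQ-treated one. Chance alone gives 701.5 of 14030. In fits of only the 2 groups compared, these counts were 906 of 13339 and 875 of 12648 genes, so this contrast depended on the fit. Of 100 splits of the IMQ-treated libraries, the real one included, 11 gave 41 or more genes after adjustment. The difference between both comparisons was tested as the interaction of genotype and treatment: 0 genes passed after adjustment, and 721 had an unadjusted p-value under 0.05. Among the alternatives that kept all libraries, DESeq2 with its own size factors raised the IMQ-treated count to 311 genes, which included the 41. A fit of only the 2 groups lowered it to 16 and raised the untreated count from 29 to 59, so which comparison had more genes depended on the fit. With the genes of chromosome 7 left out and the p-values adjusted anew over the others, it was 2, *Lyz2* and *Auh*. The count also rested on single libraries, since it was 3129 without WT IMQ replicate 3 and 280 without *Bmal1 Mye-/-* IMQ replicate 4, but 23, 20 and 24 without WT IMQ replicates 1, 4 and 5. It was 27 and 22 without *Bmal1 Mye-/-* IMQ replicates 1 and 3. WT IMQ replicate 5 lay among the untreated WT libraries on the first principal component (−37.1, untreated WT −40.1 to −14.5). *Bmal1 Mye-/-* IMQ replicate 2 lay at −10.7, also inside the range of its untreated genotype (−57.0 to −7.63). The interaction gave 1 gene without WT IMQ replicate 5 and 0 in the other 19 such fits. In the untreated comparison, leaving out each library in turn gave 24 to 27 genes.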

Pathway enrichment analysis revealed that genes associated with mitosis were upregulated in bone marrow neutrophils from IMQ-treated *Bmal1^Mye−/−^* (**Figure 4D**). 

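The pathway database of Figure 4D was not used here. The comparison was made instead with 43 S phase genes and 54 G2/M genes, which are the cell cycle lists of the Seurat package under their mouse symbols, and with Reactome terms. In IMQ-treated *Bmal1 Mye-/-* against IMQ-treated WT, 42 of the 43 S phase genes had a higher fitted value, with a median log2 fold change of 0.63 (adjusted p = 1.1e-10 from limma's camera test, which presets a correlation of 0.01 between genes). Of the 54 G2/M genes, 51 were higher, with a median of 0.67 (adjusted p = 2.1e-13 from limma's camera test). Neither call held under limma's fry test, with an adjusted p of 0.0813 for each list, or when camera estimated the correlation from the data, with an adjusted p of 0.278 for each. No gene of either list passed at an adjusted p-value under 0.05 over all genes tested (0 of 97 genes), and 1 S phase gene and 0 G2/M genes passed when adjusted over the list alone. Unadjusted p-values under 0.05 were found for 14 S phase and 17 G2/M genes. With 1 value per library, the mean over each list, the S phase difference was 0.73 on the log2 scale (two-sided exact permutation test, p = 0.119). The G2/M difference was 0.76 (p = 0.135 in the same exact test). Each had an adjusted p of 0.225 over the 5 gene sets compared this way. WT IMQ replicate 5, which lay among the untreated WT libraries, had the lowest G2/M mean with IMQ, −0.33. WT IMQ replicate 3 had the highest of the WT libraries, 1.83. Among Reactome terms, 0 of 765 were enriched at an adjusted p-value under 0.05 (hypergeometric test) in the 594 genes at least 2-fold higher with an unadjusted p-value under 0.05, of which 208 belong to a term. The 2-fold cut-off is 1 on the log2 scale, above the S phase and G2/M medians, so many of these genes could not enter the list. This result depended on how the list was made. After an analysis of variance on log2(CPM + 0.1) without TMM scaling, the scale and test of the paper's methods apart from gene length, 64 terms passed, led by Cell Cycle with 101 of its 464 genes where 24.5 were expected (adjusted p = 1.0e-37).

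**Figure D1:**
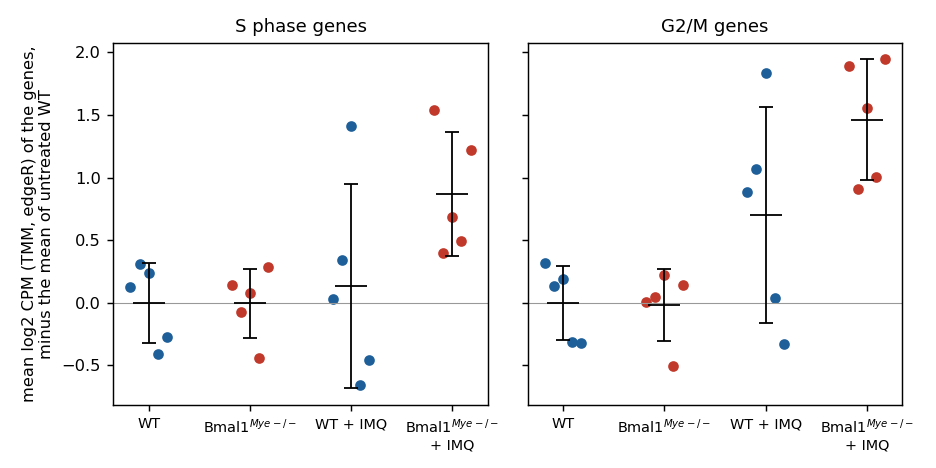
Mean log2 CPM of the S phase genes and of the G2/M genes in each library, minus the mean of untreated WT, for the 4 groups. Points are single libraries and bars give the mean and SD of 5 libraries, at 0.13 ± 0.82 in WT and 0.87 ± 0.49 in *Bmal1 Mye-/-* with IMQ for S phase and at 0.70 ± 0.86 and 1.46 ± 0.48 for G2/M, so that the groups overlap.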

The expression level of genes associated with neutrophil differentiation/maturation status (19–21) suggested higher levels of immature neutrophils in the IMQ-treated *Bmal1^Mye−/−^* mice (**Figures 4E, F**; **Supplementary Figure 6**). These observations are consistent with previous findings that reported the expression of *APRIL* being higher in immature myeloid cells (28). 

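The 23 genes of Figure 4F were taken in the order of its axis as 12 genes from *Cd34* to *Camp* and 11 genes from *Retnlg* to *Gngt2*. None passed at an adjusted p-value under 0.05 in IMQ-treated *Bmal1 Mye-/-* against IMQ-treated WT (0 of 23 over all genes tested, and 0 when adjusted over the list alone), and 3 had an unadjusted p-value under 0.05. Because the study picked these genes from the literature and displayed them for these libraries, the second count is not independent evidence. *Fcnb* (chromosome 2, 28076479 to 28084910), which encodes a ficolin of granulocyte precursors, had the smallest adjusted p of the 23, with 293 ± 64.5 CPM (SD, n = 5) in *Bmal1 Mye-/-* and 170 ± 75.0 (SD, n = 5) in WT, a log2 fold change of 0.79 (standard error 0.28, adjusted p = 0.206 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cd34* had the largest log2 fold change, 1.26 (standard error 0.49), at 1.08 ± 0.919 CPM in *Bmal1 Mye-/-* and 0.453 ± 0.205 in WT. *Sox4* was higher by 1.12 (standard error 0.52). Genes of primary granule proteins were higher by 1.15 for *Mpo* (standard error 0.59), 1.11 for *Elane* (standard error 0.54) and 1.11 for *Prtn3* (standard error 0.58). Among the other 11 genes, log2 fold changes were −0.56 for *Retnlg*, −0.65 for *Mmp8*, −0.75 for *Ccl6* and −0.87 for *Cxcl2*, with standard errors of 0.33, 0.39, 0.45 and 0.57. The interferon-stimulated genes *Ifit3* and *Rsad2* were at −0.15 (standard error 1.2) and −0.19 (standard error 0.77).

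Taken as lists, the 12 genes had a median log2 fold change of 0.75, with 9 higher (adjusted p = 0.00984 from limma's camera test), and the 11 genes a median of −0.38, with 1 higher (adjusted p = 0.0106). Neither call held under fry, with adjusted p-values of 0.0813 and 0.135, or with an estimated correlation, with 0.278 for each. The means per library differed by 0.65 for the 12 genes (two-sided exact permutation test, p = 0.0714) and by −0.69 for the 11 genes (p = 0.254 in the same exact test), which adjusted over the 5 gene sets compared is 0.225 and 0.317. Single libraries moved these values. Without WT IMQ replicate 3, *Fcnb* and *Prtn3* passed, with adjusted p-values of 0.0230 and 0.0266. Without *Bmal1 Mye-/-* IMQ replicate 1, the log2 fold change was 0.64 for *Cd34*, 0.65 for *Elane*, 0.55 for *Prtn3*, 0.71 for *Mpo*, −0.32 for *Retnlg* and −0.40 for *Mmp8*. *Ccl6* was at −0.42 without WT IMQ replicate 5 and *Cxcl2* at −0.38 without WT IMQ replicate 2. *Ifit3* ranged from −4.57 without *Bmal1 Mye-/-* IMQ replicate 4 to 2.16 without WT IMQ replicate 1, and *Rsad2* from −2.30 to 0.74 without the same libraries. Without *Bmal1 Mye-/-* IMQ replicate 4 both passed, with adjusted p-values of 0.0301 and 0.0394, and without any other of the *Bmal1 Mye-/-* IMQ libraries both turned positive, at 0.16 to 0.20 for *Ifit3* and 0.01 to 0.13 for *Rsad2*. The call for the 11 genes was lost without *Bmal1 Mye-/-* IMQ replicate 5 (adjusted p = 0.0647). From the expression of genes of neutrophil differentiation and maturation, the paper proposes higher levels of immature neutrophils in IMQ-treated *Bmal1 Mye-/-* mice. Part of its evidence is a quantitative PCR score in more mice, which these libraries do not retest.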

To confirm findings at the protein level, we attempted to quantify serum April levels, but they were under the detection level (data not shown). Bone marrow immunohistochemistry (IHC) showed that more April was detected in *Bmal1^Mye−/−^* bone marrow following IMQ treatment when compared with WT (**Figure 5A**). This increased April expression in immature neutrophils was observed at the protein level (**Figures 5B, C**). In contrast, splenic mRNA expression levels of *Baff* and *April* were similar between IMQ-treated WT and *Bmal1^Mye−/−^* (**Supplementary Figure 7**). The maturation status of bone marrow neutrophils in the absence of IMQ did not differ between WT and *Bmal1^Mye−/−^* (**Supplementary Figure 8**). Furthermore, the expression levels of *April* in bone marrow monocytes from IMQ-treated WT and *Bmal1^Mye−/−^* were comparable (**Supplementary Figure 9**).

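RNA of untreated bone marrow neutrophils was compared between 5 WT and 5 *Bmal1 Mye-/-* mice for the genes of neutrophil maturation shown in the paper for the IMQ-treated mice. The 12 genes from *Cd34* to *Camp* had a median log2 fold change of −0.03 in *Bmal1 Mye-/-*, with 5 higher, and the 11 genes from *Retnlg* to *Gngt2* a median of 0.05, with 6 higher. Limma's camera test gave an adjusted p of 0.966 for each list, fry 0.990 and camera with an estimated correlation 0.984. The mean of each list per library differed by 0.08 for the 12 genes (two-sided exact permutation test, p = 0.738) and by −0.01 for the 11 genes (p = 0.968 in the same exact test), or 0.984 for each after adjustment over the 5 gene sets, against standard deviations between libraries of 0.42 and 0.27 in WT.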

**Figure 4:**
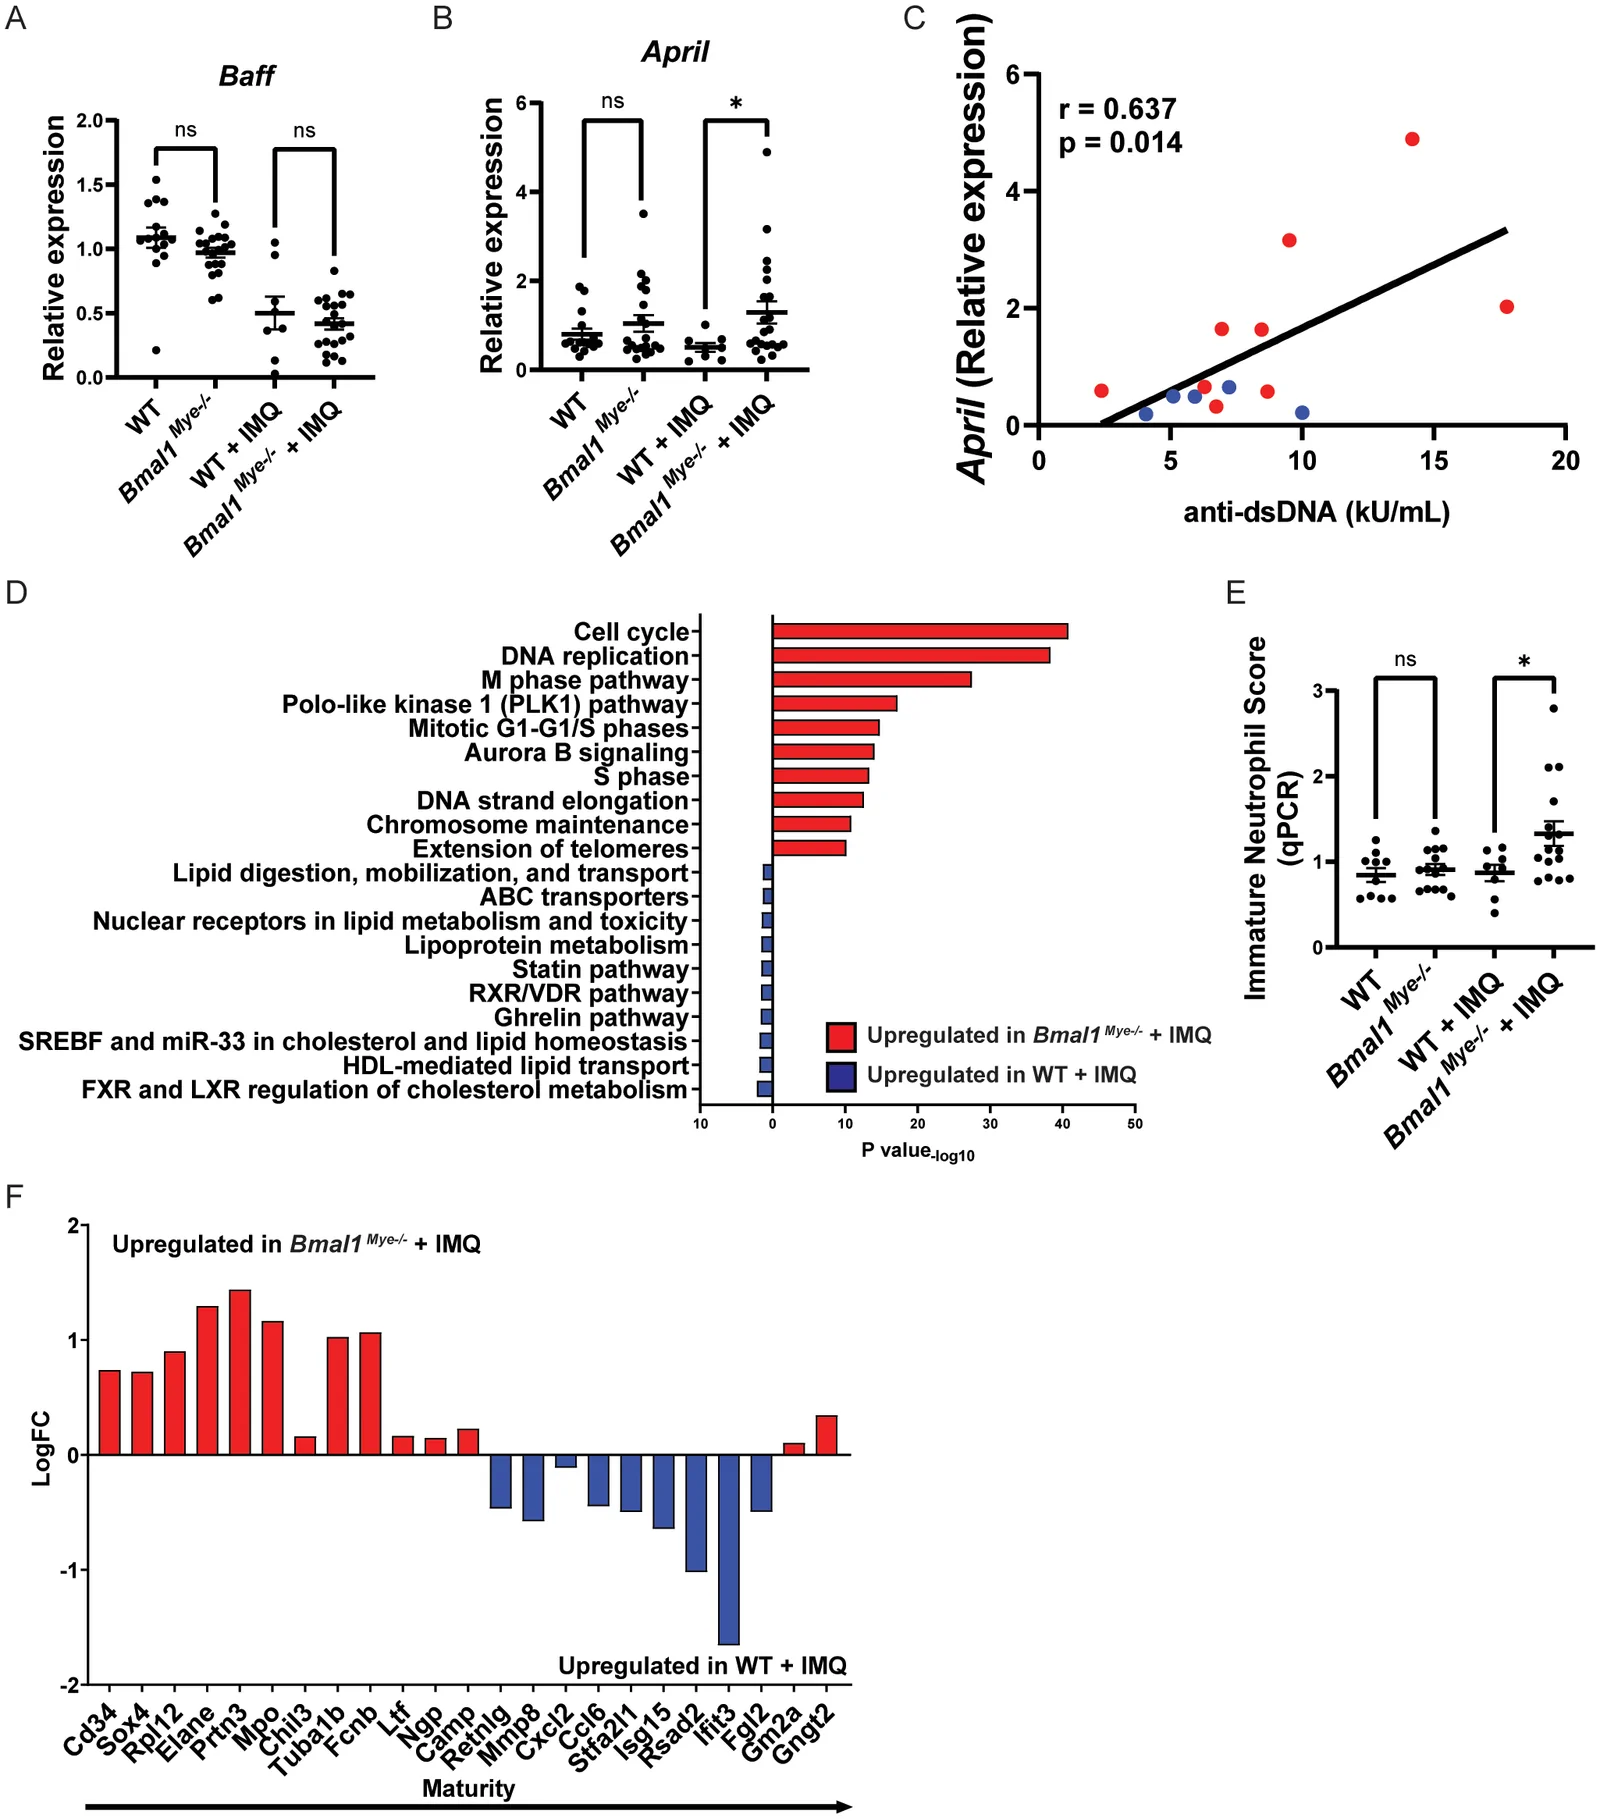
*April* expression and maturation status of neutrophils and their modulation by Bmal1. **(A, B)** mRNA expression of *Baff* and *April* in bone marrow neutrophils, evaluated by qPCR. WT; n=15, *Bmal1^Mye−/−^*; n=20, WT + IMQ; n=8, *Bmal1^Mye−/−^* + IMQ; n=21. **(C)** Correlation between *April* mRNA expression in bone marrow neutrophils and serum anti-dsDNA levels in IMQ-treated mice. WT + IMQ (blue dot); n=5, *Bmal1^Mye−/−^* + IMQ (red dot); n=9. **(D)** Pathway enrichment analysis of IMQ-treated WT and *Bmal1^Mye−/−^*. **(E)** Immature neutrophil score in bone marrow neutrophils calculated based on relative expression of 7 genes (*Mpo*, *Elane*, *Bpi*, *Ctsg*, *Prtn3*, *Camp*, and *Defa4*) analyzed by qPCR. WT; n=10, *Bmal1^Mye−/−^*; n=14, WT + IMQ; n=8, *Bmal1^Mye−/−^* + IMQ; n=16. **(F)** Expression pattern of genes that are representative of neutrophil maturation status. Genes associated with immaturity are on the left and those associated with mature status are on the right. Calculation was done with RPKM of each gene. Bars in the graphs represent mean ± SEM. The statistical analysis was done using unpaired t-test for qPCR and immature neutrophil score, and Pearson correlation coefficient for correlation analysis. *p<0.05, ns, not significant.

**Figure 5:**
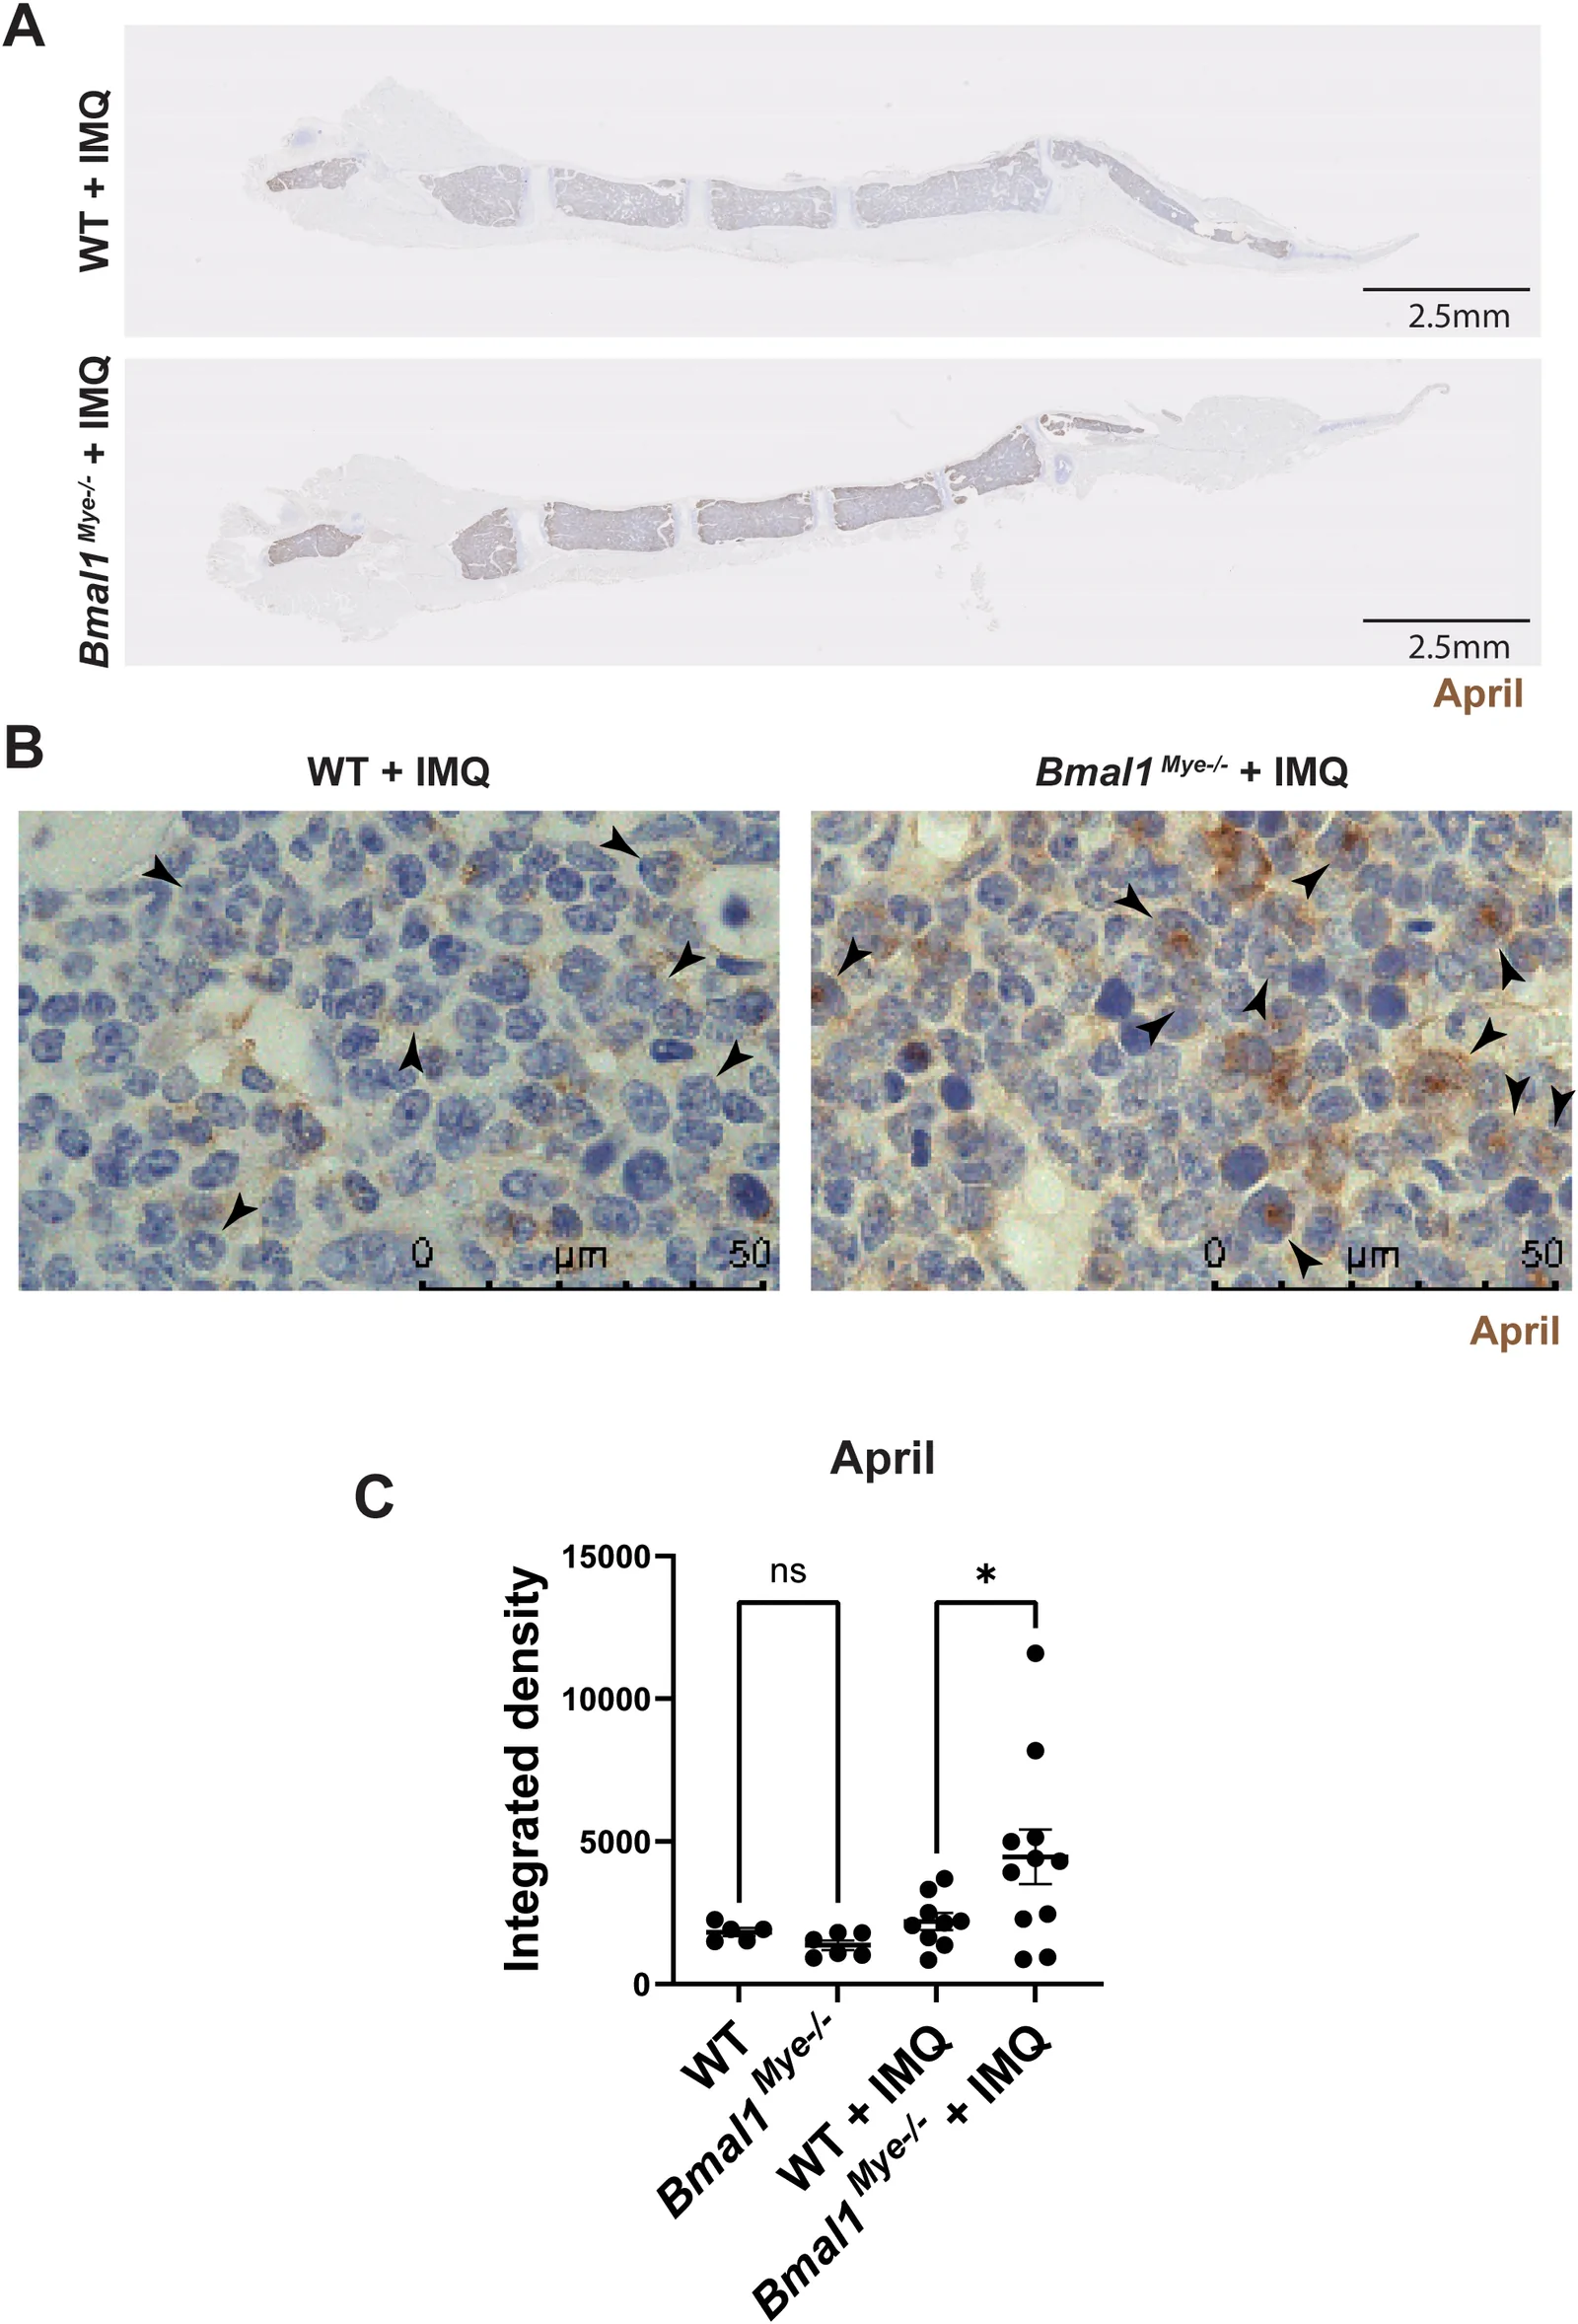
Immunohistochemistry staining for the expression of April in mouse bone marrow. **(A)** Representative lower magnification (0.82×) images of IMQ-treated WT and *Bmal1^Mye−/−^* sternum bone marrow. April was stained with anti-mouse April antibody. **(B)** Higher-magnification (100×) images. April expressed in immature neutrophils (arrowhead) is increased in IMQ-treated *Bmal1^Mye−/−^*. **(C)** April levels in whole bone marrow were quantified with ImageJ and compared. WT; n=5, *Bmal1^Mye−/−^*; n=5, WT + IMQ; n=9, *Bmal1^Mye−/−^* + IMQ; n=11. The statistical analysis was done using Mann–Whitney test. *p<0.05, ns, not significant.

We then incubated splenic plasma cells with supernatants from neutrophil cultures obtained from bone marrows from IMQ-treated mice. There was a non-statistically significant trend for IMQ-treated *Bmal1^Mye−/−^* neutrophil supernatants to increase the plasma cell survivals when compared with IMQ-treated WT neutrophil supernatants. A blocking anti-April monoclonal antibody reduced the survival of plasma cells in both IMQ-treated WT and KO mice (**Supplementary Figure 10**).

Taken together, these observations suggest that Bmal1 regulates neutrophil maturation in the bone marrow in murine models of lupus. Immature neutrophils increase in IMQ-treated *Bmal1^Mye−/−^* mice and produce more April. As such, it is possible that Bmal1 negatively regulates plasma cell dysregulation, at least in part, by controlling neutrophil differentiation and maturation and April synthesis in inflammatory conditions.

### 3.4 *BMAL1* expression level in human lupus peripheral neutrophils associates with clinical parameters

We assessed if lupus clinical parameters correlate with *BMAL1* expression in peripheral blood neutrophils obtained from SLE patients. The patients’ demographics and clinical characteristics are shown in **Supplementary Table 2**. SLE neutrophils showed variability in *BMAL1* expression levels, which negatively associated with serum anti-dsDNA levels and positively with C3 levels, whereas SLEDAI and C4 showed no association (**Figures 6A–D**). When *BMAL1* expression levels were compared between patients that were negative or positive for other autoantibodies, they were significantly lower in anti-Sm-positive patients and tended to be lower in anti-RNP-positive patients, whereas there was no association with anti-SS-A/Ro- and anti-SS-B/La-positive patients (**Supplementary Figure 11**). We next assessed the association of *BMAL1* expression with corticosteroid dose, but no correlation was detected (**Figure 6E**; mean daily prednisone dose in this cohort was 4.96 ± 3.1 mg/day, mean + SEM). *BMAL1* expression levels correlated with neutrophils and PBMCs (**Figure 6F**), suggesting that the circadian clock is well-synchronized in peripheral white blood cells. Plasma levels of APRIL protein and expression levels of *APRIL* mRNA did not correlate with *BMAL1* expression levels in human neutrophils (**Supplementary Figures 12A, B**). This may be because peripheral blood neutrophils are mostly mature. Furthermore, plasma APRIL levels did not correlate with anti-dsDNA levels (**Supplementary Figure 12C**). When SLE and healthy donor APRIL levels were compared, they were higher in SLE, but the difference was not statistically significant (**Supplementary Figure 12D**). Overall, the data in lupus patients is consistent with findings in murine lupus suggesting that BMAL1 may negatively regulate autoantibody production.

**Figure 6:**
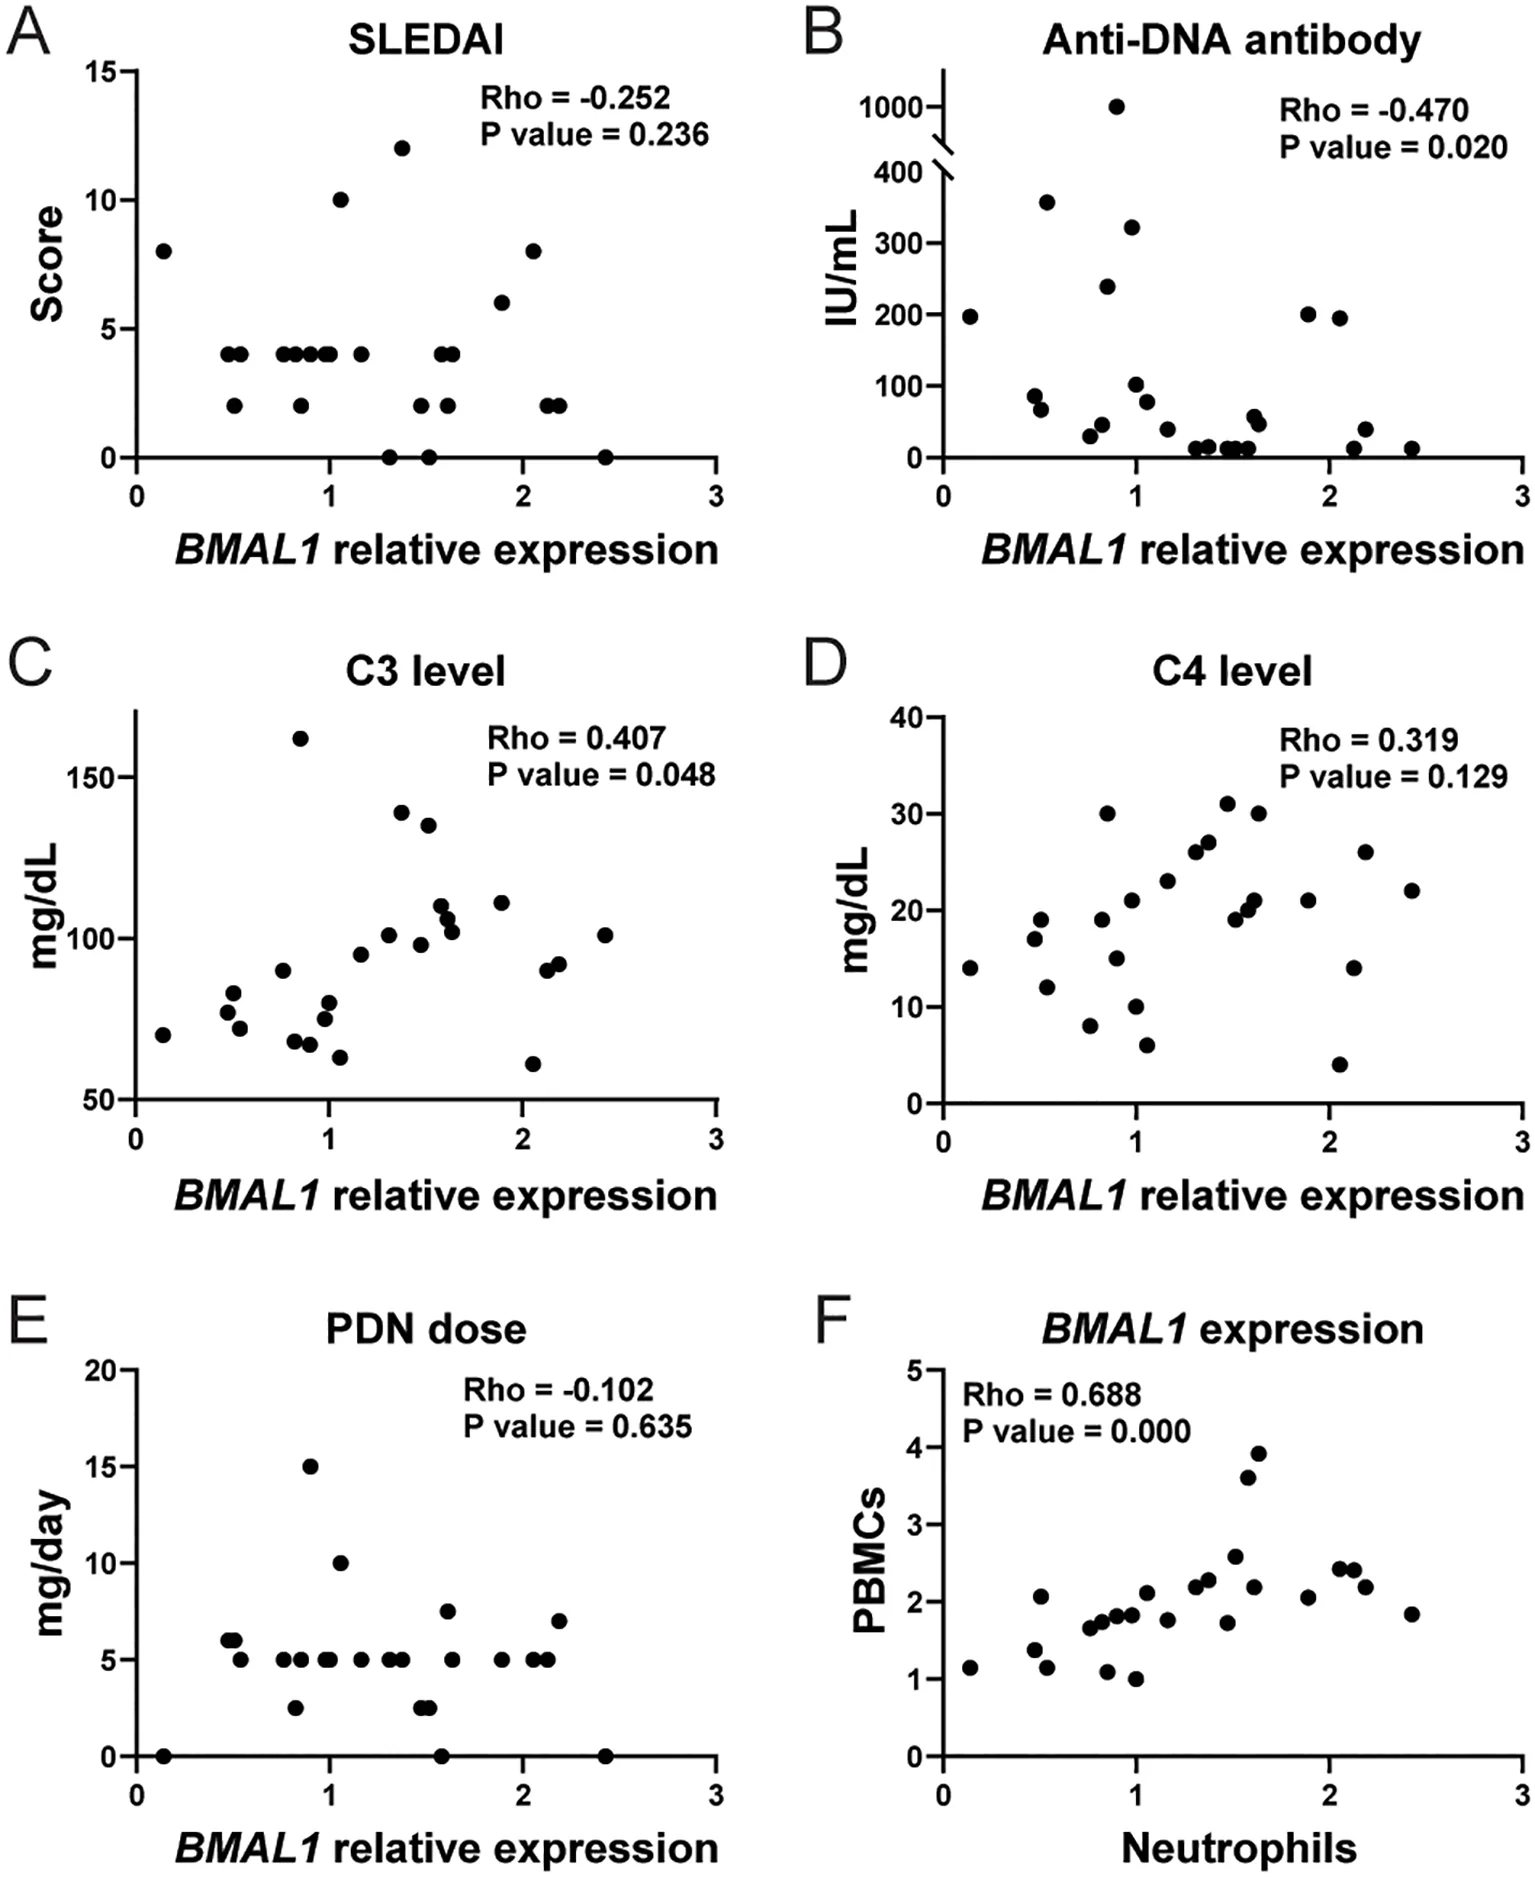
Correlation between clinical parameters and BMAL1 expression level in human SLE peripheral blood neutrophils. Correlation between *BMAL1* mRNA expression in peripheral blood neutrophils from human SLE patients (n= 24) and SLEDAI **(A)**, serum anti-ds DNA level **(B)**, serum C3 level **(C)**, serum C4 level **(D)**, and daily dose of oral prednisone (PDN) **(E)**. **(F)** Correlation between *BMAL1* expression in peripheral blood mononuclear cells (PBMCs) and neutrophils. The statistical analysis was done using Spearman’s rank correlation coefficient for correlation analyses.

## 4 Discussion

We report that *Bmal1*, a clock gene, negatively regulates autoantibody production in a TLR-7/8-dependent model of lupus. Lack of *Bmal1* in this model was associated with impaired neutrophil maturation and higher April synthesis in bone marrow. Furthermore, expression of *BMAL1* in human SLE peripheral blood neutrophils negatively associated with autoantibody levels, which is consistent with the mouse experiments.

It has been well-established that the immune system is affected by circadian rhythms. In autoimmune diseases, for example, morning stiffness is a well-known manifestation of rheumatoid arthritis. Optimizing the timing of drug administration according to target oscillation patterns, or clock genes themselves, may represent promising treatment targets in chronic inflammatory conditions (29). However, it remains largely unknown how dysregulation of clock genes affects human autoimmune disease.

*Bmal1* expression in neutrophils is high in the resting phase, which is daytime in nocturnal animals (including mice) and nighttime in diurnal animals (including humans) (3, 30). Adrover et al. showed that the aging of peripheral blood neutrophils is induced by Cxcr2 and antagonized by Cxcr4 signaling. *Bmal1* promotes cell aging by increasing the expression of Cxcl2, which stimulates Cxcr2 in an autocrine manner. As a result, in mice, fresh and active neutrophils are in circulation during the nighttime (active phase), and aged neutrophils are removed from circulation during the daytime (resting phase). Neutrophils defective of *Bmal1* are kept fresh and display enhanced infiltration of tissues (3). Given the evidence implicating neutrophils in the pathogenesis of lupus, we hypothesized that disruptions in neutrophils’ circadian rhythm through *Bmal1* disruption may be pathogenic in SLE.

A previous report showed that *Bmal1* germline KO mice displayed worsening of IMQ-induced psoriasis and systemic type I IFN responses (31). However, we did not see significant differences in IMQ-treated local skin lesion and systemic IFN responses in the lupus model induced by IMQ. These differences could be explained by differences in duration and localization of topical IMQ treatment as well as germline versus conditional KO systems. In our study, the most striking differences were observed in levels of serum anti-dsDNA and renal immune complex deposition. At first, we hypothesized that increased anti-dsDNA antibody levels were related to enhanced autoantigen generation through NET forming activity because it has been reported that neutrophils defective in Bmal1 form more NETs (26). However, we did not see any difference in NET formation both *in vitro* and *in vivo* in this lupus animal model. This discrepancy may be attributable to differences in NET-inducing and NET quantification methods and, potentially, in the animal model used. We also quantified serum cell-free DNA and DNase I activity, and the results of these analyses did not suggest increased autoantigen generation or persistence in the absence of Bmal1. It is possible that other sources of DNA may be important for this model, including apoptotic cell-derived microparticles, and this could be explored in future studies (32). We found that *April* expression in bone marrow neutrophils was significantly higher in IMQ-treated *Bmal1^Mye−/−^* than in IMQ-treated WT. APRIL is a cytokine produced by various cells including immature myeloid cells in both mouse and human systems (28). APRIL binds to the B-cell maturation antigen (BCMA) and the transmembrane activator and CAML-interactor (TACI) and is engaged in long-lived plasma cell survival in bone marrow (33). Previous studies in lupus mouse models have suggested that plasma cells in both spleen and bone marrow produce anti-dsDNA (34). Considering that there were no differences in germinal center reaction and in Baff/April production in the spleen of IMQ-treated mice, and that human plasma APRIL levels did not associate with anti-dsDNA serum levels, it is possible that increased neutrophil-derived APRIL is utilized primarily in the bone marrow and that differences in anti-dsDNA levels are secondary to bone marrow B-cell lineage changes. Indeed, previous studies have shown that SLE bone marrow neutrophils distinctly synthesize B-cell factors such as APRIL and BAFF, modulating B-cell ontogeny (2). Previous reports also showed that April deficiency does not reduce total IgG levels in mice (35, 36). In agreement with these findings, total IgG elevation was not observed in *Bmal1^Mye−/−^* compared with WT mice. It is possible that APRIL production by bone marrow neutrophils may act more specifically on autoreactive plasma cells in the bone marrow. Future studies should explore this possibility.

IMQ-treated *Bmal1^Mye−/−^* neutrophils displayed a more immature phenotype compared with WT. These observations are consistent with a previous report that showed that APRIL is produced by immature myeloid cells (28). 

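In the RNA of bone marrow neutrophils, whether the genotype's effect on the 23 maturation genes of Figure 4F depended on treatment was tested as the interaction of genotype and IMQ. No gene passed (0 of 23 at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 when adjusted over the list alone, and 0 at an unadjusted p-value under 0.05), with a smallest adjusted p of 0.640 and interaction effects from −0.84 to 1.19 on the log2 scale. For the 12 genes from *Cd34* to *Camp*, 12 of 12 interaction effects were positive, with a median of 0.61 (adjusted p = 0.0117 from limma's camera test). For the 11 genes from *Retnlg* to *Gngt2*, 1 was positive, with a median of −0.45 (adjusted p = 0.0172), a call lost without *Bmal1 Mye-/-* IMQ replicate 5 (adjusted p = 0.0846). Neither held under fry, with adjusted p-values of 0.239 and 0.310, or with an estimated correlation, with 0.317 for each.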

Of note, the difference in maturation was seen only when mice were treated with IMQ. This suggests that Bmal1 regulation of immune responses may be more relevant in the context of inflammatory conditions and innate immune activation. Given that the genes regulating steady-state and emergency granulopoiesis are different (37), granulopoiesis in lupus may be controlled differently than in the steady state. In SLE, BMAL1 may be involved only in granulopoiesis in inflammatory conditions such as emergency granulopoiesis.

On the other hand, *Ifna4* was increased in *Bmal1^Mye−/−^*, irrespective of IMQ treatment, even though there was no statistically significant difference. There was also no difference in *Baff* expression level between WT and *Bmal1^Mye−/−^*. These results differ from a previous report that showed increased expressions of IFNα, BAFF, and APRIL in human SLE bone marrow neutrophils (2). Further research is warranted to better understand the complexities of this regulation.

Analysis of human samples was overall consistent with the murine lupus data. It was recently reported that shortened sleep duration increases SLE risk (7). Sleep deprivation results in reduced *BMAL1* expression in human peripheral leukocytes (38). Although we do not have available data on the sleeping status of the patients in our cohort and did not sequentially test APRIL expression, our data suggest that reduction of *BMAL1* expression, potentially caused by sleep deprivation or other factors that disrupt circadian rhythm (pain, steroid use, etc.), may have pathogenic consequences. However, we do not have available longitudinal data of *BMAL1* expression and, given that these can be affected by sleep cycle and other factors (38), the levels of this molecule may fluctuate during the disease course. As high autoantibody levels are associated with high cumulative lupus disease activity (39, 40), one could propose that reducing autoantibody levels by modulating circadian rhythms may be beneficial for disease control. Therefore, BMAL1 and circadian rhythm regulation could become promising therapeutic targets.

Our study has several limitations. We have not demonstrated a direct causal relationship between April synthesis by neutrophils and changes in B-cell numbers and autoantibody production. Although the plasma cell survival assay showed small differences between WT and *Bmal1^Mye−/−^*, it was not statistically significant, and it is unclear whether it represents *in vivo* situation. It is possible that our findings are model-dependent. Preferably, confirmatory studies using genetically prone lupus models, such as MRL/*lpr* or NZB/W F1, should be performed in the future. Given that the KO mice used are myeloid conditional KO mice, it is possible that other myeloid cells beyond neutrophils are involved in the dysregulation of immune responses. Previous reports showed that Bmal1 affects the number of monocytes/macrophages infiltrating atherosclerotic lesions (41, 42). As such, it is possible that other types of myeloid cells could be implicated in our model. It is unclear whether the correlation between anti-ds DNA antibody levels and bone marrow neutrophil April expression is the main factor explaining the differences in B cell biology between WT or *Bmal1^Mye−/−^*. Indeed, the difference in DNase I activity in *Bmal1^Mye−/−^* may reflect effects on other myeloid cells, given that DNase1L3, one of DNase1 family proteins, can be secreted by them (43). As such, increased serum anti-dsDNA levels in *Bmal1^Mye−/−^* may not be attributed solely to neutrophils. However, since there were no differences in *April* expression in bone marrow monocytes, we consider that it is more likely that April released from bone marrow neutrophils modulates autoantibody production in this model. On the other hand, the relevance of the increased percentage of CD19^+^ B cell in *Bmal1^Mye−/−^* spleen is unclear. No specific fraction was increased in our evaluation, and there was no statistically significant difference in CD138^+^CD19^−^ plasma cells in spleen. Given that April does not act on mature naïve B cells (33), the expansion of B cells cannot be explained by April production in the bone marrow neutrophils. As such, further analysis is necessary to clarify these observations. Finally, the role of the higher number of *Bmal1^Mye−/−^* neutrophils that infiltrated inflammatory skin lesions remains unclear. Since a recent report showed that neutrophils are “primed” in UV-irradiated skin and then migrate into kidney (44), skin-infiltrated neutrophils may transmigrate into tissues and be involved in immune responses. Future studies should address the pathways involved in circadian rhythm dysregulation and aberrant autoimmune responses to answer these questions and observations.

In conclusion, the results of this study suggest that dysregulation in clock genes contributes to autoantibody production in lupus by abrogating neutrophil differentiation and increasing APRIL production by bone marrow neutrophils. These results have potential implications in regulating circadian rhythm to modulate inflammation in SLE and other autoimmune conditions.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE279310, GSE279310.

# Supplementary material for: The circadian clock gene BMAL1 modulates autoimmunity features in lupus
**Source:** Front Immunol. 2024 Nov 27;15:1465185. doi: 10.3389/fimmu.2024.1465185
**Supplement:** Supplementary file 1

Supplementary Figures

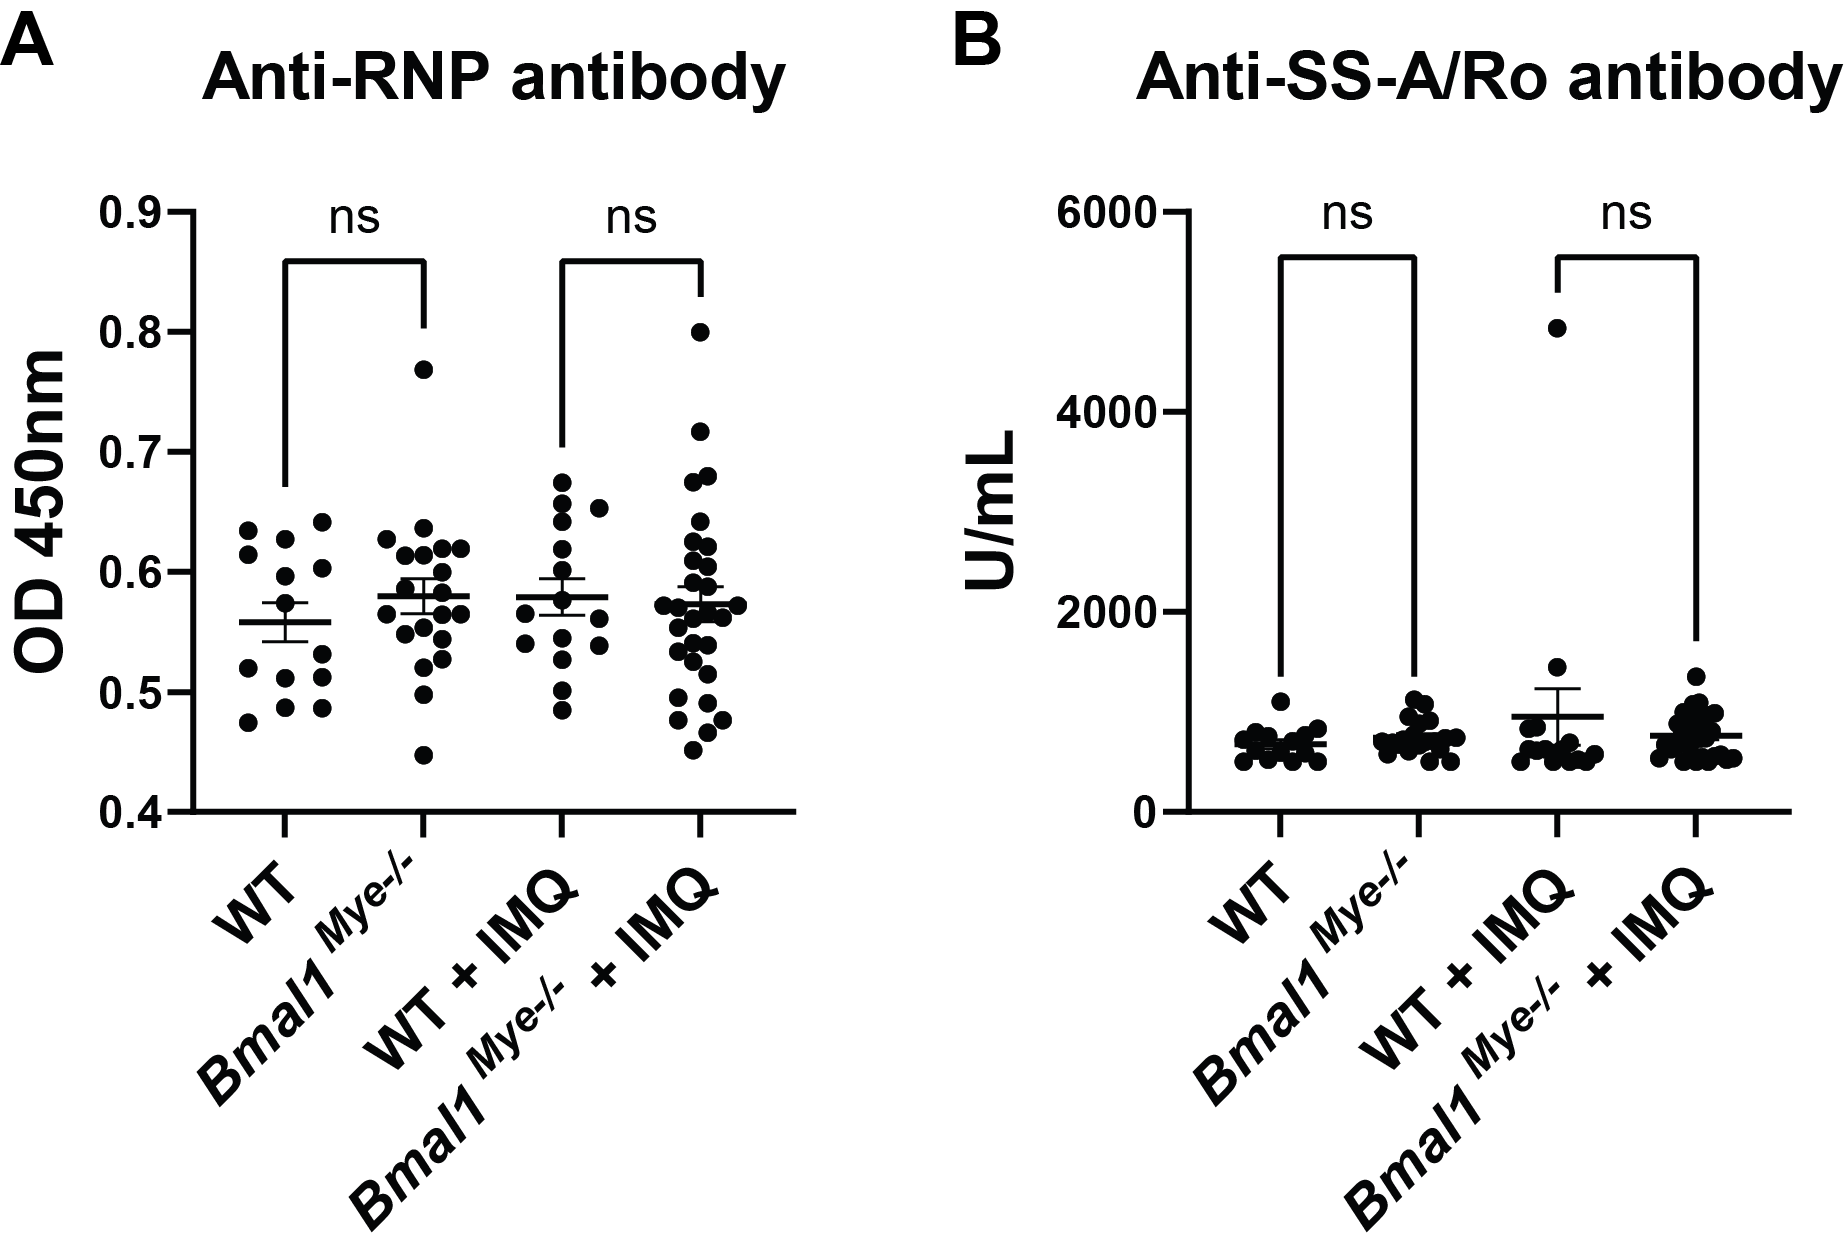

**Supplementary Figure 1.** **Serum anti-RNP and anti-SS-A/Ro antibody levels.**

Mouse serum anti-RNP antibody (A) and anti-SS-A/Ro antibody (B) levels were evaluated by ELISA. WT; n=14, *Bmal1^Mye−/−^*; n=20, WT + IMQ; n=15, *Bmal1^Mye−/−^* + IMQ; n=29. Bars represent mean + SEM. The statistical analysis was done using Mann-Whitney test. ns; not significant, OD; optical density, WT; wild type, IMQ; imiquimod.

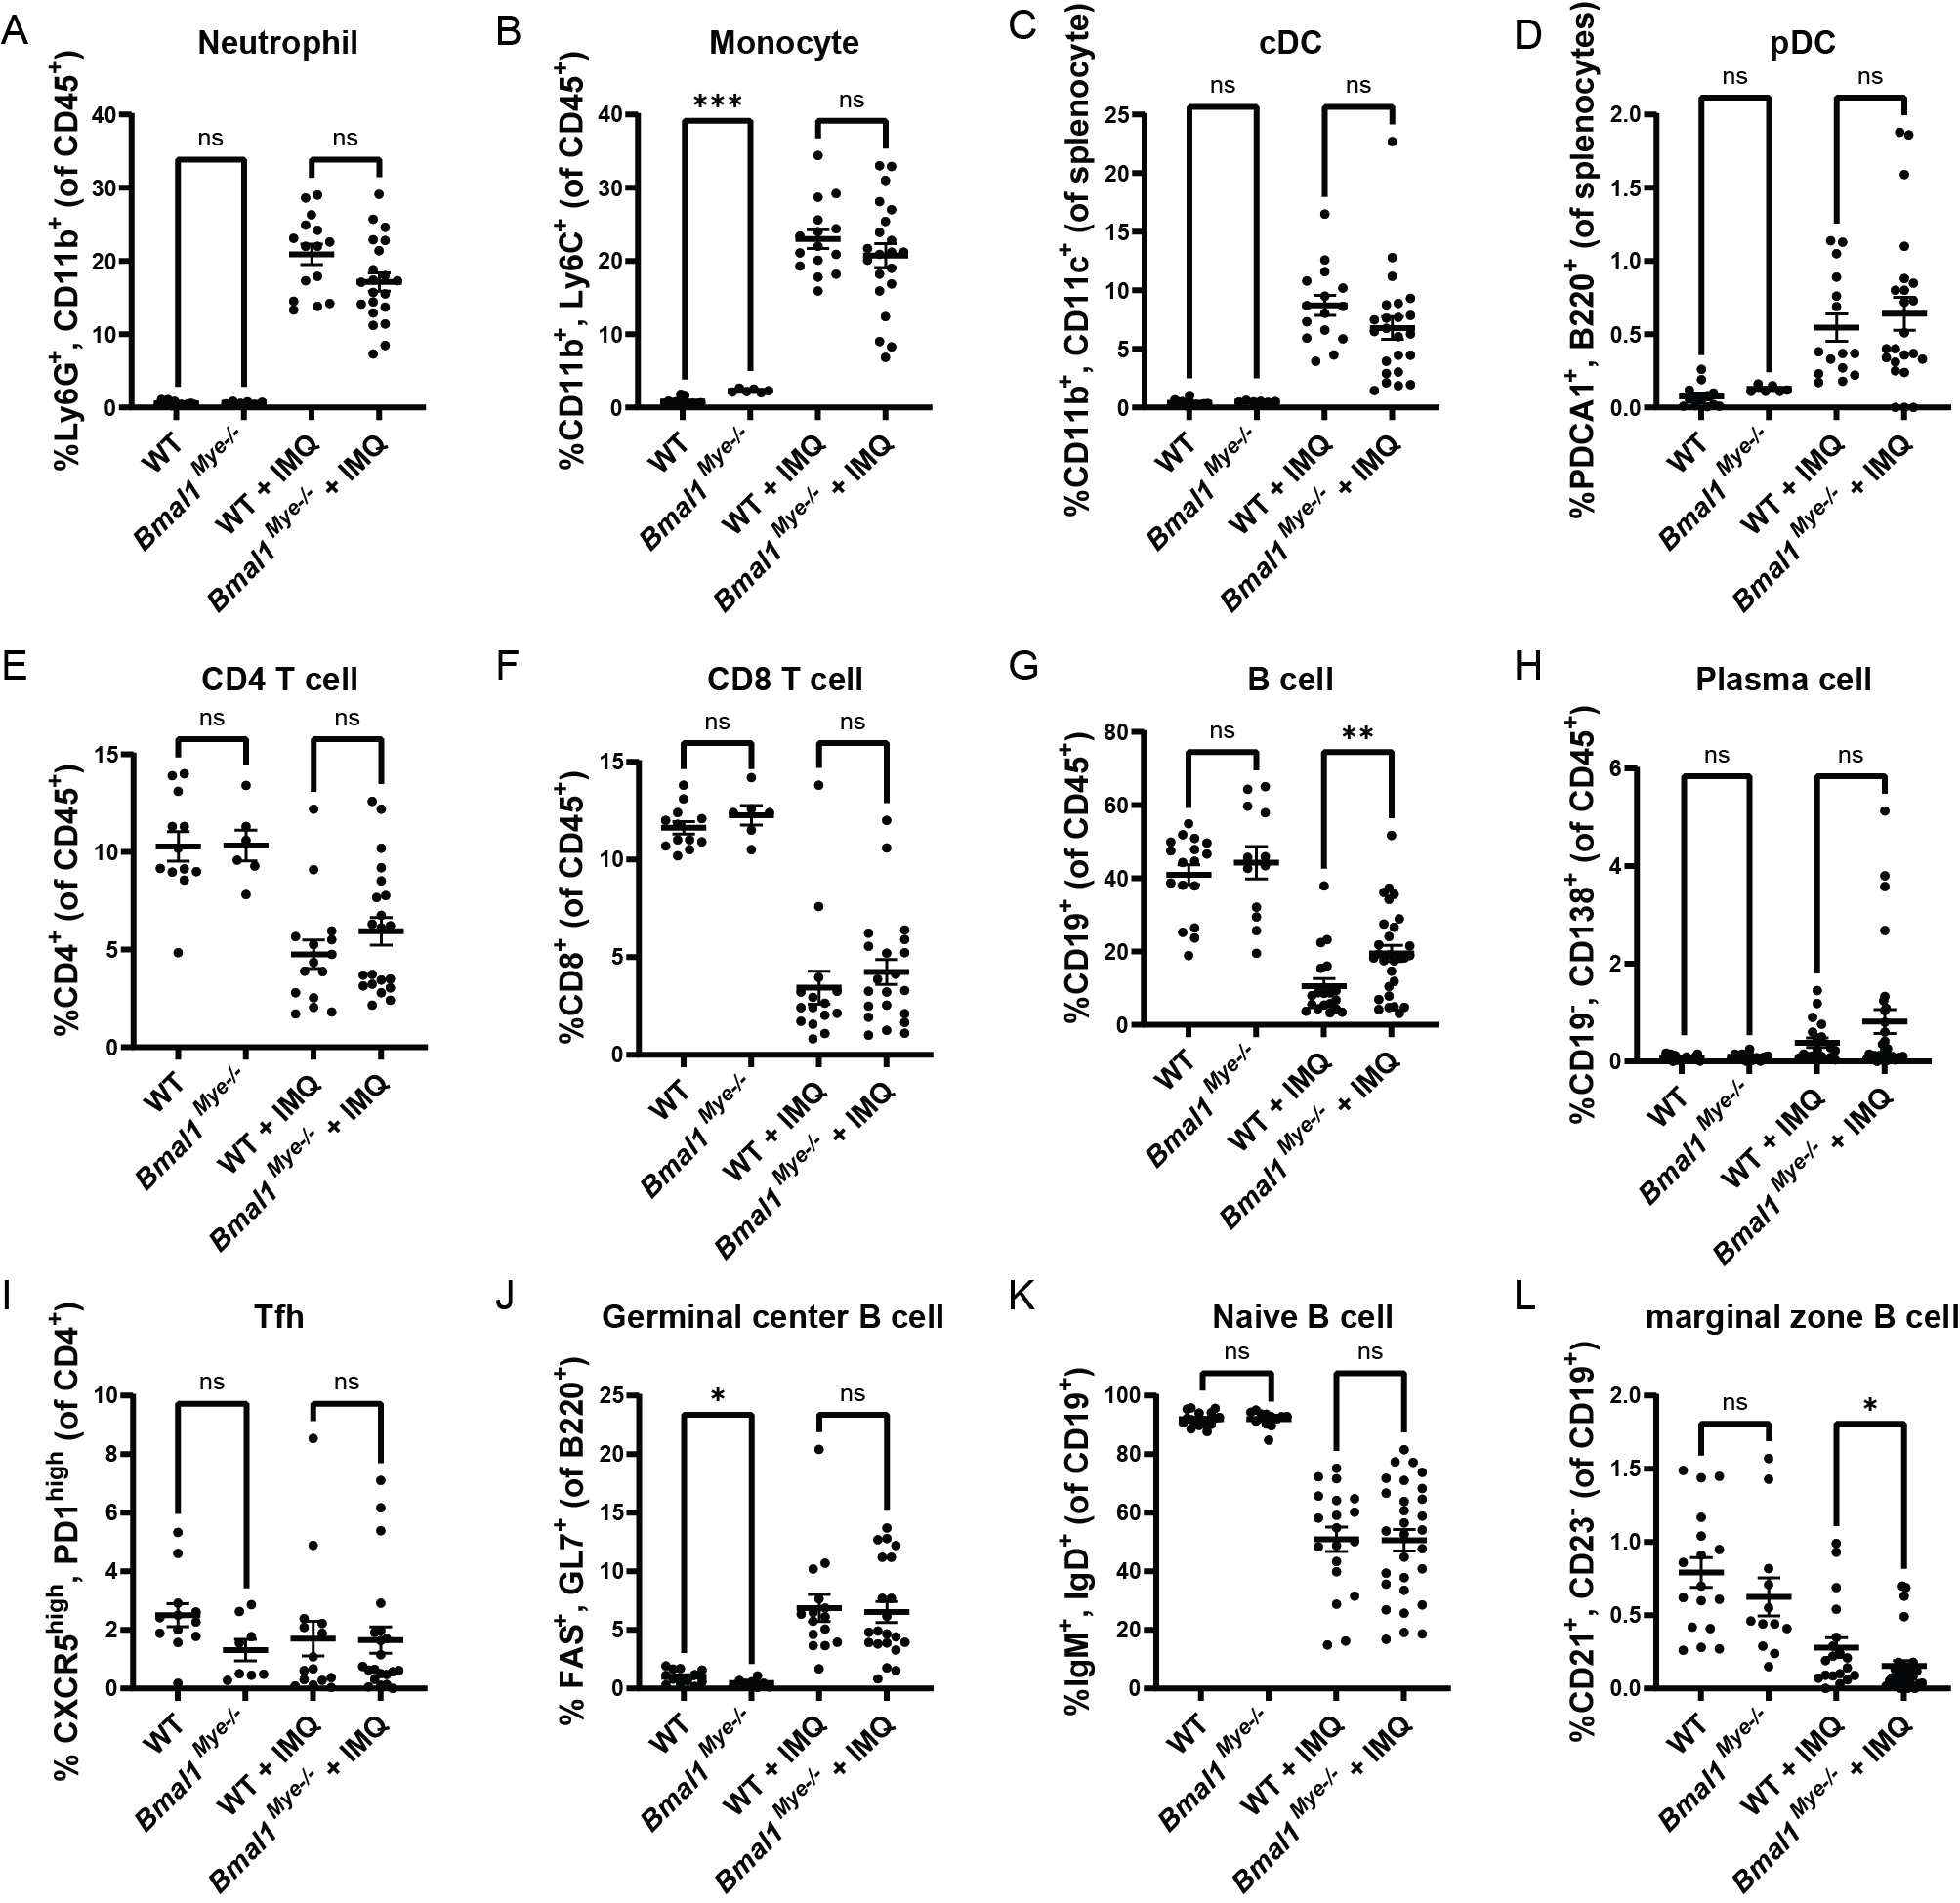

**Supplementary Figure 2.** **Flow cytometric analysis of splenocytes.**

Percentage of each cell fraction in spleen was evaluated by flow cytometry. Percentage of Ly6G^+^CD11b^+^ neutrophil (A), Ly6G^-^Ly6C^+^CD11b^+^monocyte (B), CD3^+^CD19^-^CD4^+^ T cell (E), CD3^+^CD19^-^CD8^+^ T cell (F), CD138^-^CD19^+^ B cell (G), and CD138^+^CD19^-^ plasma cell (H) in CD45 positive cells, CD19^-^CD11b^+^CD11c^+^ cDC (C) and CD11c^-^PDCA-1^+^B220^+^CD11c^+^ pDC (D) in live splenocytes, CXCR5^high^PD1^high^ Tfh in CD4 T cell (I), FAS^+^GL7^+^ germinal center B cell in B220^+^ B cell (J), and IgM^+^IgD^+^ naïve B cell (K) and CD21^+^CD23^-^ marginal zone B cell (L) in CD19^+^ B cell. (A-F) WT; n=12, *Bmal1^Mye−/−^*; n=6, WT + IMQ; n=15, *Bmal1^Mye−/−^* + IMQ; n=23. (G and H) WT; n=17, *Bmal1^Mye−/−^*; n=12, WT + IMQ; n=19, *Bmal1^Mye−/−^* + IMQ; n=29. (I and J) WT; n=12, *Bmal1^Mye−/−^*; n=8, WT + IMQ; n=15, *Bmal1^Mye−/−^* + IMQ; n=21. (K and L) WT; n=17, *Bmal1^Mye−/−^*; n=12, WT + IMQ; n=19, *Bmal1^Mye−/−^* + IMQ; n=29. Bars represent mean + SEM. The statistical analysis was done using Mann-Whitney test, *; p<0.05, ***; P<0.001, ns: not significant. cDC: conventional dendritic cells, pDC: plasmacytoid dendritic cells, Tfh; follicular T helper cell: WT; wild type, IMQ; imiquimod

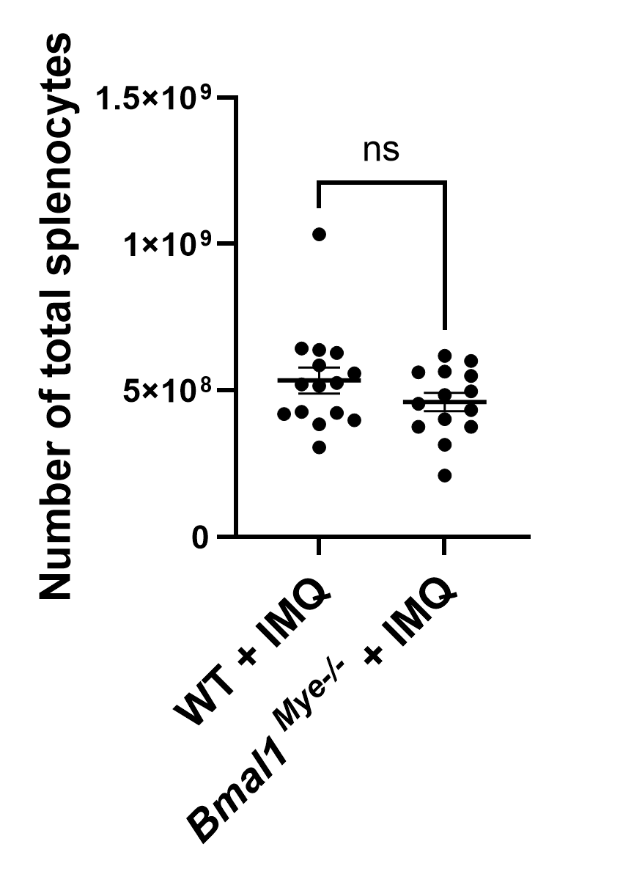

**Supplementary Figure 3.** **Absolute count of splenocytes by flow cytometry.**

WT + IMQ; n=15, *Bmal1^Mye−/−^* + IMQ; n=14. Bars represent mean + SEM. The statistical analysis was done using Mann-Whitney test, ns: not significant.

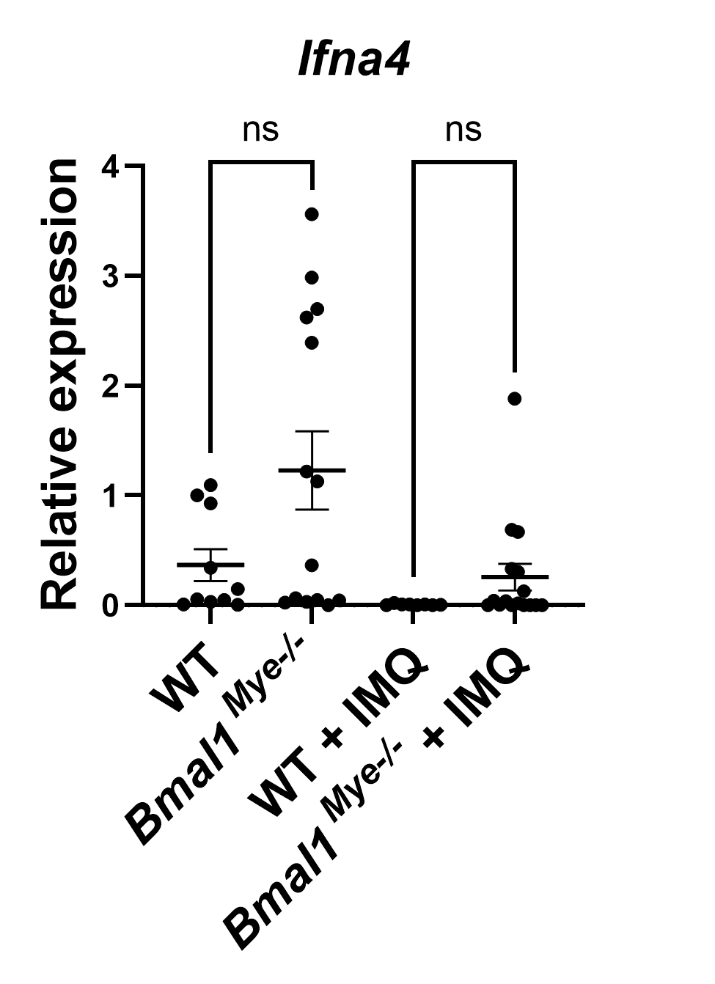

**Supplementary Figure 4.** **Interferon alpha-4 mRNA expression in bone marrow neutrophils.**

WT; n=10, *Bmal1^Mye−/−^*; n=14, WT + IMQ; n=8, *Bmal1^Mye−/−^* + IMQ; n=16. The statistical analysis was done using Mann-Whitney U test. ns; not significant

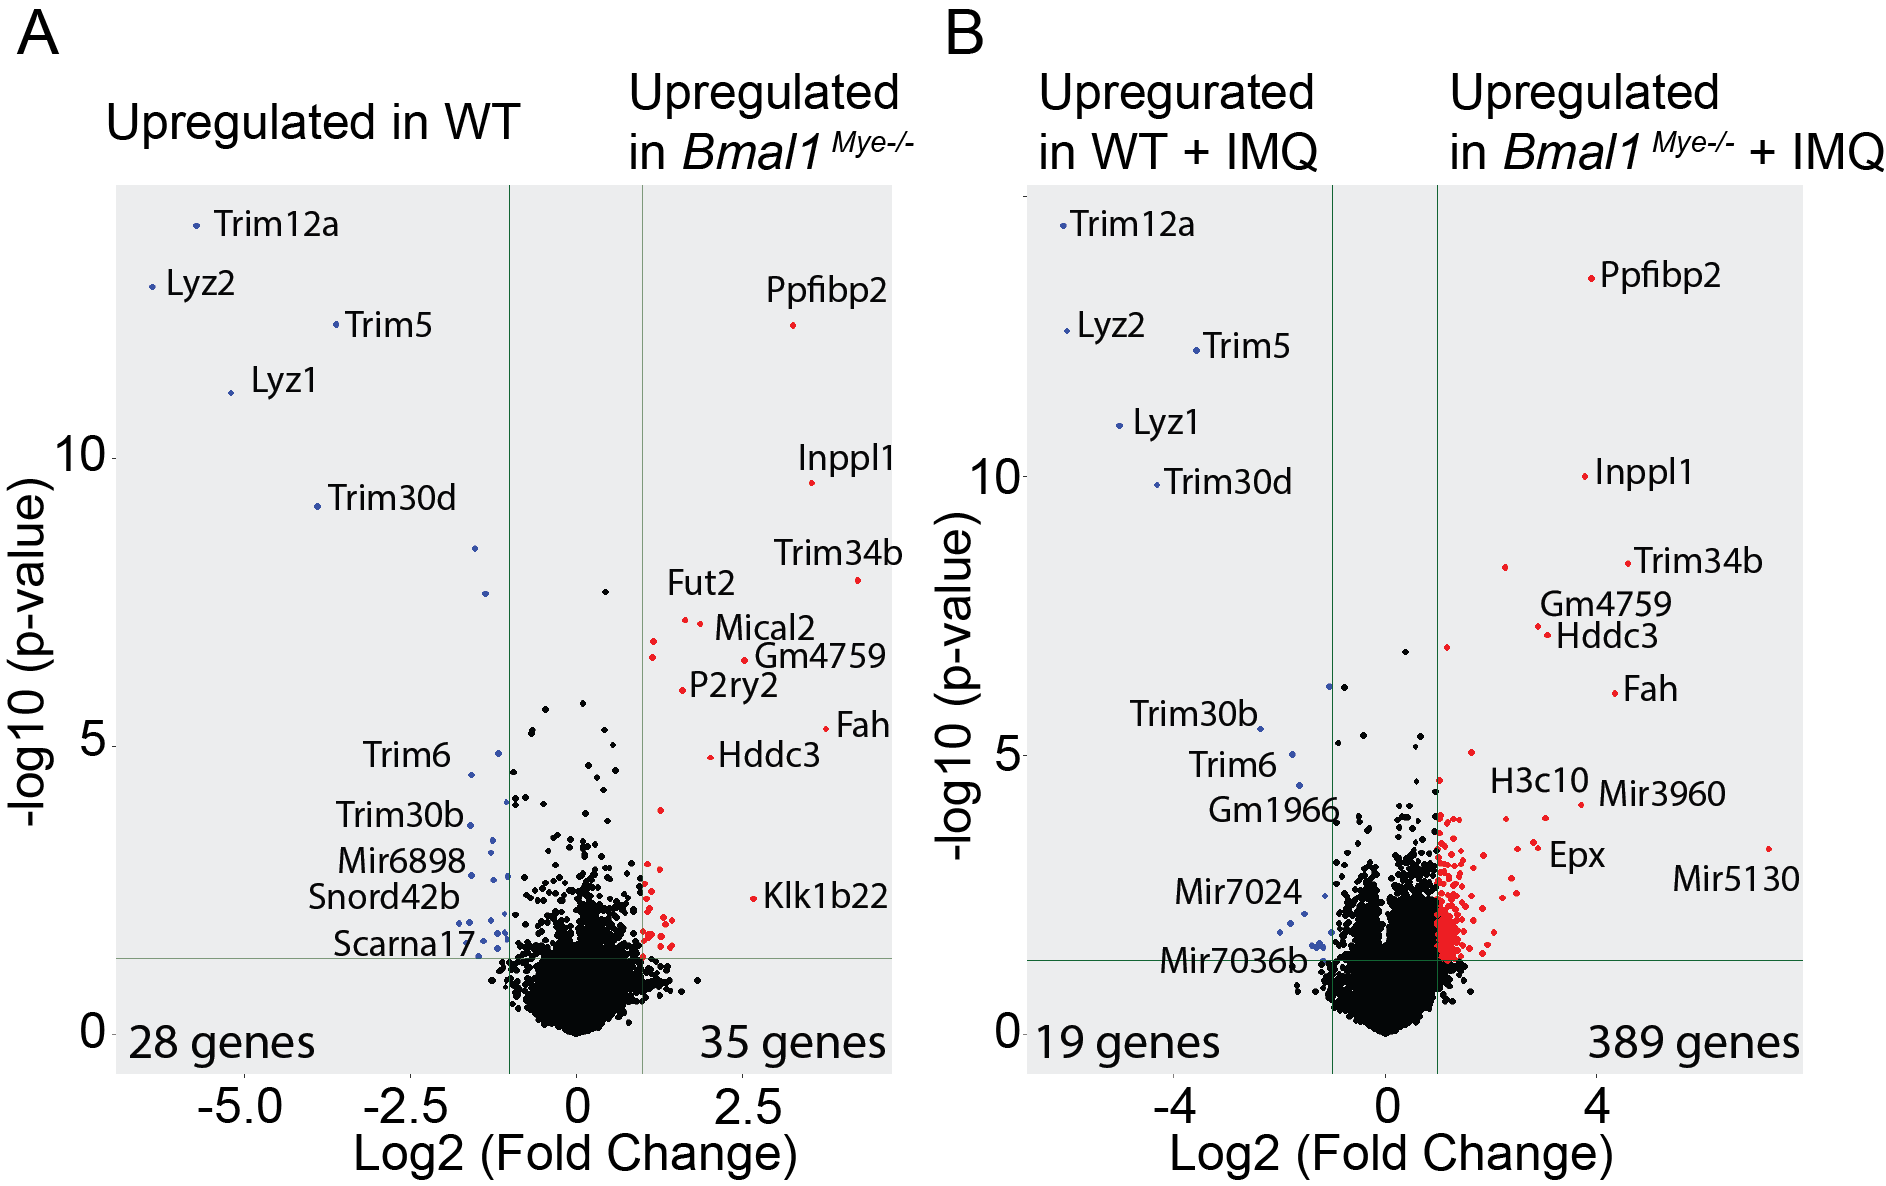

**Supplementary Figure 5**. **Volcano plot of differentially expressed genes in bone marrow neutrophils**

(A) Volcano plot showing differentially expressed genes (DEGs) obtained by bulk-RNA sequencing of bone marrow neutrophils comparing untreated WT and *Bmal1^Mye−/−^*. 

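In untreated *Bmal1 Mye-/-* neutrophils, the gene with the smallest adjusted p was *Trim12a* (chromosome 7 of mm10, 104299893 to 104315558), an antiviral tripartite motif gene, at 0.372 ± 0.0916 CPM (SD, n = 5) against 98.9 ± 15.8 (SD, n = 5) in WT, a log2 fold change of −8.01 (standard error 0.32, adjusted p = 5.5e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its end overlaps *Gm15133*, a gene on the same chromosome, and how the authors' counting treated such reads is not known. *Lyz2* (chromosome 10, 117277541 to 117282272), the locus that carries the Cre, was at 135 ± 29.8 CPM (SD, n = 5) in *Bmal1 Mye-/-* and 11406 ± 593 (SD, n = 5) in WT, a log2 fold change of −6.40 (standard error 0.36, adjusted p = 1.5e-09). Its paralog *Lyz1*, whose reads the counting could have shared with *Lyz2*, was at 11.0 ± 1.85 CPM in *Bmal1 Mye-/-* and 11.9 ± 0.778 in WT, a log2 fold change of −0.12 (standard error 0.41, adjusted p = 1.00). *Trim30d* (104470014 to 104507853 on chromosome 7) was lower by a log2 fold change of −6.65 (standard error 0.50). Higher in *Bmal1 Mye-/-* were *Gm4759* (106421550 to 106441073), by 7.72 (standard error 0.58) from 0.101 CPM in WT, *Inppl1* (101822632 to 101838226), by 3.90 (standard error 0.29), whose end overlaps *Phox2a*, and *Ppfibp2* (107595047 to 107748583), by 3.33 (standard error 0.22), all on chromosome 7. Across the fits that each left out 1 library, these log2 fold changes stayed from −8.10 to −7.94 for *Trim12a*, −6.52 to −6.32 for *Lyz2* and 3.27 to 3.35 for *Ppfibp2*.

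At the cut-offs of the paper's plot, a 2-fold change and an unadjusted p-value under 0.05, 179 genes were higher and 25 lower in *Bmal1 Mye-/-*. The first count was 113 without WT untreated replicate 1, 114, 99 and 115 without *Bmal1 Mye-/-* untreated replicates 1, 2 and 4, and 380 without *Bmal1 Mye-/-* untreated replicate 3. Of the 29 genes at an adjusted p-value under 0.05, 26 lie on chromosome 7, the chromosome of *Arntl*, which is 89.7% against 7.52% of the other tested genes (two-sided Fisher's exact test, odds ratio 107, p = 2.4e-26). In the larger list at the plot's cut-offs the share was 24.5%.

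**Figure D2:**
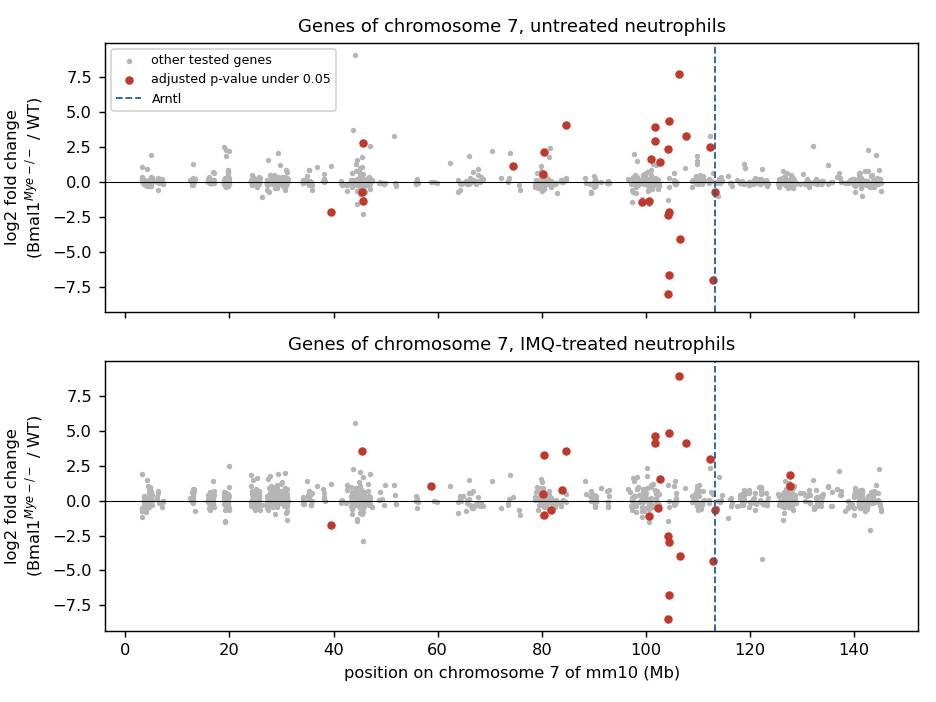
Log2 fold change of *Bmal1 Mye-/-* against WT for the 1076 tested genes of chromosome 7, by position in Mb on mm10, in untreated (top) and IMQ-treated (bottom) neutrophils. Red points are genes with an adjusted p-value under 0.05, 26 without and 27 with IMQ, grey points are the other tested genes, and the dashed line marks *Arntl*.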

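In IMQ-treated neutrophils, *Trim12a* was at 0.314 ± 0.139 CPM (SD, n = 5) in *Bmal1 Mye-/-* and 107 ± 34.4 (SD, n = 5) in WT, a log2 fold change of −8.44 (standard error 0.33, adjusted p = 3.0e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Lyz2* was at 98.4 ± 27.3 CPM (SD, n = 5) in *Bmal1 Mye-/-* and 8058 ± 3357 (SD, n = 5) in WT, a log2 fold change of −6.36 (standard error 0.36, adjusted p = 1.2e-09), and *Lyz1*, its paralog, had a log2 fold change of −0.43 (standard error 0.41, adjusted p = 0.506). The log2 fold changes of *Gm4759*, *Inppl1*, which overlaps *Phox2a*, *Ppfibp2* and *Trim30d* were 8.90, 4.14, 4.12 and −6.77. Of the 41 genes at an adjusted p-value under 0.05, 27 lie on chromosome 7 (65.9%, two-sided Fisher's exact test, p = 7.7e-21). At a 2-fold change and an unadjusted p-value under 0.05, 594 genes were higher and 104 lower in *Bmal1 Mye-/-*. These counts depended on single libraries: 182 genes were higher without *Bmal1 Mye-/-* IMQ replicate 1, 1042 without *Bmal1 Mye-/-* IMQ replicate 4 and 1408 without WT IMQ replicate 3. Lower genes numbered 164 without either WT IMQ replicate 3 or *Bmal1 Mye-/-* IMQ replicate 2, 207 without *Bmal1 Mye-/-* IMQ replicate 4 and 173 without *Bmal1 Mye-/-* IMQ replicate 5.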

(B) Volcano plot of differentially regulated genes between IMQ-treated WT and *Bmal1^Mye−/−^*. WT; n=5, *Bmal1^Mye−/−^*; n=５, WT + IMQ; n=5, *Bmal1^Mye−/−^* + IMQ; n=5.

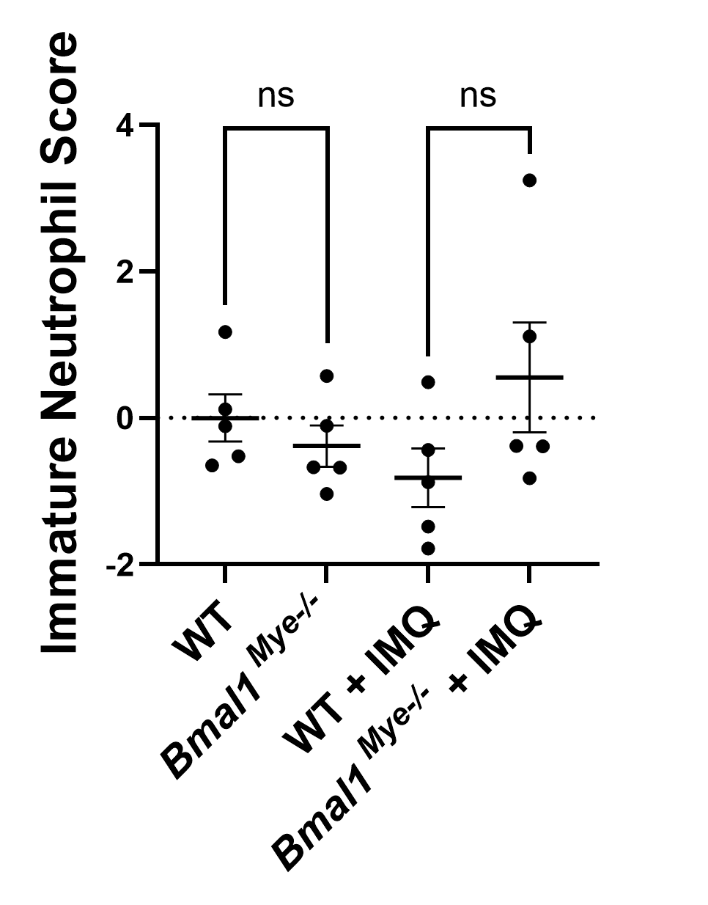

**Supplementary Figure 6**. **Immature neutrophil score of bone marrow neutrophils**

Score was calculated using RPKM of 7 genes (*Mpo*, *Elane*, *Bpi*, *Ctsg*, *Prtn3*, *Camp*, and *Defa4*) in bulk RNA-seq data. n=5 in each group. 

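The score was recomputed from CPM in place of RPKM, which were not used here, and since each gene is standardized on its own, the gene length in RPKM cancels out. For each gene, the mean and SD of the 5 untreated WT libraries were used to standardize the CPM of every library, and the values were summed over the genes. *Defa4* was listed at 0 in these libraries and could not be standardized, which left 6 of the 7 genes, and *Bpi* was at 0.130 ± 0.0581 CPM in untreated WT. The score was 0 ± 4.00 (SD, n = 5) in untreated WT by construction, −2.61 ± 3.78 (SD, n = 5) in untreated *Bmal1 Mye-/-*, −4.70 ± 5.10 (SD, n = 5) in IMQ-treated WT and 3.42 ± 10.5 (SD, n = 5) in IMQ-treated *Bmal1 Mye-/-*. The position of IMQ-treated *Bmal1 Mye-/-* relative to untreated WT depended on the scaling. Its score was 1.15 ± 7.00 (SD, n = 5) on TMM-scaled CPM, 0.939 ± 6.78 with DESeq2's size factors and −0.378 ± 5.35 on log2(CPM + 0.1). IMQ-treated WT was at −4.59, −4.75 and −6.55 in the same order. The genotypes differed by −2.61 without IMQ (two-sided exact permutation test, p = 0.302) and by 8.12 with IMQ (p = 0.151 in the same exact test). Their difference between treatments was 10.7 (exact permutation test over 63504 combinations of splits, p = 0.0671). *Bmal1 Mye-/-* IMQ replicate 1 had a score of 20.3, and without it the difference with IMQ was 3.90 and the difference between treatments 6.50. In the 20 fits that each left out 1 library, the test of the difference between treatments had p-values from 0.0308 to 0.190 in the same exact permutation test, and 6 of them fell under 0.05: without WT untreated replicates 4 and 5 (0.0451 and 0.0440), *Bmal1 Mye-/-* untreated replicate 5 (0.0325), WT IMQ replicate 3 (0.0422) and *Bmal1 Mye-/-* IMQ replicates 4 and 5 (0.0308 and 0.0498).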

The statistical analysis was done using Mann-Whitney test. ns; not significant

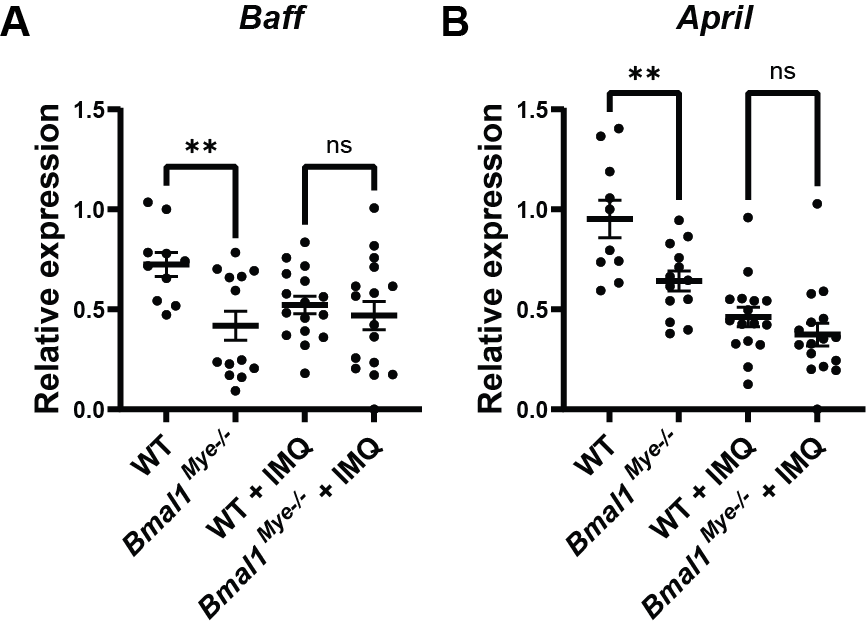

**Supplementary Figure 7**. **mRNA expression of** **B cell stimulating factors in spleen.** Expression level of *Baff* (A) and *April* (B) in spleen was evaluated by qPCR. WT; n=10, *Bmal1^Mye−/−^*; n=13, WT + IMQ; n=16, *Bmal1^Mye−/−^* + IMQ; n=16. Bars in the graphs represent mean + SEM. The statistical analysis was done using unpaired t-test. **; p<0.01 ns; not significant, WT; wild type, IMQ; imiquimod.

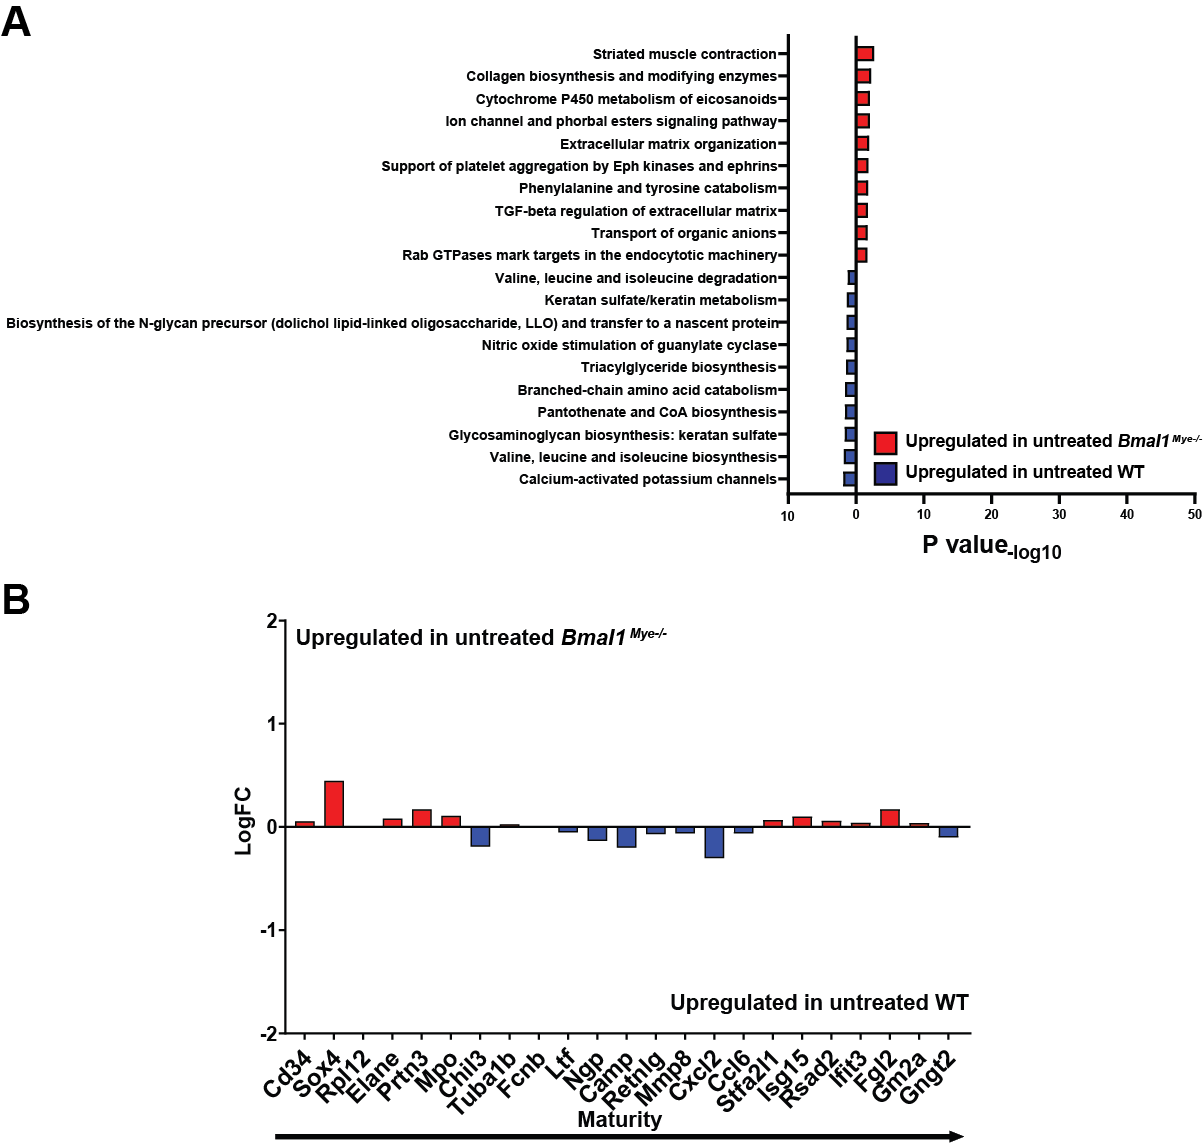

**Supplementary Figure 8**. **Comparison of gene expression of bone marrow neutrophils from untreated mice.**

(A) Pathway analysis of differentially expressed genes in bone marrow neutrophils from untreated wild type (WT) and *Bmal1^Mye−/−^* mice. Red and blue bars represent pathways enriched in *Bmal1^Mye−/−^* and WT, respectively. (B) Differential expression of genes that are representative of maturation status of neutrophil. 

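Without IMQ, none of the 23 maturation genes passed at an adjusted p-value under 0.05 (0 over all genes tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0 when adjusted over the list alone), and 0 had an unadjusted p-value under 0.05. In *Bmal1 Mye-/-* 11 of the 23 were higher. *Sox4* had the largest log2 fold change, 0.82 (standard error 0.50), at 1.24 ± 0.711 CPM (SD, n = 5) in *Bmal1 Mye-/-* and 0.708 ± 0.342 (SD, n = 5) in WT. *Cxcl2* had the lowest, −0.20 (standard error 0.57), at 160 ± 98.3 CPM in *Bmal1 Mye-/-* and 184 ± 81.1 in WT. Leaving out each library in turn gave 0.49 to 1.05 for *Sox4* and −0.65 to 0.03 for *Cxcl2*, whose sign changed without WT untreated replicate 5. *Sox4* was at 0.49 without *Bmal1 Mye-/-* untreated replicate 1, and *Cxcl2* at −0.65 without *Bmal1 Mye-/-* untreated replicate 4.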

Genes are sorted from left to right from less to more maturation status. WT; n=5, *Bmal1^Mye−/−^*; n=5. Red and blue bars represent genes upregulated in *Bmal1^Mye−/−^* and WT, respectively. WT; wild type

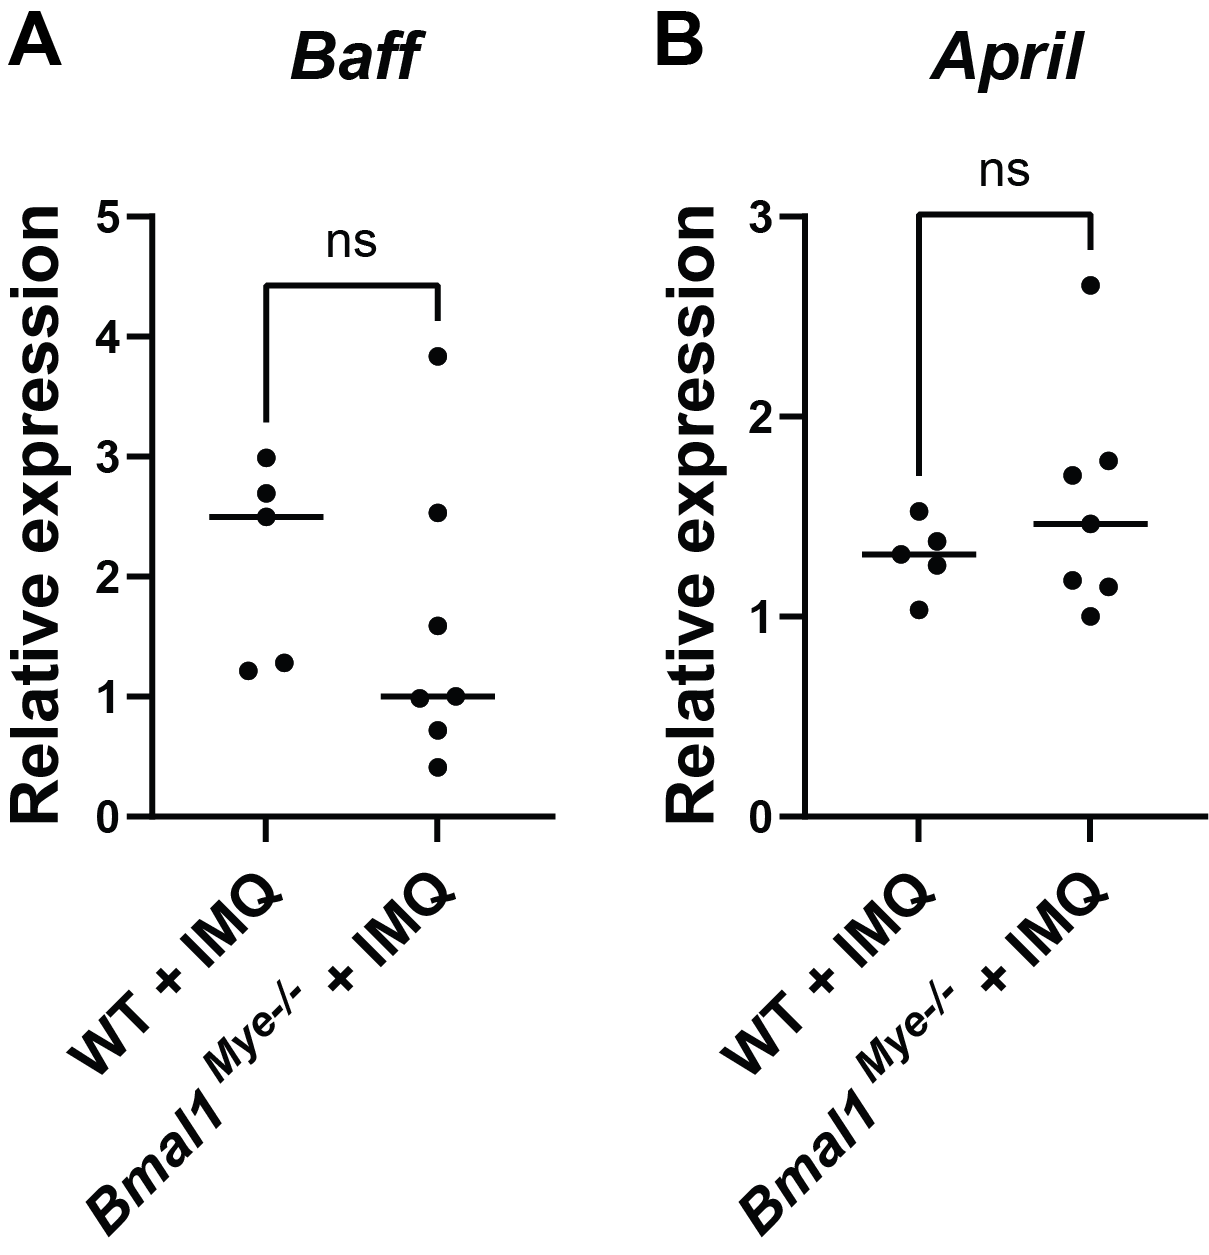

**Supplementary Figure 9**. **Expression levels of *Baff* and *April* in bone marrow monocytes.**

mRNA expression of *Baff* (A) and *April* (B) in mouse bone marrow monocytes was evaluated by qPCR. WT + IMQ; n=5, *Bmal1^Mye−/−^* + IMQ; n=7. Analysis was done using unpaired t-test. ns; not significant

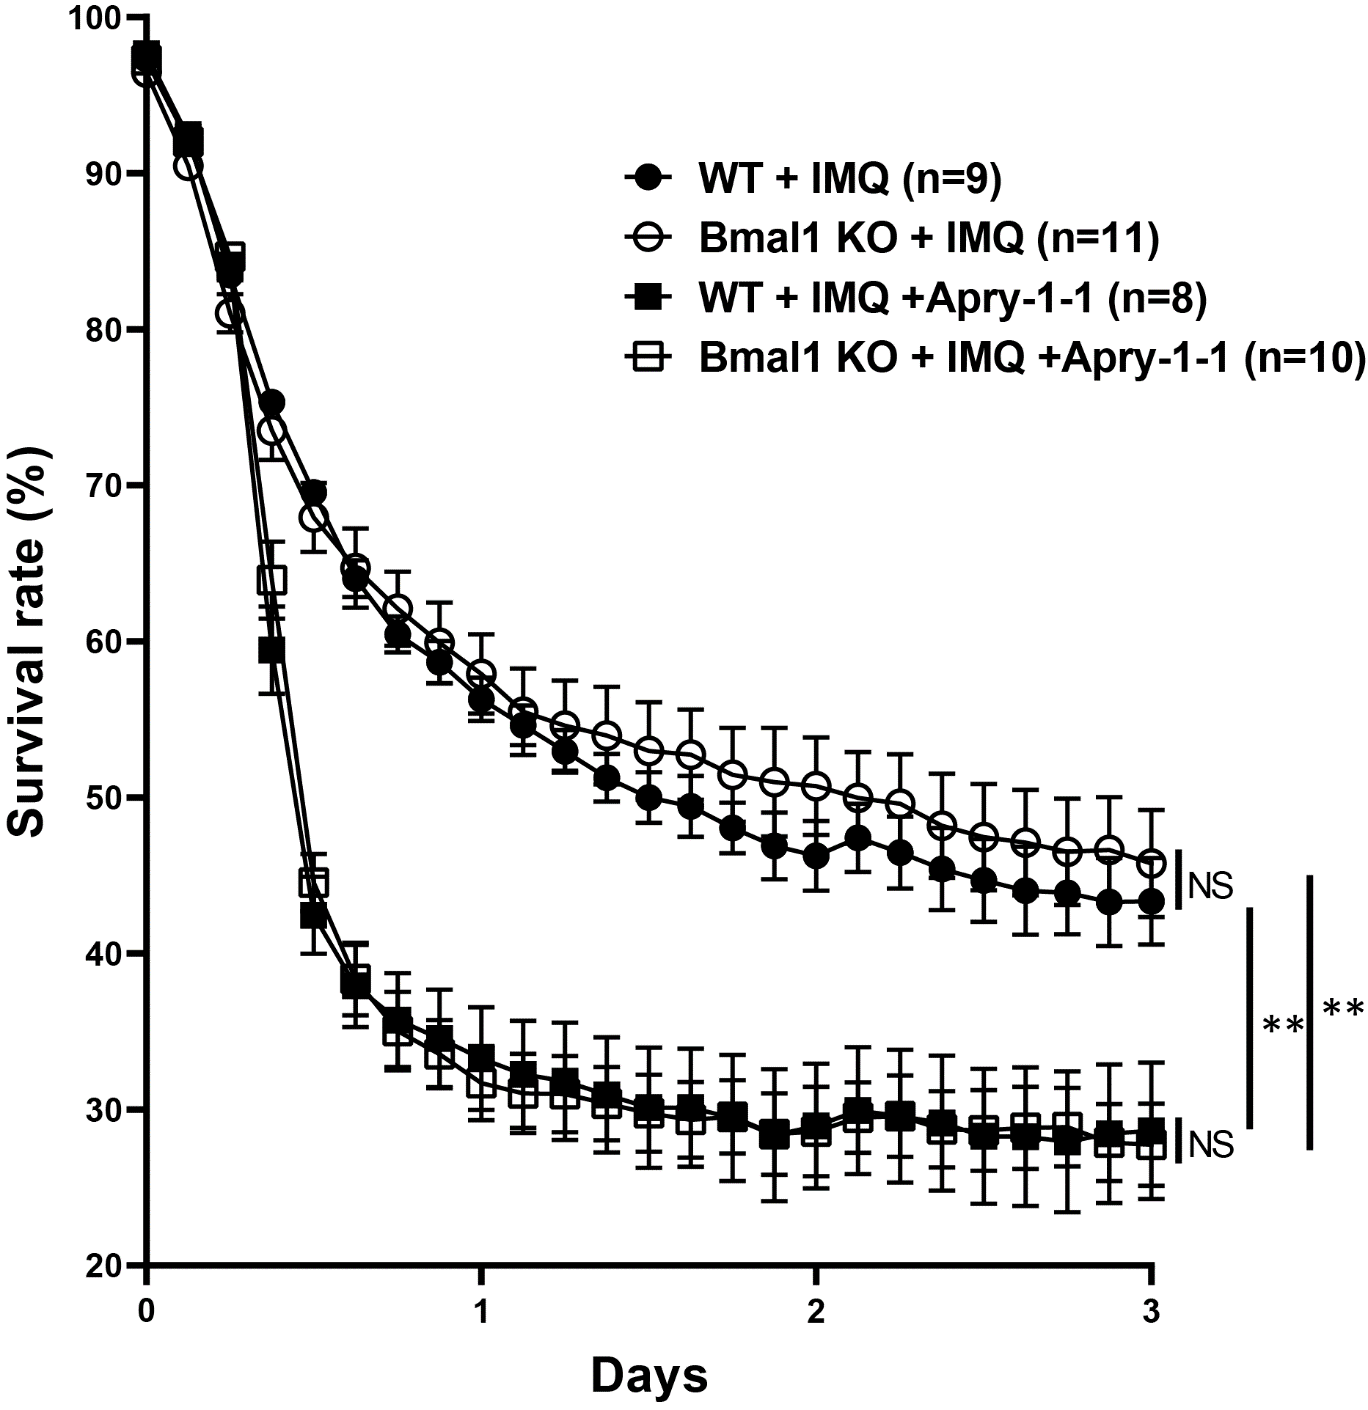

**Supplementary Figure 10. Survival rate of splenic plasma cells**

Splenic plasma cells were incubated in supernatant of bone marrow neutrophils from IMQ-treated WT and *Bmal1^Mye−/−^* in the presence or absence of April-neutralizing antibody (Apry-1-1). Bars in the graphs represent mean ± SEM. The statistical analysis was done using repeated measures two-way ANOVA with Bonferroni correction. **; p<0.01, NS; not significant

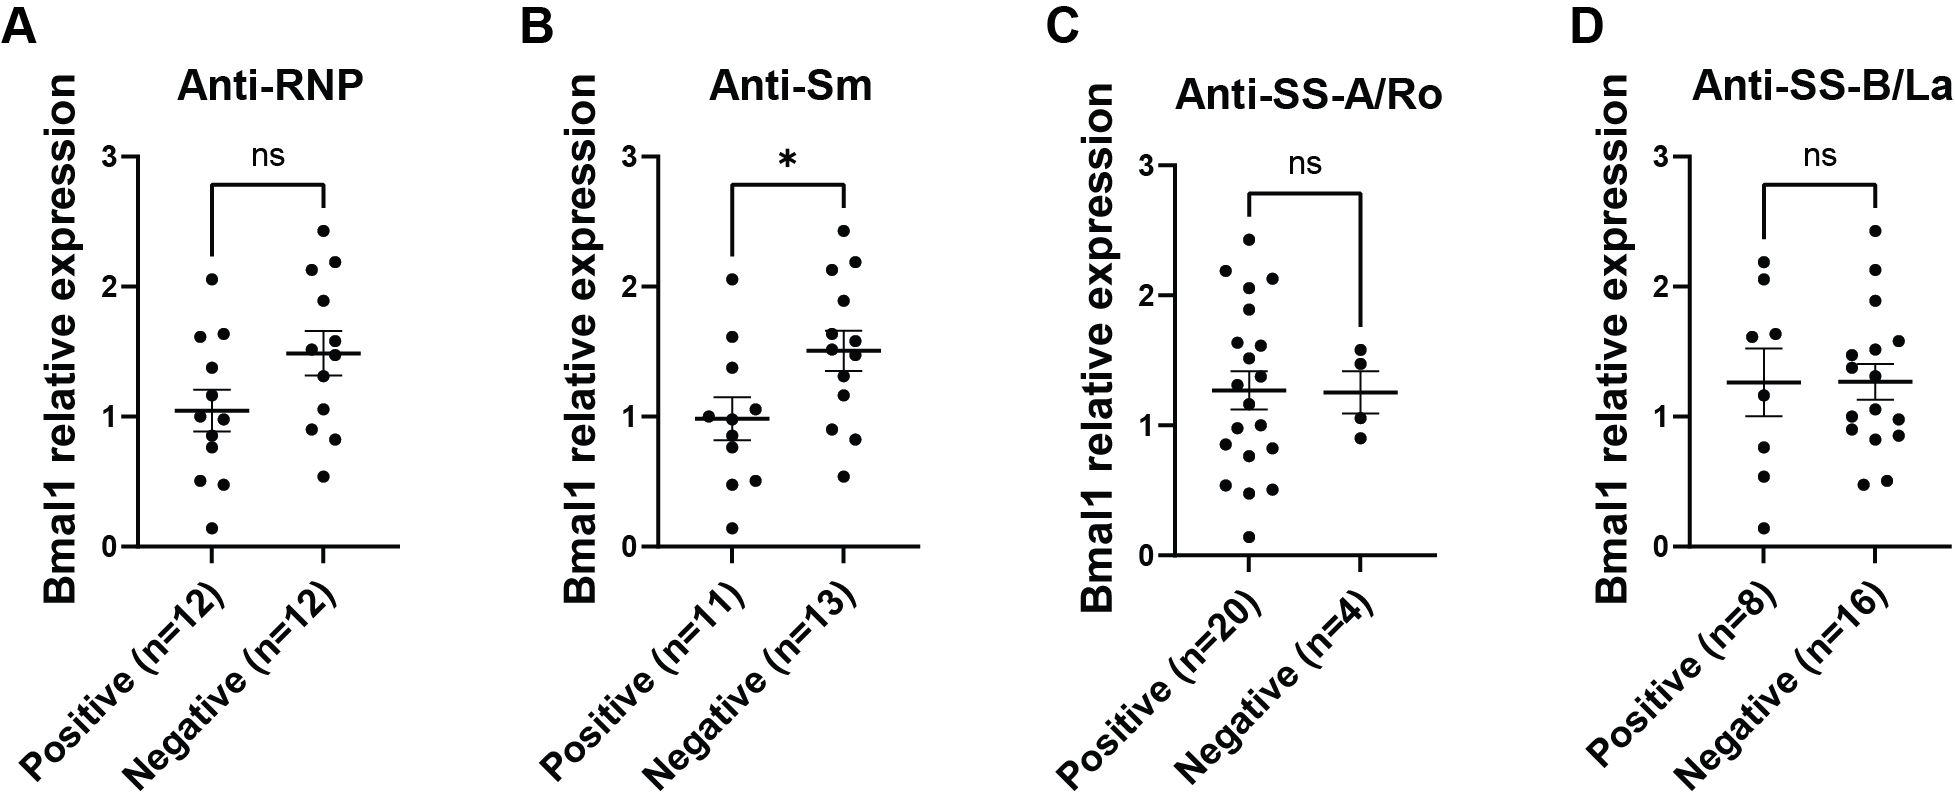

**Supplementary Figure 11**. **Association of positivity of autoantibodies and *BMAL1* expression in peripheral neutrophils from SLE patients.**

Relative expression level of *BMAL1* in peripheral neutrophils that was determined by qPCR was compared between positive and negative group of each autoantibody; anti-RNP antibody (A), anti-Sm antibody (B), anti-SS-A/Ro antibody (C), and anti-SS-B/La antibody (D). Bars in the graphs represent mean + SEM. The statistical analysis was done using Mann-Whitney test. *; p<0.05, ns; not significant.

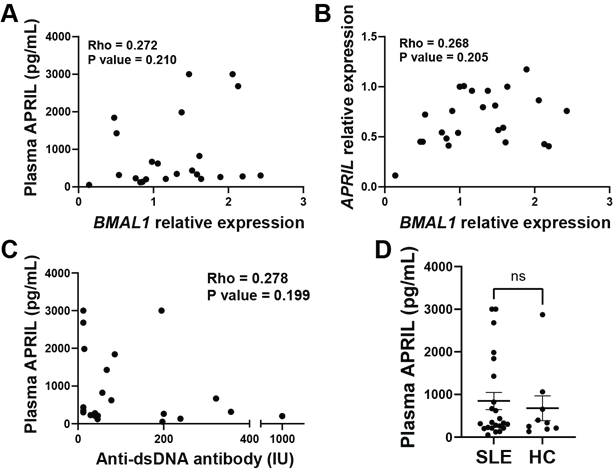

**Supplementary Figure 12**. **Expression and plasma levels of APRIL in human peripheral blood.**

Plasma APRIL cytokine levels were assessed by commercially available ELISA using plasma from SLE patients and healthy controls (HCs). (A and B) Comparison between *BMAL1* expression in peripheral neutrophils and plasma APRIL level (A) and APRIL expression in peripheral neutrophils (B). (C) Comparison between plasma APRIL levels and anti-dsDNA levels. (D) Plasma APRIL levels in SLE patients (n=24) and HCs (n=9). Bars in the graphs represent mean + SEM. The statistical analysis was done using Spearman's rank correlation coefficient for correlation analyses and Mann-Whitney test for the comparison between SLE and HC. ns; not significant.

# Supplementary material for: The circadian clock gene BMAL1 modulates autoimmunity features in lupus
**Source:** Front Immunol. 2024 Nov 27;15:1465185. doi: 10.3389/fimmu.2024.1465185
**Supplement:** Supplementary file 3

**Supplementary table 1. Histologic scoring of mouse kidneys**

| A | Initial evaluation |
| --- | --- |
|  | Slides evaluated for glomerular changes that are above that seen in normal aging mice that typically have expansion of mesangial matrix (MM) with aging. |
|  |  |
| B | Second evaluation: Semi-quantitative scoring |
|  | Glomeruli are graded for degree and distribution of hypercellularity (HC) and MM expansion and distribution and inflammation. Glomerulosclerosis is only graded for distribution. |
|  |  |
|  | Hypercellularity scores |
|  | 0: Evenly distributed nuclei in the mesangium and along capillary tufts |
|  | 1: Focal segmental expansion by clusters of cells |
|  | 2: Multifocal expansion by clusters of cells |
|  | 3: Global increase in cellularity |
|  |  |
|  | Mesangial matrix scores |
|  | 0: Glomerus typical of a young health mouse with the most prominent MM at the vascular pole and thinning out toward the urinary space |
|  | 1: Focal segmental expansion of matrix toward the urinary space |
|  | 2: Multifocal segmental expansions of matrix toward the vascular space |
|  | 3: Global expansion of matrix |
|  |  |
|  | Inflammation |
|  | 0: None |
|  | 1: Loosely packed neutrophilic infiltrates wit out tissue destruction |
|  | 2: Denser neutrophils with fibrin and necrosis |
|  | 3: Dense neutrophils which obscure normal architecture. |
|  |  |
|  | Distribution scores for all parameters were determined by an estimate of the number of glomeruli affected per kidney section |
|  | 0.      <1 % |
|  | 1.      1-25% |
|  | 2.      25-75% |
|  | 3.      >75% |

# Supplementary material for: The circadian clock gene BMAL1 modulates autoimmunity features in lupus
**Source:** Front Immunol. 2024 Nov 27;15:1465185. doi: 10.3389/fimmu.2024.1465185
**Supplement:** Supplementary file 4

**Supplementary table 2. Clinical characteristics of SLE patients included in this study**

RNP; positivity of anti-RNP antibody, Sm; positivity of anti-Sm antibody, SS-A/Ro; positivity of anti-SS-A/Ro antibody, SS-B/La; positivity of anti-SS-B/La antibody, CCP: positivity of anti-CCP antibody, PDN; prednisone, ND; No data, HCQ; hydroxy chloroquine, MMF; mycophenolate mofetil, BEL: belimumab, AZA; azathioprine, TCZ; tocilizumab, TAC; tacrolimus, MTX; methotrexate, CYC; cyclophosphamide, LEF; leflunomide

How the deposited data were processed for this re-analysis (not part of the article)

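Bulk RNA-seq of bone marrow neutrophils was analysed from 20 libraries in 4 groups of 5 mice: untreated WT, untreated *Bmal1 Mye-/-*, IMQ-treated WT and IMQ-treated *Bmal1 Mye-/-*. The libraries were grouped by the genotype, treatment and replicate number that their labels give. The authors prepared poly(A) libraries, aligned Read 1 to mm10 with TopHat and counted reads on genes. The paper names 2 sequencers but not which library was run on which, so no batch could be set up from it. Each file lists 24421 genes with whole-number counts and 5 summary lines, and these counts are raw, without scaling or normalization. The RPKM values behind the paper's figures were not used here. Gene positions on mm10 were taken by symbol, directly for 23203 genes and by an older symbol for 1096, and 122 had no match.

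Reads counted on genes numbered 30782166 to 92613500 per library, with a median of 66094896. They were 37.41% to 41.95% of the reads that a file accounts for, while 51.85% to 57.79% lay on no feature, 0.335% to 0.431% were ambiguous between genes and 4.37% to 6.5% were not uniquely aligned. The counting program, its annotation and its strand setting are not named in the paper's text, so how reads of overlapping genes and of paralogs were assigned is not known. The 10 genes with the most reads took 12.31% to 17.39% of the counts of a library. At these depths counting error is small beside the variation between mice: over the 40 pairs of libraries of a group, the chi-square per degree of freedom was 16.9 to 731. Intervals from counting error alone would therefore be too narrow, and standard deviations between the 5 mice are given instead.

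Counts were analysed in R 4.3.3 with edgeR 4.0.16, and gene sets with limma 3.58.1. Of the genes, 14030 were kept by edgeR's filter on low counts with the 4 groups. TMM factors ranged from 0.855 to 1.38. One model with the 4 groups was fitted by edgeR's quasi-likelihood method. The contrasts were *Bmal1 Mye-/-* against WT without and with IMQ, the interaction of genotype and treatment, and IMQ against untreated in each genotype, each adjusted over the tested genes by the Benjamini-Hochberg method at a threshold of 0.05. Standard errors of log2 fold changes were computed from the quasi-likelihood F statistic. CPM in the text are scaled by TMM factors, except in the score. On simulated counts with the same groups and 200 changed genes, the fit recovered 185 (92.5%), called 15 unchanged genes, and called 0 where none was changed. The simulated genes varied independently, with the same spread in every group. The changed genes were well expressed, and their changes exceeded the median changes of the gene sets. The real IMQ-treated libraries varied more between mice than the untreated ones. These rates therefore check the code and do not give the power or error of the real comparisons.

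Gene sets were the S phase (43) and G2/M (54) lists of Seurat 5.3.0, the 12 and 11 maturation genes in the order of Figure 4F, and 20 interferon-stimulated genes. They were tested with camera at a preset correlation of 0.01 on log2 CPM with a prior count of 2, and again with fry and with camera under an estimated correlation, with adjustment over the 5 sets of a contrast. The mean of each set per library was compared by two-sided exact permutation tests over every split of 10 libraries into 5 and 5, for which 0.00794 is the smallest p possible. Lists of erythroid, B-lineage, T and NK, eosinophil, basophil and mast, monocyte, progenitor and secondary granule genes, and of 19 clock genes, were written before the data were examined. Reactome terms of 10 to 500 genes came from the fgsea 1.28.0 package in place of the paper's pathway database, and were tested by the hypergeometric distribution against the 4779 tested genes with a term. The score of Supplementary Figure 6 was recomputed from CPM without TMM factors.

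The replicate numbers were checked for pairing by correlating, over genes, the residuals of libraries with the same number. For IMQ-treated and untreated *Bmal1 Mye-/-*, all 5 correlations were above 0.1, from 0.128 to 0.426. For IMQ-treated and untreated WT they were 0.0728 to 0.384, for the untreated genotypes −0.441 to 0.206 and for the IMQ-treated genotypes −0.497 to 0.343. A block for the replicate number was run as an alternative for every contrast.

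Alternatives were DESeq2 1.42.0 with its size factors, RLE factors, an analysis of variance on log2(CPM + 0.1) after the paper's methods, no filter, a minimum of 10 counts in every library, a fit of only the 2 groups compared, the replicate block, counts thinned to the smallest library, the removal of the genes of chromosome 7, and each library left out in turn. These alternatives, the gene lists, the comparisons and their tests were chosen before the data were examined. Exceptions are the tests that the additional observations name as chosen only after the results were seen. An analysis of variance on log2(RPKM + 0.1), with RPKM computed from the counts and gene lengths, and another on TMM-scaled CPM were added after seeing the data. The flow cytometry, cell counts, quantitative PCR and cytokine measurements have no values in the files analysed, and were left out.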

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

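The test of neutrophil purity, the test of the monocyte list, the test of interferon-stimulated genes at equal depth, the correlations over libraries, the position of WT IMQ replicate 5, the cell type lists without each library and the window of 15 Mb around *Arntl* were chosen only after the results were seen.

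Some libraries lay far from the others of their group. In 40 groups of 5 values, the gap between the highest or lowest library and its neighbour, divided by the range, passed the 95% critical value of 0.71 for 4 groups, where chance gives 2. Reads on genes were highest in WT untreated replicate 3 (79689416, ratio 0.777), and no biological explanation was tested for this difference in depth. *Lyz2* on the log2 scale was lowest in WT IMQ replicate 3 (2465 CPM, ratio 0.769), which is still far above the highest *Bmal1 Mye-/-* IMQ library at 127 CPM. The library behaved unlike the other WT IMQ libraries in the genotype comparison too, since without it 3129 genes passed in place of 41. What sets this library apart was not tested.

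WT IMQ replicate 5 lay close to the untreated WT libraries. *Stfa2* was at 9.31 CPM in it, against 78.5 to 418 in the other WT IMQ libraries and 4.73 to 6.92 in untreated WT, *Saa3* at 0.0372 against 2.55 to 9.11 and 0.0606 to 0.104, and *Thbs1* at 865 against 4.43 to 52.4 and 855 to 2844. On the first principal component it was at −37.1, with untreated WT from −40.1 to −14.5 and the other WT IMQ libraries from 19.5 to 92.5. *Bmal1 Mye-/-* IMQ replicate 2, at −10.7, also lay inside the range of its untreated genotype there (−57.0 to −7.63). Averaged over the genes called in WT, as described next for WT, that library was at 0.70, with untreated *Bmal1 Mye-/-* at most at 0.20. To place WT IMQ replicate 5 on genes chosen without it, genes called between IMQ-treated and untreated *Bmal1 Mye-/-* libraries, fitted alone, were averaged. These were 1975 higher and 1012 lower genes, with untreated WT set to 0 and the mean of the other WT IMQ libraries to 1. It was at −0.069, inside the range of untreated WT (−0.18 to 0.18), while the others were at 0.41 to 1.69. A mislabelled sample cannot be told apart from a mouse with little response to IMQ by this value, since both predict it, and no untreated library lay in the range of the treated ones (highest 0.18 in WT and 0.20 in *Bmal1 Mye-/-*, the latter on the genes called in WT). The library was kept in all results, as its label says, so the treatment effect in WT and the comparison of the IMQ-treated genotypes include it. Without it, 1989 genes in place of 554 differed between treatments in WT, 24 in place of 41 between the IMQ-treated genotypes and 1 in place of 0 for the interaction.

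The interferon-stimulated genes were highest in WT IMQ replicate 1 (ratio 0.782) and *Bmal1 Mye-/-* IMQ replicate 4 (ratio 0.770), at 2.60 and 2.71 on the log2 scale above untreated WT, with *Ifit3* at 416 and 433 CPM and *Rsad2* at 826 and 1019 CPM. A difference in library size was tested by thinning all libraries to the smallest total. The same libraries then stood apart, with ratios of 0.747 in WT and 0.768 in *Bmal1 Mye-/-*, which argues against library size. Their totals ranked 3 and 5 among the 5 of their groups. One library of each genotype shows the pattern, so it does not follow the genotype. A biological difference between mice that received IMQ, or a difference in handling, stays open and untested.

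For 5 gene sets the camera test called an interaction of genotype and treatment, which the other tests did not. It gave adjusted p-values of 3.2e-10 for S phase (41 of 43 genes positive), 4.5e-13 for G2/M (52 of 54), 0.0117 for the 12 maturation genes from *Cd34* to *Camp* (12 of 12), 0.0172 for the 11 from *Retnlg* to *Gngt2* (1 of 11) and 0.000847 for the interferon-stimulated genes (3 of 20), 3 of which are also among the 11. None held under fry, with adjusted p-values of 0.239 to 0.361, or with an estimated correlation, with 0.317 to 0.363. Of 100 random splits of the libraries within each treatment, the real one included, 15 gave an S phase result as large, 13 a G2/M result, 13 one for the 12 maturation genes, 38 for the 11 and 45 for the interferon-stimulated genes. The grouping of these 20 libraries is thus not separated from chance for these sets. The call for the 11 genes was lost without *Bmal1 Mye-/-* IMQ replicate 5 (adjusted p = 0.0846 from limma's camera test).

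Within the IMQ-treated mice, the same count of 100 splits was 15 for S phase, 16 for G2/M, 12 for the 12 maturation genes, 29 for the 11 and 48 for the interferon-stimulated genes, which had a median log2 fold change of −0.14 and an adjusted p of 0.00129 from limma's camera test, or 0.0976 without WT IMQ replicate 1. Without IMQ the counts were 93, 90, 97, 98 and 76. The higher cell cycle genes in IMQ-treated *Bmal1 Mye-/-* were weighed against technical explanations. Library size is argued against, since with all libraries thinned to the smallest total the G2/M set had an adjusted p of 7.0e-14 from camera. A trend with GC content and gene length is argued against as the whole cause, since after its removal the adjusted p was 1.1e-14 and the median over the genes of the difference in mean log2 CPM moved from 0.87 to 0.75. The erythroid list did not rise, with a median log2 fold change of −0.96 and 0 of the 4 tested genes higher. Its most abundant gene, *Slc4a1*, fell from 175 to 93.5 CPM. The mean of the list per library differed by −1.13, not beyond the spread (SD 1.04 in WT and 1.31 in *Bmal1 Mye-/-*, exact permutation test, p = 0.143). The libraries with the highest erythroid means, WT IMQ replicate 3 and *Bmal1 Mye-/-* IMQ replicate 5, also had the highest G2/M means of their groups. Erythroid cells are thus not excluded. B-lineage cells are argued against by the level of their genes, of which the highest, *Cd79a*, was at 3.27 CPM in IMQ-treated *Bmal1 Mye-/-* while the G2/M genes rose by 1906 CPM in total. A lower share of neutrophils that let in all other cell types alike would raise all their genes alike. A lower share through a single other lineage would not, so the next values cannot exclude it. The eosinophil and erythroid lists had the highest and lowest differences and were chosen after the results were seen, so their p-value is not independent support. They moved apart by 3.02 on the log2 scale (exact permutation test, p = 0.00794, the smallest that 5 against 5 libraries allow). Without each library in turn this was 2.36 to 3.35 (exact permutation p of 0.0238 or less), and the erythroid mean stayed lower, by −1.56 to −0.64, with −0.72 without WT IMQ replicate 3, which had the highest erythroid mean.

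What stays open for the cell cycle genes is a change in another lineage, a difference in neutrophil maturity as the design would give, an unequal response to IMQ, and chance. Against untreated libraries, the G2/M genes had a median log2 fold change of 1.03 with IMQ in WT and 1.72 in *Bmal1 Mye-/-*. WT IMQ replicate 5, close to untreated WT, had the lowest G2/M mean of the IMQ-treated libraries, −0.33. WT IMQ replicate 3, at 1.83, moved the WT mean the other way. The monocyte list had a median log2 fold change of 1.56, with 8 of 9 genes higher, but its mean per library differed by 0.71 (exact permutation test, p = 0.381). One library carried much of this, *Bmal1 Mye-/-* IMQ replicate 1 at 3.22, with the other *Bmal1 Mye-/-* IMQ libraries at −0.63 to 1.53, and without it the difference was 0.13 (exact permutation p = 0.778). All 9 of its genes are also expressed in untreated WT preparations at 1 CPM or more, so monocyte-lineage cells cannot be told apart from a change in the neutrophils by these counts. The eosinophil list had a median of 2.54, with 6 of 7 genes higher, and cells of that lineage may have added cell cycle transcripts. Over the 10 IMQ-treated libraries, with the mean of each genotype removed and labels permuted within genotype, the eosinophil list did not follow the G2/M genes (Pearson's r = −0.0506, permutation p = 0.889; Spearman's rho = 0.0909, permutation p = 0.807; r = 0.405 without the 2 libraries farthest from the median) or the S phase genes (r = −0.239, permutation p = 0.508; rho = 0.0303, permutation p = 0.946; r = 0.17 without those 2), and the monocyte list gave r = −0.155 (permutation p = 0.617; rho = −0.321, permutation p = 0.317; r = −0.499 without 2) and r = 0.0745 (permutation p = 0.819; rho = −0.188, permutation p = 0.570; r = −0.280 without 2). After adjustment over the 4 relations the permutation p-values were 0.889 for r and 0.946 for rho in every case. The eosinophil genes rose by 100 CPM in total.

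In IMQ-treated *Bmal1 Mye-/-* against WT, 3 eosinophil genes passed that the paper's text does not discuss: *Prg3* with a log2 fold change of 3.59 (standard error 0.66, adjusted p = 0.0182 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *Prg2* with 2.54 (standard error 0.50, adjusted p = 0.0268) and *Epx* with 2.97 (standard error 0.62, adjusted p = 0.0439). In untreated WT, 5 of the 7 eosinophil genes are at 1 CPM or more, so the preparations express them without IMQ too. *Prg2* was the most abundant, at 76.0 CPM in *Bmal1 Mye-/-* and 13.1 in WT, while *Ear2* was at 4.89 and 5.53. The mean of the 7 genes per library differed by 1.90 (exact permutation test, p = 0.00794, the smallest possible, and 0.0556 when adjusted over the 7 cell type lists), against 0.27 without IMQ (exact permutation p = 0.651). In the 10 fits that each left out 1 library, the call was lost (adjusted p of 0.05 or more) in 8 for *Epx*, in 5 for *Prg2* and in 3 for *Prg3*, and the log2 fold changes stayed at 2.67 to 3.24, 2.28 to 2.80 and 3.36 to 3.98. *Epx* also lost its call under the analysis of variance on log2(CPM + 0.1) (2.92), with only the 2 groups compared (2.97), with the replicate block (2.64) and with thinned counts (2.97), *Prg2* under the first 2 of these (2.53 and 2.54) and *Prg3* with only the 2 groups compared (3.59). With the genes of chromosome 7 left out and the p-values of edgeR's test adjusted anew, none of the 3 kept its call (adjusted p = 0.109 for *Prg3* and *Prg2* and 0.121 for *Epx*). A larger share of eosinophil-lineage cells in the *Bmal1 Mye-/-* preparations is a candidate explanation, with the list's median of 2.54 above that of the cell cycle genes, and whether it arises in the mice or in the isolation was not tested.

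The paper does not report the comparison of IMQ-treated with untreated neutrophils within a genotype. It gave 554 genes at an adjusted p-value under 0.05 in WT, 329 higher and 225 lower with IMQ, and 3292 in *Bmal1 Mye-/-*, 2024 higher and 1268 lower. Of 100 splits of the 10 libraries, the real one included, 2 gave as many in WT and 1 in *Bmal1 Mye-/-*. The labels do not say whether equal replicate numbers link libraries. Residuals of *Bmal1 Mye-/-* libraries with the same number were correlated, so the splits were also sorted by these possible pairs. Among the 12 splits that part all 5 pairs 1, the real one, gave as many in *Bmal1 Mye-/-*. Of the other 88, which keep some pairs together, 0 did. The counts rested on single libraries. In WT they were 48 to 1989 over the 10 fits that each left out 1, each more than 1.5 times away from 554, with 1989 without WT IMQ replicate 5 and 48 without WT untreated replicate 2. In *Bmal1 Mye-/-* they were 1674 without *Bmal1 Mye-/-* untreated replicate 4, 1765 without *Bmal1 Mye-/-* IMQ replicate 5, 2063 and 2160 without *Bmal1 Mye-/-* untreated replicates 1 and 2, 2127 without *Bmal1 Mye-/-* IMQ replicate 1 and at most 4037. The share of WT calls that were higher with IMQ was 59.4% with TMM scaling, 58.7% with RLE factors and 54.1% with DESeq2. It was 27.1% in an analysis of variance on CPM without scaling factors. That analysis differs in both its test and its scaling, so these values cannot tell which of them shifts the balance of directions in WT. *Stfa2* was higher by 4.81 in WT (standard error 0.69, adjusted p = 0.00270 from edgeR's test), *Saa3* by 5.78 in *Bmal1 Mye-/-* (standard error 1.1, adjusted p = 0.00525) and *Thbs1* changed by −5.83 in *Bmal1 Mye-/-* (standard error 1.11, adjusted p = 0.00525). The larger count in *Bmal1 Mye-/-* was tested as the interaction, which gave 0 genes (721 at an unadjusted p-value under 0.05). IMQ treatment is the difference that the design names, and the labels name no batch with which to test another.

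Of the 29 genes that differed between the untreated genotypes, 89.7% lie on chromosome 7. In the 100 splits of the 10 libraries, the real one included, 1 put as many of its genes on this chromosome and 1 gave as many genes in all. All 26 genes changed in the same direction with IMQ, with 0 interactions at an adjusted p-value under 0.05 and 3 at an unadjusted one. They lie at a median of 10.9 Mb from *Arntl*, against 45.2 Mb for all tested genes of the chromosome (permutation p = 1e-05, the smallest that 100000 resamples allow), 18 within 15 Mb, and the farthest at 73.6 Mb. The calls between treatments were not enriched on this chromosome, with 6.88% in WT (Fisher's exact p = 0.515) and 7.92% in *Bmal1 Mye-/-* (Fisher's exact p = 0.575). The name that the paper's methods give for the floxed line includes a donor strain other than C57BL/6J. DNA of that strain around the targeted locus is a candidate explanation, and the share of 89.7% is what it needs. An effect of *Bmal1* loss on these genes is not excluded, and the files hold no sequence variants with which to tell the strain of this region.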

How the results depend on the processing

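The alternatives below were chosen before the data were examined, except the analyses of variance on log2(RPKM + 0.1) and on TMM-scaled CPM, which were chosen after seeing the data. Some gave no value or no change: with at least 10 counts in every library 22 of the 23 genes of the maturation figure were tested, the fit of only the 2 groups was not run for the interaction, and the score without *Defa4* equals the score with it, because that gene has 0 counts in every library.

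With only the 2 groups compared, 16 genes differed between the IMQ-treated genotypes (15 of the 41), 59 between the untreated genotypes (28 of the 29) and 186 between treatments in WT (164 of the 554). With DESeq2 and its size factors there were 311 genes, which included all 41, and 1480 in WT, which included all 554. Without filter 326 genes passed in WT and with the replicate block 190. Without the genes of chromosome 7, which held 26 of the 29 and 27 of the 41 genes, and with the unadjusted p-values kept and adjusted anew over the genes left, 2 genes remained between the genotypes in either treatment. The cause of the other changes was not tested.

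Counts at a 2-fold change and an unadjusted p-value under 0.05 moved too. Higher genes in IMQ-treated *Bmal1 Mye-/-* numbered 1069 without filter, 314 with at least 10 counts in every library, 325 with only the 2 groups and 246 in the analysis of variance on TMM-scaled CPM. Lower genes numbered 16, 11 and 32 in the analyses of variance on log2(CPM + 0.1), log2(RPKM + 0.1) and TMM-scaled CPM, 172 without filter, 45 with at least 10 counts, 28 with only the 2 groups and 59 with the replicate block. In untreated *Bmal1 Mye-/-*, higher genes numbered 79, 24 and 83 in the same 3 analyses of variance, 805 without filter, 20 with at least 10 counts and 93 with thinned counts, and lower genes 70 without filter, 12 with at least 10 counts and 8 without chromosome 7. Filters change which low genes are tested, so low counts limit these lists. The cause of the other changes was not tested.

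The lists also decided the Reactome result, with 64 terms for the analysis of variance on log2(CPM + 0.1), 72 for log2(RPKM + 0.1) and 9 on TMM-scaled CPM, against 0. Without scaling factors the median log2 fold change of all genes was 0.22 between the IMQ-treated genotypes, against 0.03 with TMM, and this shift is part of what these lists hold. Relative to it, the S phase and G2/M medians were 0.77 and 0.84 without scaling factors and 0.59 and 0.63 with TMM. Of 100 splits of the IMQ-treated libraries, the real one included, 10 gave as many terms with the list on log2(CPM + 0.1).

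The set calls of camera between the IMQ-treated genotypes and for the interaction kept their direction in every alternative run and were lost in fry and with an estimated correlation. Between the IMQ-treated genotypes, fry gave adjusted p-values of 0.0813 (S phase, G2/M and the 12 maturation genes), 0.135 (the 11) and 0.251 (interferon-stimulated genes), and the estimated correlation 0.278 and, for the interferon-stimulated genes, 0.379. For the interaction they were 0.239, 0.310 and 0.361 under fry and 0.317 and 0.363 with the estimated correlation. Untreated sets, which were near 0 and past no threshold, changed sign for S phase, G2/M and the 11 maturation genes with at least 10 counts (adjusted p = 0.948), for S phase and the 11 with only the 2 groups (0.962), for the interferon-stimulated genes without filter (0.870) and for the 12 with the replicate block (0.960) and with the list split after its 11th gene (0.809). *Tnfsf13b* changed sign in the analysis of variance on log2(CPM + 0.1) (0.13). Among single genes, 7 other results fell short of the threshold, all of them of *Epx*, *Prg2* and *Prg3*, and 288 kept their direction and side of it. These counts leave out the removal of chromosome 7, with which the same 3 genes also lost their calls (adjusted p = 0.109, 0.109 and 0.121 from edgeR's test for *Prg3*, *Prg2* and *Epx*).

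Fits that each left out 1 library gave 20 to 3129 genes between the IMQ-treated genotypes (3129 without WT IMQ replicate 3, 280 without *Bmal1 Mye-/-* IMQ replicate 4), 24 to 27 between the untreated ones, 0 to 1 for the interaction (1 without WT IMQ replicate 5), 48 to 1989 in WT and 1674 to 4037 in *Bmal1 Mye-/-*. At 2-fold they gave 182 to 1408 higher (1408 without WT IMQ replicate 3, 1042 without *Bmal1 Mye-/-* IMQ replicate 4, 182 without *Bmal1 Mye-/-* IMQ replicate 1) and 75 to 207 lower with IMQ (207 without *Bmal1 Mye-/-* IMQ replicate 4), and 99 to 380 higher (380 without *Bmal1 Mye-/-* untreated replicate 3) and 23 to 37 lower without it. Adjusted p-values of camera with IMQ ranged from 8.3e-16 to 1.7e-07 for S phase, 3.8e-16 to 4.8e-08 for G2/M, 0.00239 to 0.0469 for the 12 genes, 0.000126 to 0.0647 for the 11 (past 0.05 without *Bmal1 Mye-/-* IMQ replicate 5) and 5.4e-12 to 0.0976 for the interferon-stimulated genes (past it without WT IMQ replicate 1). For the interaction they ranged from 1.1e-15 to 2.1e-07, 7.6e-16 to 2.8e-08, 0.00328 to 0.0442, 0.000127 to 0.0846 (past it without *Bmal1 Mye-/-* IMQ replicate 5) and 2.6e-13 to 0.0494. Without IMQ they were 0.193 to 0.912, 0.193 to 0.912, 0.354 to 0.912, 0.558 to 0.912 and 0.314 to 0.912. The score differences were 3.90 to 10.5 with IMQ, −4.86 to −0.05 without it and 6.50 to 13.3 for the interaction. *Ifit3* ranged from −4.57 to 2.16, *Rsad2* from −2.30 to 0.74, untreated *Cxcl2* from −0.65 to 0.034 (without WT untreated replicate 5) and *Tnfsf13* from 0.70 to 1.53. The cause of these changes was not tested.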

Differences from the paper's values

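At a 2-fold change and an unadjusted p-value under 0.05, 179 genes were higher in untreated *Bmal1 Mye-/-*, while the paper's value is about 35 in Supplementary Figure 5A, read by eye. None of the alternatives set before the data were examined closed the gap, and the analysis of variance on log2(RPKM + 0.1), chosen after seeing the values, gave 24. With IMQ, 594 genes were higher against the paper's about 390 in Supplementary Figure 5B, read by eye. Of the alternatives set before the data were examined, RLE factors (579), at least 10 counts in every library (314), only the 2 groups compared (325), the replicate block (403), thinned counts (465) and the removal of chromosome 7 (542) gave values within 1.5 times the paper's, and DESeq2, the analysis of variance on log2(CPM + 0.1) (627) and no filter (1069) did not. The analysis of variance on log2(RPKM + 0.1), chosen after seeing the values, gave 405. Lower genes with IMQ numbered 104 against the paper's about 19 in Supplementary Figure 5B, read by eye. The analysis of variance on log2(CPM + 0.1) (16) and only the 2 groups compared (28) came within 1.5 times of it, and the other alternatives set before the data were examined did not.

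*Lyz1* had a log2 fold change of −0.12 without IMQ and −0.43 with IMQ, where the paper's plots place it at about −5 in Supplementary Figure 5A and about −5 in Supplementary Figure 5B, read by eye. None of the alternatives that gave a value for *Lyz1*, set before the data were examined or added later, closed this gap. *Lyz2* was at −6.40 and −6.36.

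For 11 of the 23 genes of Figure 4F the log2 fold change with IMQ differed from the paper's bar, read by eye: *Cd34* 1.26 against the paper's about 0.74, *Rpl12* 0.53 against about 0.90, *Chil3* −0.091 against about 0.16, *Fcnb* 0.79 against about 1.1, *Ltf* −0.041 against about 0.16, *Ngp* −0.035 against about 0.14, *Camp* 0.050 against about 0.23, *Cxcl2* −0.87 against about −0.11, *Rsad2* −0.19 against about −1.0, *Ifit3* −0.15 against about −1.7 and *Gm2a* −0.070 against about 0.11, all in Figure 4F, read by eye. The analysis of variance on log2(CPM + 0.1), set before the data were examined and named in the paper's methods apart from gene length, gave values within the error for all 23 genes: 0.99 for *Cd34*, 0.91 for *Rpl12*, 0.17 for *Chil3*, 1.07 for *Fcnb*, 0.18 for *Ltf*, 0.16 for *Ngp*, 0.24 for *Camp*, −0.15 for *Cxcl2*, −1.0 for *Rsad2*, −1.74 for *Ifit3* and 0.12 for *Gm2a*. The same analysis on log2(RPKM + 0.1), chosen after seeing the values, also fell within the error for all 23. Of the other alternatives set before the data were examined, only the 2 groups compared left 7 of the 23 different and the replicate block 6, DESeq2, RLE factors and thinned counts 10 each, at least 10 counts in every library 10 of 22, and no filter 11. Differences within the standard error of the alternative itself were found with DESeq2, RLE factors and thinned counts for *Cd34* (1.23, 1.23 and 1.2), with only the 2 groups for *Cd34* (1.26), *Rpl12* (0.54), *Camp* (0.07) and *Rsad2* (−0.16), with the replicate block for *Cd34* (1.08), *Rpl12* (0.67), *Cxcl2* (−0.75), *Rsad2* (−1.03) and *Ifit3* (−1.85), and with at least 10 counts for *Rpl12* (0.55). With only the 2 groups, *Cd34* and *Rsad2* did not move toward the paper's bars (*Cd34* stayed at 1.26 and *Rsad2* went from −0.19 to −0.16), and it was their standard errors that grew, from 0.49 to 0.61 and from 0.77 to 1.0.

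The paper reports enriched mitosis pathways among the genes higher with IMQ in Figure 4D, where 0 of 765 Reactome terms passed here. The list used here required a log2 fold change of 1, while the S phase and G2/M medians were 0.63 and 0.67. The pathway database also differed, so the absence of terms does not speak against a smaller rise of these genes. Terms of the cell cycle passed in the lists from an analysis of variance on log2(CPM + 0.1), set before the data were examined, and on log2(RPKM + 0.1) and TMM-scaled CPM, both chosen after seeing the values. The maturation genes that the paper presents as changed with IMQ were past the threshold in 0 of 23 cases here, with 3 at an unadjusted p-value under 0.05. The paper states that the difference was seen with IMQ alone. Of the 23 genes, 0 passed the test of the interaction, with 0 at an unadjusted p-value under 0.05. The paper names no test per gene for them. Its evidence also includes a quantitative PCR score in more mice, which has no values here. The counts per gene do not retest that score.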

Other observations

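The exact test of *Tnfsf13* was chosen only after the result was seen. The paper measured *April*, *Baff* and *Ifna4* by quantitative PCR, and the sequenced libraries give values for the same genes. *Tnfsf13*, which encodes APRIL, was at 2.02 ± 1.09 CPM (SD, n = 5) in IMQ-treated *Bmal1 Mye-/-* and 0.980 ± 0.674 (SD, n = 5) in IMQ-treated WT, a log2 fold change of 1.04 (standard error 0.41, adjusted p = 0.219 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An exact permutation test of its values per library gave p = 0.0714. Without WT IMQ replicate 3 the log2 fold change was 1.53 and the adjusted p 0.0174. Without *Bmal1 Mye-/-* IMQ replicate 1 the log2 fold change was 0.70. Over the 10 fits that each left out 1 library, the adjusted p of edgeR's test reached 0.640. *Tnfsf13b*, which encodes BAFF, was at 38.4 ± 16.8 CPM (SD, n = 5) in *Bmal1 Mye-/-* and 48.4 ± 28.2 (SD, n = 5) in WT, a log2 fold change of −0.34 (standard error 0.41, adjusted p = 0.608), or 0.13 in an analysis of variance without scaling factors. In the 10 fits that each left out 1 library it ranged from −0.62 without WT IMQ replicate 3 to −0.053 without WT IMQ replicate 5. *Ifna4* had at most 2 counts in any library and could not be compared at this depth.

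Of 19 clock genes, 18 were tested. None passed at an adjusted p-value under 0.05 between the genotypes (0 without IMQ with 2 at an unadjusted p-value under 0.05, and 0 with IMQ with 3, and 0 adjusted over the list alone in both). *Arntl* had the lowest log2 fold change in both, and the highest was 1.3 for *Rora* without IMQ and 1.41 for *Npas2* with IMQ.

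The number of genes between the genotypes was compared with 100 splits of the 10 libraries of each treatment, the real one included. Without IMQ, 1 split gave as many genes at an adjusted p-value under 0.05, 8 as many higher and 44 as many lower genes at a 2-fold change and an unadjusted p-value under 0.05. With IMQ, these numbers were 11, 26 and 99. For the interaction all 100 gave as many as the 0 observed, with 721 genes at an unadjusted p-value under 0.05.

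Other cell type lists had these median log2 fold changes in IMQ-treated *Bmal1 Mye-/-* against WT: 1.58 for 4 basophil and mast cell genes (mean per library higher by 1.47, exact permutation p = 0.0238), 0.57 for 7 B-lineage genes (0.23, exact permutation p = 0.5), 0.12 for 5 T and NK genes (0.22, exact permutation p = 0.556), 0.30 for 5 progenitor genes (0.50, exact permutation p = 0.127) and −0.04 for 5 secondary granule genes, 3 of which are among the 12 maturation genes. The erythroid mean differed by −1.13 (exact permutation p = 0.143). Adjusted over the 7 lists with an exact test, the p-values were 0.0556 for the eosinophil list, 0.0833 for the basophil and mast cell list, 0.25 for the erythroid and progenitor lists, 0.533 for the monocyte list and 0.556 for the B-lineage and the T and NK lists.

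*Xist* was at 161 ± 9.65, 150 ± 14.9, 203 ± 43.9 and 277 ± 83.1 CPM (SD, n = 5) in untreated WT, untreated *Bmal1 Mye-/-*, IMQ-treated WT and IMQ-treated *Bmal1 Mye-/-*, and *Ddx3y* was listed at 0 in every library, as for female mice.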
